# YAP-driven malignant reprogramming of oral epithelial stem cells at single cell resolution

**DOI:** 10.1038/s41467-024-55660-6

**Published:** 2025-01-08

**Authors:** Farhoud Faraji, Sydney I. Ramirez, Lauren M. Clubb, Kuniaki Sato, Valeria Burghi, Thomas S. Hoang, Adam Officer, Paola Y. Anguiano Quiroz, William M. G. Galloway, Zbigniew Mikulski, Kate Medetgul-Ernar, Pauline Marangoni, Kyle B. Jones, Yuwei Cao, Alfredo A. Molinolo, Kenneth Kim, Kanako Sakaguchi, Joseph A. Califano, Quinton Smith, Alon Goren, Ophir D. Klein, Pablo Tamayo, J. Silvio Gutkind

**Keywords:** Cancer models, Growth factor signalling, Oral cancer

## Abstract

Tumor initiation represents the first step in tumorigenesis during which normal progenitor cells undergo cell fate transition to cancer. Capturing this process as it occurs in vivo, however, remains elusive. Here we employ spatiotemporally controlled oncogene activation and tumor suppressor inhibition together with multiomics to unveil the processes underlying oral epithelial progenitor cell reprogramming into tumor initiating cells at single cell resolution. Tumor initiating cells displayed a distinct stem-like state, defined by aberrant proliferative, hypoxic, squamous differentiation, and partial epithelial to mesenchymal invasive gene programs. YAP-mediated tumor initiating cell programs included activation of oncogenic transcriptional networks and mTOR signaling, and recruitment of myeloid cells to the invasive front contributing to tumor infiltration. Tumor initiating cell transcriptional programs are conserved in human head and neck cancer and associated with poor patient survival. These findings illuminate processes underlying cancer initiation at single cell resolution, and identify candidate targets for early cancer detection and prevention.

## Abstract (web summary)

The molecular mechanisms underlying tumour initiation remain elusive. Here, the authors use spatiotemporally controlled oncogene activation and tumour suppressor inhibition with multi-omics to unveil the role of YAP-mediated oral epithelial progenitor cell reprogramming into tumour-initiating cells.

## Introduction

Current models of carcinogenesis posit that tumor initiation requires oncogene activation^1^ concomitant with inactivation of intrinsic tumor suppressive mechanisms, including terminal differentiation^2^, oncogene-induced senescence^3^, and apoptosis^4^. These insights are supported by recent genome-wide sequencing efforts that have cataloged candidate genomic alterations underlying most human malignancies^5^. However, these studies in established, often advanced tumors are confounded by cellular and mutational heterogeneity and thus cannot directly identify tumor initiating cells or discriminate between alterations driving tumor initiation from those promoting tumor progression. As such, the underlying molecular mechanisms mediating malignant reprogramming of normal progenitor cells into tumor initiating cells remains poorly understood.

Head and neck squamous cell carcinoma (HNSC) represents the most common malignancy arising from the upper aerodigestive epithelia^6^. Extensive molecular characterization of HNSC has revealed that alterations in numerous genes in a given tumor converge to impact a finite set of oncogenic molecular pathways^7^. HNSC is characterized by near universal loss-of-function of *TP53* and *CDKN2A* tumor suppressors by genomic alteration or human papillomavirus (HPV) E6 and E7 oncoprotein-mediated inhibition^7,8^. Notably, in prior studies we reported that alterations in *FAT1*, observed in nearly one third of HNSC^7^, disrupt Hippo pathway signaling and result in unrestrained activation of the transcriptional co-activator YAP^9,10^. Furthermore, beyond *FAT1* mutation, several other genomic alterations observed in HNSC have been associated with Hippo pathway disruption and YAP activation^11^. Yet the direct effects of unrestrained YAP activation on tumor initiation are unknown.

The cell of origin of HNSC, oral tumor initiating cells, and mechanisms of HNSC initiation remain poorly understood^12^. Self-renewing oral epithelial progenitor cells (OEPCs) reside in the basal layer of the stratified squamous epithelium^13^. These cells contribute to long-term epithelial maintenance and give rise to different cell types that form tongue and soft palate epithelia^14,15^. As such, OEPCs may represent the cell of origin for HNSC, and render the oral epithelium an ideal system to elucidate early molecular events underlying malignant reprogramming^16^.

Here, we combine knowledge of the landscape of oncogenic pathway alterations in HNSC with genetically engineered animal models, lineage tracing, and multiomics to unveil the underpinnings of cancer initiation in vivo.

## Results

### YAP activation and E6-E7 expression in OEPCs is sufficient to induce rapid tumor initiation

Tumor initiation represents the first step in tumorigenesis during which normal progenitor cells undergo cell fate transition to cancer. To investigate this process, we developed genetically engineered murine systems focusing on prevalent and co-occuring genomic alterations in HNSC. While genomic alterations involving *FAT1* are observed in ~30% of HNSC, this may represent one of multiple mechanisms promoting YAP activation. YAP activation may also occur through amplification of *YAP1* or the YAP paralog TAZ (*WWTR1*), indicating that YAP activation is observed with even higher frequency in HNSC^11,16–18^. We performed immunohistochemical (IHC) staining of YAP in human tissue microarrays, using nuclear localization as a surrogate for YAP activation^19^. Consistent with its physiologic role in stem cell maintenance^9,20^, nuclear YAP was detected primarily in basal cells in normal oral epithelial tissue. Conversely, YAP activated cells were distributed throughout tumor tissue in the majority of HPV^–^ and HPV^+^ HNSC lesions (Fig. 1a–c, Supplementary Fig. 1a–c).

**Fig. 1:**
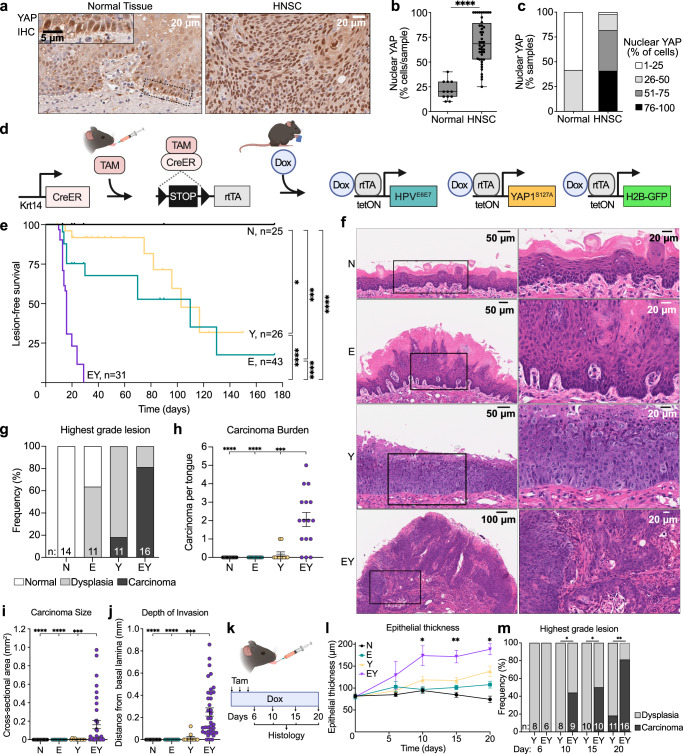
YAP and E6-E7 activation is sufficient to induce rapid tumor initiation in OEPCs. **a** Representative images of YAP staining by IHC from (*n* = 12) distinct normal human oral epithelial tissue (left) and (*n* = 44) HNSC (right) samples. Scale bars: 20 μm (main image), 5μm (inset). **b** Percent of cells with nuclear YAP protein by IHC in normal human tissue (*n* = 12) and HNSC (*n* = 44). Boxplots show median, interquartile range, and range. Two-tailed Mann-Whitney test. **c** Percent of samples with nuclear YAP staining in normal tissue and HNSC. **d** Schematic depicting spatiotemporally controlled activation of *YAP1*^*S127A*^ and *HPV*^*E6E7*^ in OEPCs. Cre recombinase (CreERT) in *Krt14*-expressing cells is activated by intralingual injection of tamoxifen (Tam), resulting in recombination of Lox_p_-STOP-Lox_p_ cassette (LSL) and expression of *rtTA*. Doxycycline chow (Dox) activates transcription of *HPV16*^*E6-E7*^, *YAP*^*S127A*^, and *H2B-GFP* reporter. Created in BioRender. https://BioRender.com/t68c105. **e** Kaplan-Meier plot showing the kinetics of tongue lesion formation upon transgene induction. Bonferroni-corrected Mantel-Cox log-rank test (N = 25, E = 43, Y = 26, EY = 31 mice). **f** Hematoxylin and eosin (H&E) stained tongue sections demonstrating epithelial changes 20 days after transgene activation, scale bars: 50 μm for N, E, Y, and 100 μm for EY (left), 20μm (right); N = 14, E = 11, Y = 11, EY = 16 tongues. **g** Histopathologic evaluation and scoring of mouse tongue epithelia; n = tongues examined for each condition as in **f**. **h** Number of infiltrative carcinoma per examined tongue. **i** Cross-sectional area of infiltrative carcinoma. **j** Depth of invasion measured by plumb line orthogonal to tangent of nearest intact basement membrane. **k** Pulse-chase strategy of transgene induction and time points for histological analysis of tongue epithelia. **l** Longitudinal measurement of tongue epithelial thickness (From days 0-15: N = 5,4,3,3, and 5 mice; E = 5,6,7,4, and 4 mice; Y = 5,4,5,6, and 5 mice; EY = 7,3,4,3, and 6 mice); means with standard errors of the mean (SEM), one-way ANOVA with Tukey correction for multiple comparisons. Created in BioRender. https://BioRender.com/h38r582 (m) Highest grade lesion per tongue for Y and EY. Two-sided Fisher’s exact test. Panels i-k: n_Y_ = 2, n_EY_ = 34 carcinomata; N = 14, E = 11, Y = 11, EY = 16 mice per group; means with SEM, one-way ANOVA with Tukey correction for multiple comparisons. All panels: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. See Source Data for **b**, **c**, **e**-**j**, **l**, **m**.

To investigate tumorigenesis in the context of a minimum complement of pathway alterations, we employed transgenic expression of the HPV16 E6-E7 oncogenes^21^, which inhibit *TP53* and *CDKN2A* tumor suppressors, and the constitutively active *YAP1*^*S127A*^ allele^22^. The latter enables direct YAP activation rather than through *FAT1* gene disruption, as *FAT1* exerts other functions, including activation of Wnt^23^ and CDK6 signaling^24^, the EGFR/ERK axis^25^, the CAMK2/CD44/SRC axis^26^, and recruits the E3 ligase MIB2^27^, whose disruption may confound emerging results. Keratin 14 (KRT14) is expressed in the basal layer of oral epithelia, which contain OEPCs that may represent the cell of origin for HNSC^28^. Utilizing a tamoxifen-inducible Cre-recombinase (CreERT) driven by the *Krt14* promoter, genomic alterations were targeted to KRT14^+^ OEPCs^29^. We bred mice bearing *Krt14-CreERT* and *LSL-rtTA* regulatory transgenes, an *H2B-GFP* reporter, and E6-E7 (E), *YAP1*^*S127A*^ (Y), or both transgenes (EY). Littermates lacking the E6-E7 or *YAP1*^*S127A*^ alleles but possessing regulatory and reporter transgenes served as normal controls (N). Intralingual administration of tamoxifen activated CreERT-mediated recombination of a floxed STOP cassette (LSL) and enabled transcription of the reverse tetracycline-controlled transactivator *(rtTA)* in KRT14^+^ OEPCs. Administration of doxycycline chow then induced expression of the tetracycline response element-regulated *HPV16*^*E6-E7*^, *YAP1*^*S127A*^, and *H2B-GFP* transgenes (Fig. 1d, Supplementary Fig. 1d–f)^21,22,30^.

Longitudinal examination of mouse tongues identified macroscopic lesions as early as 8 days after transgene induction in EY mice. By 20 days, the majority (65%) of EY mice bore at least two lesions, while few E or Y mice, and no N mice bore any gross lesions (Fig. 1e Supplementary Fig. 1g). Histopathology showed invasive carcinoma in 81% of EY mice, compared to 18% of Y mice, and no E or N mice (Fig. 1f, g, Supplementary Fig. 1h). Most carcinoma-bearing EY mice had multiple independent carcinomas, which were more abundant, larger, and more deeply invasive than carcinoma in Y mice (Fig. 1h–j). We next investigated tumor initiation at higher temporal resolution using a pulse-chase strategy (Fig. 1k). At day 10, we observed a marked increase in EY epithelial thickness and invasive carcinoma occurred in 44% of EY mice. No carcinoma in Y epithelia were observed until day 20 (Fig. 1l, m). These findings suggest that unrestrained YAP activation in the context of E6-E7 expression in KRT14^+^ OEPCs is sufficient to induce oral carcinoma with high penetrance and rapid kinetics.

To test tumor initiating capacity, we orthotopically implanted cell suspensions generated from E, Y, and EY transgene-induced epithelia into NOD-SCID-gamma (NSG) mice. EY-induced cells formed large tumors in all mice, and Y-induced cells formed small tumors in a few mice, demonstrating the tumorigenic potential of these YAP-activated cells (Supplementary Fig. 2a–d). Primary N and EY cell cultures were then developed to further investigate the roles of *YAP1*^*S127A*^ and *HPV* ^*E6E7*^ transgene expression in tumor initiation. H2B-GFP positive cells were isolated from N and EY-induced lingual epithelia and subjected to fluorescence activated cell sorting (FACS) to enrich for transgene activated cells. FACS-sorted EY cells maintained *HPV16*^*E6-E7*^ and *YAP1*^*S127A*^ expression in culture, and displayed tumorigenicity upon implantation of as few as 5000 cells (Supplementary Fig. 2e–h).

### YAP and E6-E7 induce cell cycle activation and loss of normal OEPC identity

To understand transcriptome-wide changes attributable to transgene expression, we performed bulk RNA sequencing (RNAseq) on microdissected tongue epithelia 15 days post-induction, because at this time point approximately half of EY mice were observed to have invasive carcinoma (Supplementary Fig. 3a). 

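RNAseq values were analysed from the tongue epithelia of 19 mice, of which 5 were N, 5 E, 3 Y and 6 EY. By genotype, 3 of the N mice carry Krt14-CreERT with LSL-rtTA, while N mouse 4 has no Cre recombinase and N mouse 5 carries both effector transgenes without rtTA. The authors aligned the reads to the mouse genome, counted them per gene and deposited the values as transcripts per 1000000 (TPM) of 24689 gene symbols. The TPM of each mouse sum to 1000000. In all 24680 genes above 0, the values of a gene were whole multiples of a single step, and the number of reads behind each value was recovered from these steps. Between 8269674 and 11007304 reads per mouse were recovered, with a median of 9637779 in N, 8848776 in E, 8679053 in Y and 9448942 in EY epithelia. The 22745 genes with at least 0.1 TPM in at least 3 mice were compared with limma on the scale of log2(TPM + 0.1), in 1 model with a mean for each of the 4 groups. Differentially expressed genes (DEGs) had a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1, the thresholds of the paper. The score of a gene set was the mean over its genes of the difference of a mouse from the mean of the N mice, in log2 units. Scores were compared with N by two-sided exact permutation tests with adjustment over 81 tests. The smallest p of these exact tests is 0.00433 for 6 EY against 5 N mice, 0.00794 for 5 E against 5 N mice and 0.0357 for 3 Y against 5 N mice. No adjusted p in Y epithelia was under 0.0657, so the scores of Y mice did not pass an adjusted p of 0.05. The median log2 fold change of all genes against N was 0.33 in EY, 0.13 in Y and 0.07 in E epithelia. Scaling of each mouse by the median of its ratios to the gene means (median-of-ratios scaling) brought the median of EY epithelia to 0.011, and changes relative to this shift are given as values after scaling.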

As expected, *E6* and *E7* were detected in E and EY epithelia. 

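The transgenes have no entry of their own among the gene symbols and were not analysed here. The log2 fold change of mouse Yap1 was 0.12 in EY epithelia (adjusted p = 0.424) and -0.25 after median-of-ratios scaling. The YAP target genes were Axl, Dock5, Amotl2, Lats2, Ccn1 (Cyr61), Myof, Ccn2 (Ctgf), Birc5, Top2a and Tead4. All 10 were DEGs in EY epithelia, with log2 fold changes from 1.21 for Myof to 3.15 for Birc5. In Y epithelia 5 of them were DEGs, namely Axl, Amotl2, Ccn1, Birc5 and Top2a, and in E epithelia Birc5 and Top2a were. Ccn1 in Y was no DEG in 3 of the 19 fits without 1 mouse (adjusted p at most 0.0158). Only Top2a was a DEG between EY and Y epithelia (log2 fold change 1.08, adjusted p = 0.000435). The other 9 genes did not pass both thresholds, which does not show that they are equal in EY and Y. After median-of-ratios scaling the log2 fold changes of Top2a against N were 2.56 in EY and 1.66 in Y. These lie closer than the limit on the fold change, while the 2.60 and 1.56 after quantile normalization do not. Amotl2 rose from 15.8 ± 2.91 TPM (SD, n = 5) in N to 53.7 ± 11.7 (n = 3) in Y and 66.3 ± 10.0 (n = 6) in EY epithelia. This is a log2 fold change of 2.06 in EY (standard error 0.16, adjusted p = 1.65e-08) and 1.75 in Y epithelia (standard error 0.19, adjusted p = 1.07e-05). Median-of-ratios scaling and quantile normalization moved the EY value of Amotl2 most, to 1.69 and 1.66. Birc5 was at 9.08 ± 1.96 TPM in N, 34.0 ± 3.43 in E, 44.2 ± 5.63 in Y and 82.7 ± 23.8 in EY epithelia, and its adjusted p was 6.42e-06 in E. Ccn2 varied most among the N mice, at 6.56 ± 6.50 TPM against 18.5 ± 6.54 in EY epithelia (adjusted p = 0.00573). Over the other settings its adjusted p ranged from 0.0021 to 0.0893, and it was no DEG with only the 3 N mice of the genotype in the paper, where its log2 fold change was 1.03, and in 7 of the 19 fits without 1 mouse. Myof was no DEG after median-of-ratios scaling (0.84), and Dock5, Lats2 and Tead4 fell below the limit on the fold change with a pseudocount of 1 TPM.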

*YAP1*^*S127A*^ and YAP target gene^17^ upregulation were observed in Y and EY epithelia (Supplementary Fig. 3b). 

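Principal components were computed from the 500 most variable genes. The first component held 22.3% and the second 7.1% of the variance. On a scale on which the mean of N is 0 and that of EY is 1, the position on the first component was 0.17 ± 0.121 (SD, n = 5) for E and 0.482 ± 0.109 (n = 3) for Y epithelia, with an SD of 0.109 among the N and 0.10 among the EY mice. EY differed from N (two-sided exact permutation test, p = 0.00433, adjusted p = 0.0173) and from Y (exact permutation p = 0.0238, adjusted p = 0.0476), each at the smallest p that the group sizes allow. Y differed from N with an exact permutation p of 0.0357 and an adjusted p of 0.0476. The difference of E from N was not beyond the spread of the mice (exact permutation p = 0.0635). A pseudocount of 1 TPM moved the share of the first component most, to 40.5%, with Y at 0.504 and E at 0.115.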

Transgene activation resulted in significant transcriptional differences across groups (Supplementary Fig. 3c). 

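Against N, 4157 genes were DEGs in EY, 1042 in Y and 274 in E epithelia. Of these, 2858 (68.8%) were higher in EY, 790 (75.8%) in Y and 264 (96.4%) in E than in N. After median-of-ratios scaling 43.8% of 3512 DEGs were higher in EY and 57.2% of 916 in Y, and after quantile normalization 46.0% of 3544 and 62.6% of 844. Over all 22745 genes tested, the mice of the group and of N did not overlap in 6225 genes for EY (0.433% by chance), 4793 for Y (3.57% by chance) and 1039 for E (0.794% by chance). Of all DEGs, 3089 were DEGs only in EY, 54 only in Y and 17 only in E, 811 were shared by EY and Y alone, 80 by EY and E alone, and 177 by all 3. The number of DEGs only in EY moved most without the limit on the fold change, to 5242, and was 2589 after median-of-ratios scaling and 2094 with a pseudocount of 1 TPM. Of the 3089 genes, 2996 (97.0%) changed in the same direction in Y as in EY epithelia, and 68.3% had an unadjusted p below 0.05 in Y. In E epithelia 2362 changed in the direction of EY, and as EY, Y and E are compared with the same N mice, the directions are not independent. The ratio of the log2 fold change in Y to that in EY had a median of 0.532, and it was at least 0.5 for 1726 of the genes (55.9%). After scaling this share was 54.3% of the DEGs only in EY. Between EY and Y epithelia 227 of the 3089 genes were DEGs. An EY effect that differs from the sum of the E and Y effects was tested by the interaction of the transgenes, for which 20 of the 3089 genes passed both thresholds and 828 had an unadjusted p below 0.05.

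**Figure D1:**
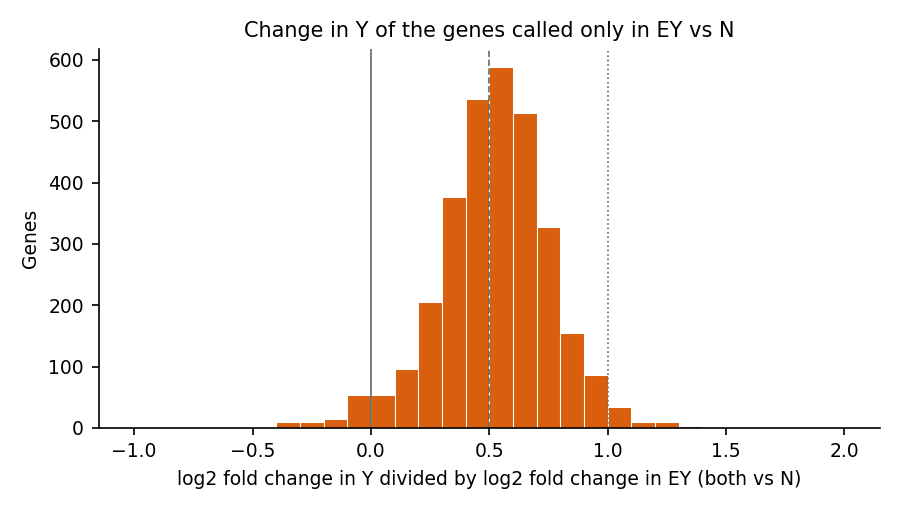
Number of genes (vertical axis) by the ratio of the log2 fold change in Y epithelia to that in EY epithelia (horizontal axis), for the 3089 genes differentially expressed only in EY against N. The ratio was below 0 for 93 genes, from 0 to below 0.5 for 1270, from 0.5 to 1 for 1657 and above 1 for 69.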

Venn analysis revealed 2,318 genes differentially expressed genes (DEGs) solely in EY epithelia (EY unique DEGs, Fig. 2a, Supplementary Data 1, 2). GSEA of Molecular Signatures Database (MSigDB) Hallmark pathways^31,32^ and gene ontology (GO)^33,34^ identified enrichment among EY unique DEGs for processes underlying cell proliferation, epithelial cell development and identity, and inflammatory responses (Fig. 2b, Supplementary Fig. 3d).

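The 47 genes that Supplementary Data 2 lists as Hallmark E2F targets were scored in each mouse. The paper selected them as DEGs in EY and not in Y or E epithelia of the same mice, so that their rise in EY and their higher score in EY than in Y or E are given by their choice, and all 47 were DEGs in EY here. In E and Y epithelia 46 and 47 of the genes had a log2 fold change above 0. Their score was 1.66 ± 0.119 (SD, n = 6) in EY, 0.78 ± 0.144 (n = 3) in Y and 0.66 ± 0.215 (n = 5) in E epithelia, with an SD of 0.101 among the N mice. All EY, Y and E mice lay above all N mice (two-sided exact permutation tests, adjusted p = 0.0195, 0.0657 and 0.0281), and the value for E was above 0.05 in 4 of 19 fits without 1 mouse. Median-of-ratios scaling moved the EY score most, to 1.29.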

**Fig. 2:**
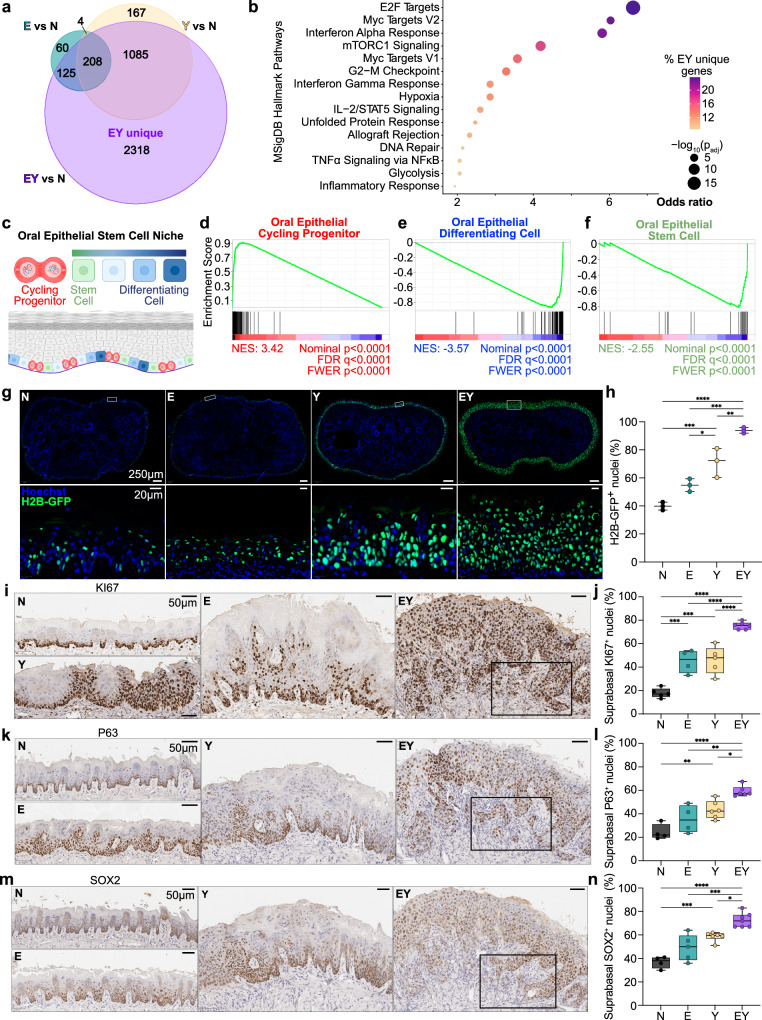
Combined YAP and E6-E7 activation drives loss of normal OEPC identity. **a** Venn analysis of shared and unique differentially expressed genes for each transgenic condition versus control (N). EY unique denotes the 2,318 genes unique DEGs in EY. Log_2_FC > 1 and p_adj_ < 0.01; N = 5, E = 5, Y = 3, EY = 6. **b** MSigDB Hallmark Pathways enriched in upregulated EY-unique DEGs was generated with Enrichr^91,92^. **c** Model of the basal layer oral epithelial stem cell niche depicting physiologic cell states including stem cells, cycling progenitor cells, and differentiating cells. Based on Jones et al.^9^ Created in BioRender. https://BioRender.com/q92z407. GSEA plots of EY vs N DEGs for oral epithelial (**d**) cycling progenitor cell (G1/S, G2/M), (**e**) differentiating cell, and (**f**) stem cell programs using GSEA in GenePattern^86,94^. Lineage tracing of H2B-GFP^+^ transgene activated cells by fluorescent microscopy: **g** Representative axial tongue sections of H2B-GFP^+^ nuclei 6 days after transgene induction; scale bars: 250μm (top), 20μm (bottom); *n* = 3 mice per group. **h** Percent H2B-GFP^+^ nuclei in **g** (*n* = 3 mice per group); median and range are shown. Representative IHC images 20 days after transgene induction: **i** KI67^+^ nuclei, **k** P63^+^ nuclei, **m** SOX2^+^ nuclei. Percent of positively stained nuclei in the suprabasal epidermal strata for: **j** KI67 (N = 5, E = 4, Y = 5, EY = 6 mice), **l** P63 (N = 4, E = 4, Y = 6, EY = 6 mice), **n** SOX2 (N = 4, E = 5, Y = 6, EY = 7 mice); all scale bars: 50μm. For panels **h**, **j**, **l**, and **n**: *p*-values were calculated by one-way ANOVA with Tukey correction for multiple comparisons, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Boxplots in **j**, **l**, and **n** show median, interquartile range (IQR), and range. Panels **h**, **j**, **l**, and **n** display biological replicates (epithelium from a unique mouse tongue). See Source Data for panels **h**, **j**, **l**, and **n**.

Extending our transcriptional analysis to OEPC gene programs, we focused on previously described murine oral epithelial basal layer cell states defined as stem, cycling progenitor, and differentiating cells (Fig. 2c, Supplementary Data 3)^13^. Using signatures of these physiologic cell states, we observed pronounced enrichment of the cycling progenitor signature and dramatic depletion of the differentiation signature in EY epithelia (Fig. 2d–f and Supplementary Fig. 3e). 

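The published signatures of the cell states were not used here. In their place, the 100 leading markers of each cluster that the paper defines in its single cell data (Supplementary Data 5) were scored in the bulk transcriptomes. The Cycling Progenitors score was 2.30 ± 0.121 (SD, n = 6) in EY, 1.46 ± 0.171 (n = 3) in Y and 1.22 ± 0.288 (n = 5) in E epithelia, against an SD of 0.214 among the N mice. Two-sided exact permutation tests gave an adjusted p of 0.0195 for EY, 0.0657 for Y and 0.0281 for E, which for E was above 0.05 in 4 of 19 fits without 1 mouse (at most 0.0584). Of these 100 genes, 80 were DEGs higher in EY, 63 in Y and 60 in E epithelia. The scores of the Differentiating 1, 2 and 3 clusters in EY epithelia were -0.58 ± 0.11, -0.77 ± 0.175 and -0.78 ± 0.138, and every EY mouse lay below every N mouse (exact permutation tests, adjusted p = 0.0195 each). In Y epithelia they were -0.21, -0.34 and -0.19, and in E epithelia 0.02, -0.001 and 0. The sign of the Differentiating 1 score in E epithelia changed with scaling (-0.09), and that of the Differentiating 2 score with a pseudocount of 1 TPM (0.004). The Quiescent Progenitor score fell by 0.33 in EY epithelia (exact permutation test, adjusted p = 0.0281), with 5 of 6 EY mice below every N mouse. With up to 200 markers, which are all 177 that the paper lists, it fell by 0.20 with an adjusted p of 0.0821, within a range over the settings of 0.0185 to 0.175. After median-of-ratios scaling the EY scores were 1.94 for Cycling Progenitors, -0.95, -1.13 and -1.16 for the Differentiating clusters and -0.70 for the Quiescent Progenitor cluster. EY and Y epithelia differed by 0.84 in the Cycling Progenitors score and by -0.37, -0.43 and -0.60 in the Differentiating scores (exact permutation p = 0.0238, adjusted p = 0.0507 each, the smallest that 6 against 3 mice allow). The Quiescent Progenitor score did not differ between EY and Y beyond the spread of the mice (-0.20, exact permutation p = 0.119).

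**Figure D2:**
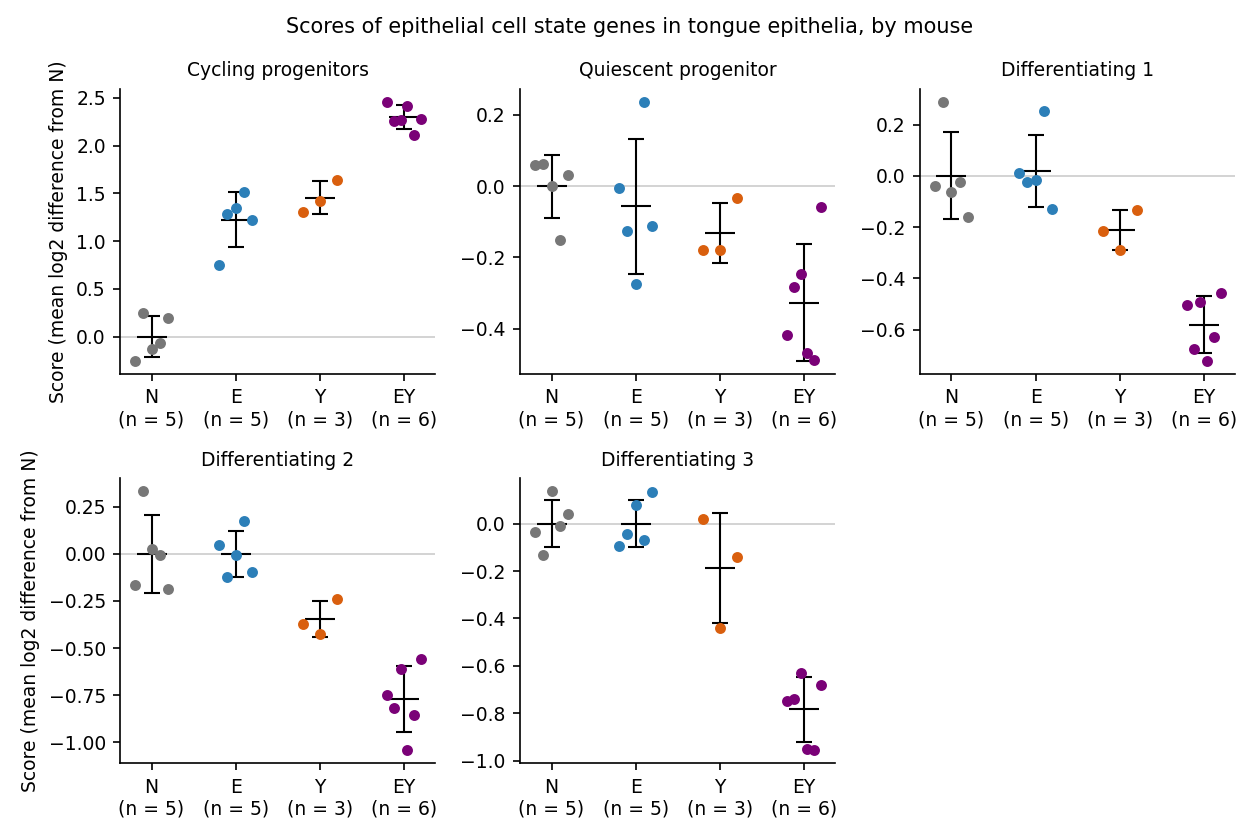
Score of each mouse (points, log2 units relative to the mean of the N mice) for the Cycling Progenitors, Quiescent Progenitor and Differentiating 1, 2 and 3 markers in N, E, Y and EY epithelia, with the mean and SD of each group. The mean Cycling Progenitors score was 2.30 in EY epithelia, and the mean Differentiating scores were between -0.78 and -0.58.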

At the gene level, we observed EY-mediated upregulation of OEPC stemness factors and downregulation of differentiation and apicobasal polarity factors. 

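Of the genes in Supplementary Fig. 3f, the 10 shown as higher in EY were Procr, Ptgs2, Wnt7a, Ezh2, Suz12, Fscn1, Eed, Tfrc, Vegfa and Ybx1, and all were DEGs in EY epithelia. The legend describes the genes of this panel as EY unique DEGs of the same mice, although Supplementary Data 1 does not list Ezh2 in EY and lists Hoxc13, shown as lower, in Y. Ptgs2 was at 20.3 ± 16.4 TPM (SD, n = 5) in N and 187 ± 68.8 (n = 6) in EY epithelia, a log2 fold change of 3.36 (standard error 0.52, adjusted p = 4.56e-05). Ybx1 was at 74.5 ± 14.7 TPM in N, 156 ± 3.16 in Y and 261 ± 24.8 in EY epithelia, and was also a DEG in Y (log2 fold change 1.08, adjusted p = 0.000128). Ezh2 had a log2 fold change of 1.12 in EY epithelia and fell below the limit after median-of-ratios scaling (0.75) and quantile normalization (0.77). Wnt7a was at 0.182 ± 0.206 TPM in EY epithelia and listed at 0 in every N mouse, and it was no DEG in 8 of the 19 fits without 1 mouse (adjusted p at most 0.0185). Of the 40 genes shown as lower, Pard3b and Wnt5b did not pass the filter on low values, and 24 of the other 38 were DEGs lower in EY epithelia. Their score was -1.69 ± 0.217 in EY and -0.59 ± 0.087 in Y epithelia, with an SD of 0.069 among the N mice (exact permutation tests, adjusted p = 0.0195 and 0.0657). Within this panel the largest fall was that of Lce1a2, from 936 ± 506 TPM in N to 308 ± 88.9 in Y and 19.6 ± 7.06 in EY epithelia. The log2 fold change of Lce1a2 in EY was -5.47 (standard error 0.37, adjusted p = 5.62e-09). Lce1a2 belongs to a family of similar genes among which reads can be shared, and this was not resolved here. Lor and Ivl had log2 fold changes of -3.71 and -2.45 in EY epithelia. The polarity gene Pard3 fell by 0.64 (adjusted p = 0.00181), short of the limit on the fold change, and by 0.98 after median-of-ratios scaling.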

Several basal progenitor state factors, however, displayed paradoxical downregulation (Supplementary Fig. 3f). 

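Krt15 was at 1860 ± 96.3 TPM (SD, n = 5) in N and 800.0 ± 244.0 (n = 6) in EY epithelia, with a log2 fold change of -1.27 (standard error 0.31, adjusted p = 0.00281). With only the 3 N mice of the genotype in the paper its adjusted p was 0.0175, within a range over the settings of 3.97e-05 to 0.0175, and it was then no DEG. Col17a1 was at 62.9 ± 19.2 TPM in N and 36.7 ± 5.21 in EY epithelia. Its log2 fold change of -0.73 (adjusted p = 0.00255) did not pass the limit, while after median-of-ratios scaling, relative to the shift of all genes, it was -1.11 and passed. Col17a1 and Krt15 were at 53.8 ± 11.3 and 1495 ± 680 TPM in Y epithelia, and neither was a DEG there or between EY and Y.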

Notably, EY transcriptomes showed enrichment for epithelial to mesenchymal transition (EMT) signatures (Supplementary Fig. 3g). These findings indicate that EY-driven transcriptional changes do not reflect a physiologic OEPC state, but rather a unique transcriptional state related to tumor initiation.

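The EMT signatures of the paper were not used here, and a list of 15 EMT genes from general knowledge was scored in their place, of which 14 passed the filter. The score was 1.21 ± 0.326 (SD, n = 6) in EY epithelia, with an SD of 0.73 among the N mice, and 4 of 6 EY mice lay above every N mouse (two-sided exact permutation test, p = 0.013, adjusted p = 0.039). It was 0.06 in Y and 0.09 in E epithelia. After median-of-ratios scaling the EY score was 0.89 with an adjusted p of 0.0629, within a range over the settings of 0.0351 to 0.175, and did not pass 0.05. Without 1 mouse at a time it did not pass in 8 of 19 fits (adjusted p at most 0.0857). The DEGs included Pdpn, Inhba and Plaur, with log2 fold changes of 3.18, 2.96 and 4.07 in EY epithelia. Vim, Zeb1, Zeb2, Snai1, Snai2 and Twist1 were no DEGs, with adjusted p values between 0.164 and 0.584. EY and Y epithelia differed by 1.16 in the score (exact permutation p = 0.0238, adjusted p = 0.0507).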

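Between EY and Y epithelia 454 genes were DEGs, 243 higher and 211 lower in EY, and between EY and E epithelia 2914 were, 1779 higher and 1135 lower. After median-of-ratios scaling the higher genes were 30.3% of 406 DEGs against Y and 38.9% of 2572 against E, in place of 53.5% and 61.1%. The interaction of E6-E7 and YAP passed both thresholds in 40 genes of 22745, and 3072 genes had an unadjusted p below 0.05. The median standard error of the interaction was 0.452, against 0.289 for EY against N. In simulated data with log2 changes of 2, the same test recovered 39.5% of the interactions and 61.2% of the genes changed in EY. Of the 40 genes, 38 had an interaction below 0, and in 36 the EY value was below 0 and below the sum of the E and Y effects. They include 13 Lce1 genes with interactions from -5.07 to -4.10, whose EY log2 fold changes stayed below 0 after both scalings. Fkbp11 (2.83) and Nudt19 (1.38), named here after their values were seen, were the genes with an interaction above 0. From the raised cycling and lowered differentiation signatures, the fall of basal progenitor factors and the EMT signatures, the paper concludes that the EY transcriptome is not a normal OEPC state.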

We next performed lineage tracing of transgene-activated cells using the *H2B-GFP* reporter to evaluate if transgene activation drives cellular proliferation in vivo. Thirty-six hours after a single dose of tamoxifen, we observed a similar distribution of H2B-GFP^+^ basal cells across all groups (Supplementary Fig. 4a, b). By 6 days, H2B-GFP^+^ cells had expanded throughout the full thickness of EY epithelia (Fig. 2g, h). KI67 staining showed that while mitotically active cells were restricted to the basal layer in N epithelia, the expression of E, Y, or EY transgenes resulted in suprabasal extension of KI67^+^ cells (Fig. 2i, j and Supplementary Fig. 4c, d).

To examine the impact of transgene activation on cellular identity, we evaluated the expression of factors involved in OEPC identity maintenance: P63, SOX2, and ITGA6^15,35–37^. In N epithelia, P63 and SOX2 expression was restricted to the basal layer, and ITGA6 to basal cells in contact with the basement membrane. YAP activation resulted in ectopic extension of P63^+^ cells into suprabasal layers, while EY expression induced the P63^+^ compartment to occupy the entire epithelial depth (Fig. 2k, l, Supplementary Fig. 4e, f). Similarly, EY expression drove expansion of SOX2^+^ cells into suprabasal layers (Fig. 2m, n). While E6-E7 expression alone did not alter ITGA6 compartmentalization, Y and EY expression diminished ITGA6 localization and resulted in diffuse low (Y) to high (EY) ITGA6 expression throughout the suprabasal strata (Supplementary Fig. 4e, g). Strikingly, most cells at the EY invasive front were positive for KI67^+^, TP63^+^, and SOX2^+^ (Supplementary Fig. 4h–j). Together, these findings support that concomittant YAP and E6-E7 activation induces rapid expansion of a highly proliferative stem cell-like population, which disrupts epithelial tissue architecture.

### YAP-driven epigenetic reprogramming promotes proliferation, invasion, and inflammation

To examine gene expression programs directly regulated by YAP, we performed transcriptional profiling by RNAseq, mapped genome-wide YAP binding to native chromatin by CUT&Tag, evaluated promoter and enhancer activity by H3K27ac CUT&Tag, and explored chromatin accessibility by ATACseq in N and EY primary cell cultures. Comparing transcriptomes, we observed high concordance ( ~ 90%) among EY DEGs across transgene-activated primary cultured cells and whole epithelia (Supplementary Fig. 5a). Transcripts detected exclusively in tissue included stromal and immune transcripts and signatures not expected to be observed in FACS-enriched primary cell cultures (Supplementary Fig. 5b, c).

YAP CUT&Tag identified 38,020 YAP binding sites (‘peaks’). Consistent with published YAP ChIPseq data, YAP CUT&Tag peak distribution showed that ~43% of YAP peaks occurred in intergenic regions, and approximately half of YAP peaks occurred 10–100 kb from transcription start sites (TSS, Supplementary Fig. 5d)^38^. Compared to N, EY cells had 11,169 (29%) gained, 3109 (8%) lost, and 23,724 unchanged YAP peaks (Fig. 3a). Transcription factor motifs enriched at YAP peaks gained in EY included TEAD, AP-1, Sp2, KLF, p63, and NRF2, suggesting that these factors may cooperatively regulate transcription with YAP (Supplementary Fig. 5e). Indeed, TEAD family DNA binding proteins are required for YAP-mediated gene expression^39^, and YAP/TEAD complex with AP-1 factors, KLF4, and p63 to regulate transcriptional programs^38,40,41^.

**Fig. 3:**
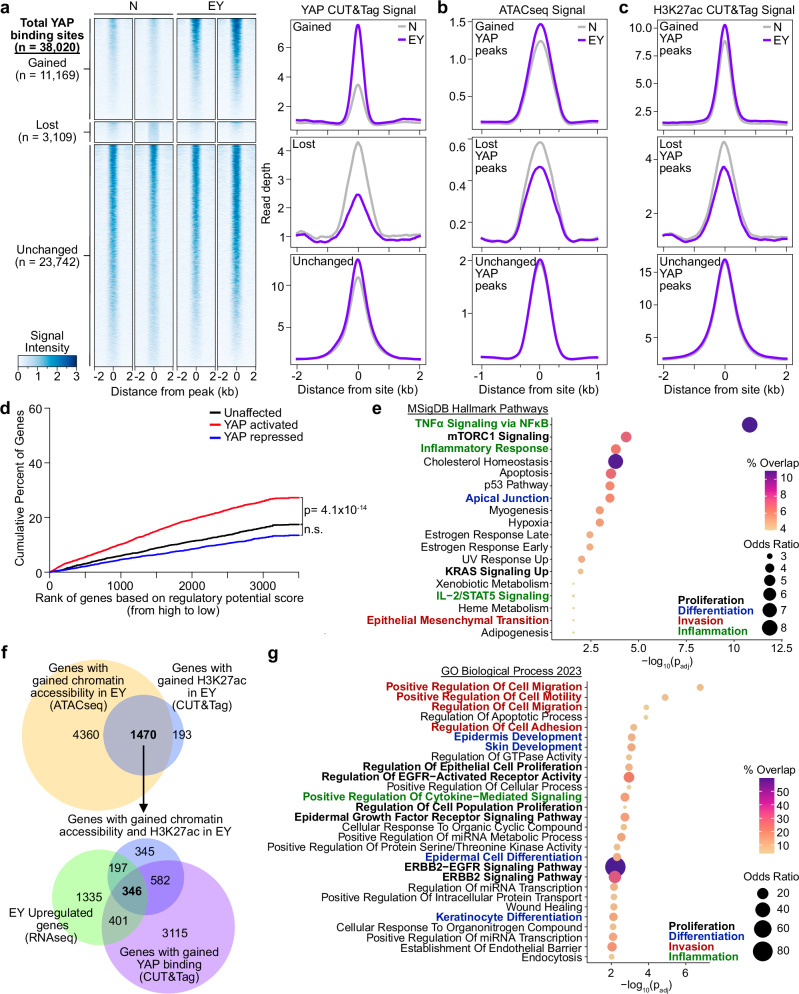
YAP-driven epigenetic reprogramming of oral epithelial progenitor cells. **a** Left: Heatmaps of YAP CUT&Tag signal in primary cell cultures from N and EY epithelia. YAP binding sites were characterized as gained, lost, and unchanged in EY compared to N. Sites are ordered from the strongest to weakest YAP binding, shown in ±2 kb windows centered at YAP binding sites. Right: Averaged YAP CUT&Tag signal centered at gained, lost, and unchanged YAP binding sites (N = 2, EY = 4 biological replicates). **b** ATACseq signals at gained, lost, and unchanged YAP CUT&Tag binding sites. Averaged signals of at four biological replicates are shown for N and EY. **c** H3K27ac CUT&Tag signal centered at gained, lost, and unchanged YAP binding sites. Averaged signals of at least two biological replicates are shown. **d** Binding and expression target analysis (BETA): red, blue and black lines represent cumulative percent of genes that are activated, repressed, or unaffected by YAP. *P* values were calculated by two-sided Kolmogorov–Smirnov tests (YAP and H3K27ac CUT&Tag: N = 2, EY = 4 biological replicates; RNAseq: N = 4, EY = 6 biological replicates). **e** MSigDB Hallmark Pathways enriched in the top 200 YAP-activated genes based on BETA were identified using Enrichr^91,92^. **f** Top Venn: Overlap of genes near EY-gained chromatin accessibility by ATACseq and EY-gained H3K27ac CUT&Tag peaks. Bottom Venn: Genes with EY-gained chromatin accessibility and H3K27ac peaks overlapped with EY-upregulated genes by RNAseq and genes near EY-gained YAP CUT&Tag peaks. **g** Gene Ontology biological processes enriched in the 346 EY-upregulated genes with EY-gained YAP CUT&Tag, H3K27ac, and ATACseq peaks using Enrichr. H3K27ac CUT&Tag: N = 2, EY = 4 biological replicates; ATACseq: 4 biological replicates per condition; RNAseq: N = 4, EY = 6 biological replicates^91,92^.

We next evaluated functional chromatin elements co-localizing with YAP peaks. Globally, 28,986 (76%) of YAP CUT&Tag peaks overlapped with ATACseq peaks. Approximately 8% of EY gained YAP peaks overlapped with EY gained ATAC sites, indicating that EY expression resulted in the emergence of a subset of YAP binding sites associated with newly opened chromatin regions (Fig. 3b). Examining transcriptional regulatory activity at YAP binding sites, we observed a subtle increase in H3K27ac CUT&Tag signal intensity at gained YAP binding sites in EY (Fig. 3c). Together, these findings suggest that EY expression leads to increased chromatin accessibility and activation in a subset of YAP-regulated genes without exerting strong global effects on chromatin state.

To gain insight into specific genes and pathways regulated by YAP, RNAseq, and YAP CUT&Tag data were integrated using Binding and Expression Target Analysis (BETA), showing that YAP predominantly acts as a transcriptional activator (Fig. 3d, Supplementary Data 4). Intriguingly, the top 200 YAP-activated genes showed marked enrichment for three MSigDB Hallmark Pathways: TNFa signaling, mTORC1 signaling, and inflammatory response (Fig. 3e), highlighting that mTOR signaling and immune cell related processes may both be important in EY tumor initiation.

Integrating H3K27ac CUT&Tag and ATAC, we found that 88% of genes with gained H3K27ac peaks also gained chromatin accessibility in EY cells. Integrating these genes with YAP CUT&Tag and RNAseq data delineated 346 genes with gained YAP binding, local promoter/enhancer activation by H3K27ac, chromatin accessibility, and transcriptional upregulation in EY cells (Fig. 3f, Supplementary Data 4). GO analysis of these genes showed strong enrichment for pathways associated with invasion, epithelial cell fate determination, proliferation, and epidermal growth factor receptor signaling (Fig. 3g). These findings raised the possibility that beyond activating transcriptional programs driving proliferation, invasion, and inflammation, YAP may directly promote mTOR and EGFR signaling, which are among the most frequently activated signaling mechanisms in HNSC^42,43^.

### Oncogenic transcriptional programs define tumor initiating cells

Our bulk transcriptional analyses shed insight into the processes occurring in transgene activated epithelial tissue undergoing malignant conversion. To identify transcriptional programs in nascent tumor initiating cells we performed single cell RNAseq (scRNAseq) of oral epithelia at the same time point as RNAseq. In total, 12,771 epithelial cells were identified across 8 clusters, which could broadly be divided into physiologic^13^ and transgene-associated cell states (Fig. 4a–d and Supplementary Fig. 6a, b).

**Fig. 4:**
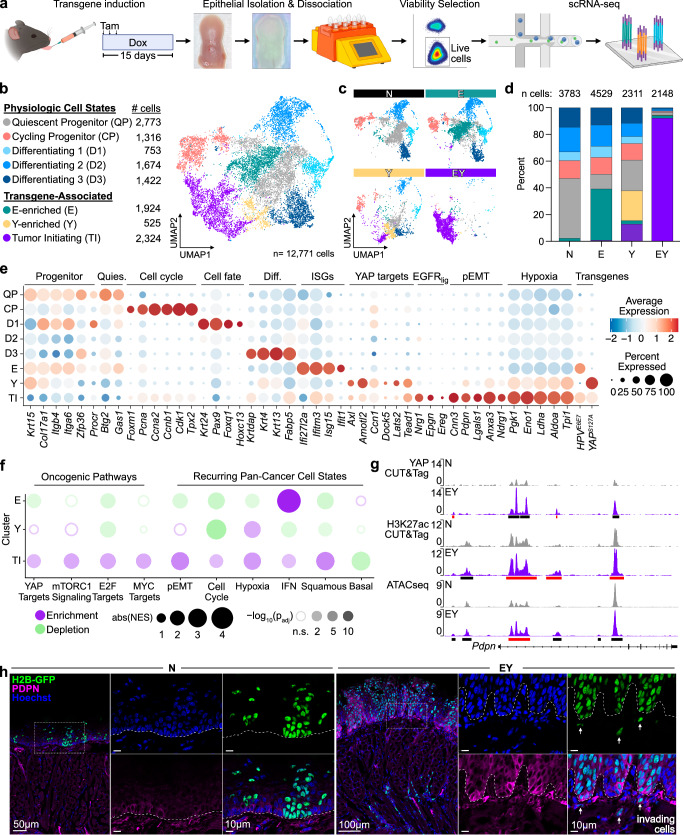
Transcriptional programs in nascent carcinoma at single cell resolution. **a** Experimental approach for scRNAseq of tongue epithelia. Created in BioRender. https://BioRender.com/o87g113. **b** UMAP of physiologic and transgene-associated epithelial cell states, *n* = 12,771 cells (*n* = 2 mice per group). **c** Individual contribution of each transgenic condition to overall epithelial cell UMAP shown in **b**. *n* = 2 mouse tongue epithelia per transgenic condition; N = 3,783, E = 4,529, Y = 2,311, EY = 2,148 cells. **d** Distribution of cell states in tongue epithelial cells from each transgenic condition. *n* cells = total cells per transgenic condition. **e** Relative expression of representative cell state associated genes and the *HPV*^*E6E7*^ and *YAP1*^*S127A*^ transgenes by cluster. **f** GSEA of molecular signatures and recurring cancer cell states across the transgene-enriched clusters generated using fgsea^45^ (see Methods for details). Dot color indicates enrichment (purple) or depletion (green). Dot size encodes the absolute value (abs) of the normalized enrichment score (NES). Circle opacity represents -log_10_ of the adjusted *p*-value (p_adj_); circles are hollow if p_adj_ > 0.05. For gene set details see Supplementary Data 3. **g** IGV tracks of YAP CUT&Tag, H3K27ac CUT&Tag, and ATACseq peaks at the *Pdpn* gene locus. Black bars indicate significant peaks. Red bars indicate EY-gained peaks. **h** Representative images of H2B-GFP and PDPN protein expression in N and EY epithelia 10 days after transgene induction. Dashed white line indicates the basement membrane. Scale bars: 10μm except where indicated as 50μm (left N panel) or 100μm (left EY panel); *n* = 5 mice per group.

We examined DEGs and performed GSEA comparing epithelial clusters to published transcriptional signatures for OEPC states^13,44–46^ to assign physiologic clusters with Quiescent Progenitor (QP), Cycling Progenitor (CP), and Differentiating (D1-D3) phenotypes. QP cells displayed enrichment of basal/progenitor markers, stem cell maintenance factors, and antiproliferative factors. CP cells showed enrichment for cell cycle transition factors, and depletion of differentiation markers. Differentiating cells exhibited a continuum of maturation states from D1 to D3. D1 cells were enriched for markers of lineage commitment^47^, and factors required for transit amplifying cell proliferation^46,48^ and cell fate determination^49,50^. D2 and D3 cells showed increasing expression of terminal differentiation markers (Fig. 4e, Supplementary Fig. 6c–e, and Supplementary Data 3 and 5).

Transgene expression resulted in the emergence of three clusters not observed in normal epithelia. E-enriched cells displayed high expression of *E6-E7* and interferon-stimulated genes known to be upregulated by *E6-E7* ^51,52^. Y-enriched cells showed high expression of the *YAP1*^*S127A*^ transgene and YAP target genes (Fig. 4e). Interestingly, EY epithelial cells were found primarily within a unique cluster most consistent with tumor initiating (TI) cells. TI cells expressed *E6-E7* and *YAP1*^*S127A*^, and displayed high expression of pEMT and hypoxia transcripts (Fig. 4e)^53,54^. The TI cell cluster was markedly enriched for YAP, mTORC1, E2F, and MYC-driven programs, and modules defining pan-cancer cell states^53^ including pEMT, hypoxia, cell cycle, interferon response, and squamous differentiation (Fig. 4f, Supplementary Fig. 6f), suggesting key oncogenic pathways were exclusively activated in TI cells.

TI cells also highly expressed the pEMT transcript *Pdpn*, which we found to be regulated by YAP, demonstrating gained YAP and H3K27ac binding sites, and increased chromatin accessibility in EY cells (Fig. 4g). Importantly, PDPN was highly expressed in epithelial cells at the invasive front in EY epithelia (Fig. 4h). Other TI cluster defining genes, including *Slpi*, *Anxa3*, *Klk10*, and *Eno1* also displayed direct YAP-mediated activation (Supplementary Fig. 6g–j). Multiple lines of evidence thus suggested that YAP drives OEPC to TI cell reprogramming and tumor initiation.

### Tumor initiating cells co-opt collagenase-expressing G-MDSCs to facilitate tumor invasion

Our integrated multiomic analyses indicated that YAP promotes inflammatory responses, which may contribute to tumor initiation. 

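Csf3, Retnlg, Cd177 and Ly6g, scored together as granulocyte markers, and the cytokines Il23a, Ccl11, Ccl1, Cxcl3 and Il17f were measured in the bulk transcriptomes. Csf3 encodes the cytokine G-CSF, so the granulocyte marker score is not a measure of granulocytes alone. The log2 fold change of Csf3 was 6.10 in EY, the largest among these markers, and 4.18 in Y epithelia. Ccl1 did not pass the filter on low values. The granulocyte marker score was 4.14 ± 2.03 (SD, n = 6) in EY epithelia, with an SD of 0.46 among the 5 N mice, and 5 of 6 EY mice lay above every N mouse (two-sided exact permutation test, adjusted p = 0.0281, above 0.05 in 4 of 19 fits without 1 mouse). In Y epithelia it was 2.07 ± 1.36 (n = 3), and the difference between EY and Y was not beyond the spread of the mice (exact permutation p = 0.143). Ly6g was at 0.97 ± 0.83 TPM in EY and listed at 0 in every N, E and Y mouse (adjusted p = 0.000386). Retnlg was at 0.425 ± 0.631 TPM in N and 39.8 ± 36.4 in EY epithelia, and its log2 fold change of 5.49 had a standard error of 1.7 and an adjusted p of 0.0143, above the threshold. Its adjusted p ranged from 0.00116 to 0.099 over the settings, and EY mouse 6 was listed at 0. Cd177 was at 0.561 ± 0.492 TPM in EY epithelia and at 0 in all but 1 of the N mice, and its adjusted p of 0.00628 was above 0.01 in 6 of the settings, with a range of 0.000946 to 0.0361. Il23a (4.40, adjusted p = 0.000121), Ccl11 (5.55, 0.000157) and Cxcl3 (4.17, 0.0064) were DEGs by their log2 fold changes in EY epithelia. Cxcl3 was no DEG after median-of-ratios scaling, where its adjusted p was 0.0134. Without 1 mouse at a time Cd177 was no DEG in 8 and Cxcl3 in 6 of 19 fits. Il17f was listed at 0 in every N mouse and was at 0.182 ± 0.139 TPM in EY epithelia (adjusted p = 0.000343).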

Analysis of bulk transcriptomes showed granulocyte-specific markers and granulocyte-recruiting chemokines and cytokines ranked among the most highly upregulated genes in EY epithelia (Supplementary Fig. 7a). Integrative transcriptomic analysis of cultured cells and epithelial tissues identified tissue-specific transcripts, including myeloid and lymphoid cell-specific transcripts, suggesting that EY activation may induce immune cell infiltration (Supplementary Fig. 7b, c). Accordingly, YAP-activated epithelia showed a marked increase in infiltrating CD45^+^ immune cells by flow cytometry (Fig. 5a, Supplementary Fig. 7d). 

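Only the epithelial tissue was analysed here, and the cultured cells were not. Of the 16 myeloid genes labelled in Supplementary Fig. 7b, 13 were DEGs higher in EY epithelia, while Retnlg, Wfdc17 and Cd300lf were not. Among the 13, Srgn was no DEG in 4 of the 19 fits without 1 mouse. Wfdc17 had a log2 fold change of 3.57 with an adjusted p of 0.033, and Cd300lf one of 2.28 with an adjusted p of 0.0198. All 7 lymphoid genes were DEGs in EY, among them Tnfsf18 (4.77) and Trbc2 (3.45), a T cell receptor constant gene with a close paralog. The authors chose these genes among their own EY DEGs of the same mice. The myeloid score was 3.09 ± 0.786 (SD, n = 6) and the lymphoid score 2.62 ± 0.259 in EY epithelia, with every EY mouse above every N mouse (two-sided exact permutation tests, adjusted p = 0.0195 each). In Y epithelia they were 1.39 ± 1.15 and 1.77 ± 0.133 (n = 3). EY and Y differed by 1.7 in the myeloid score (exact permutation p = 0.0476, adjusted p = 0.0701) and by 0.86 in the lymphoid score (exact permutation p = 0.0238, adjusted p = 0.0507). Mmp8 was at 0.189 ± 0.132 TPM in N and 3.99 ± 2.62 in EY epithelia, with a log2 fold change of 3.58 (standard error 0.67, adjusted p = 0.000313).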

Differences in immune cell types were further analysed by scRNAseq, identifying 11,286 immune cells distributed across 13 clusters (Fig. 5b, Supplementary Fig. 7e, f; Supplementary Data 6). Remarkably, myeloid derived suppressor cells (MDSCs) comprised 65% of immune cells in EY epithelia, with approximately equal proportions of monocytic (M-MDSC) and granulocytic (G-MDSC) MDSCs (Fig. 5c, d). Consistently, immunofluorescent microscopy demonstrated Ly6G^+^ G-MDSCs infiltration in close proximity to invading tumor cells (Fig. 5e).

**Fig. 5:**
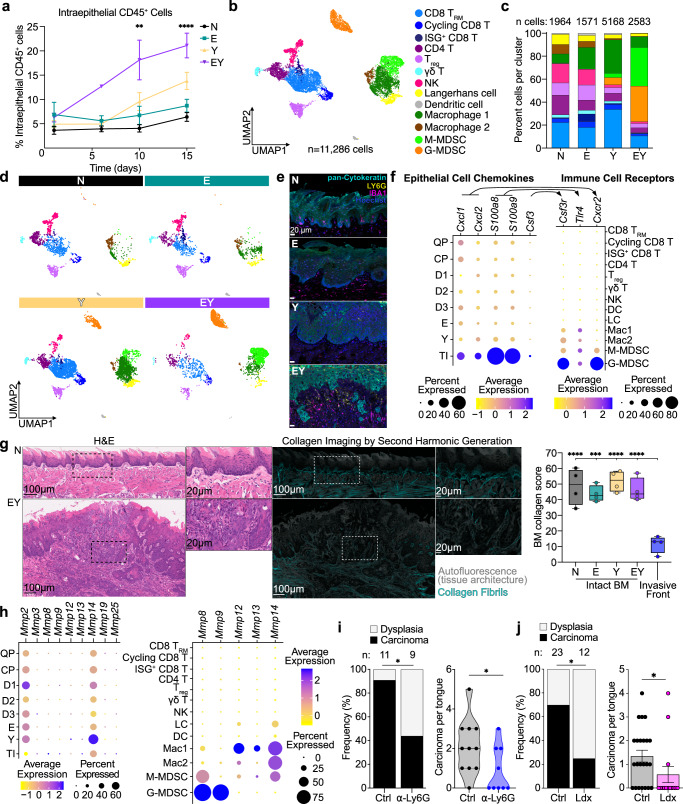
TI cells co-opt collagenase-expressing G-MDSCs to facilitate tumor invasion. **a** Percent of CD45^+^ cells present by flow cytometry in tongue epithelia at 1, 6, 10, and 15 days after transgene induction. Each time point was analyzed individually with *p*-values calculated by one-way ANOVA with Tukey correction for multiple comparisons (From days 0-15: N = 5, 3, 10, and 21 mice; E = 5, 5, 11, and 21 mice; Y = 4, 3, 8, and 17 mice; EY = 3, 1, 9, and 16 mice); means with SEM shown: **p < 0.01, ****p < 0.0001. **b** UMAP of immune cell clusters by scRNAseq, *n* = 11,2286 cells (*n* = 2 mice per group). **c** Stacked bar graph and **d** UMAP of immune cell types stratified by transgenic condition; N = 1,964, E = 1,571, Y = 5,163, EY = 2,583 cells (*n* = 2 mice per group). **e** Representative immunofluorescence images of pan-Cytokeratin, LY6G, and IBA1 expression in N, E, Y, and EY tongue epithelia 20 days after transgene induction; scale bars: all 20μm; *n* = 4 mice per group. **f** Expression of chemokine genes among epithelial clusters and corresponding receptor genes among immune clusters. **g** Representative H&E-stained sections (left) and collagen imaging by second harmonic generation microscopy (SHM, middle) in control epithelia (N) and infiltrative carcinoma (EY) 20 days after transgene induction. Right: fluorescent intensity of second harmonic generation signal at basement membrane and invasive front. *n* = 4 mice per group, one-way ANOVA with Tukey correction for multiple comparisons. Boxplots show median, interquartile range (IQR), and range. ***p < 0.001, ****p < 0.0001. Scale bars: 100 μm (left), 20 μm (right) for H&E and SHM. **h** Collagenase gene expression across epithelial and immune clusters. **i** Frequency (left) and burden of carcinoma per mouse tongue (right) after treatment of transgene-induced EY mice with control (*n* = 11) or anti-LY6G depleting antibody (*n* = 9). **j** Frequency of carcinoma (left) and carcinoma burden per mouse tongue (right) after treatment of transgened induced EY mice with vehicle (*n* = 23) or the CXCR1/2 dual inhibitor ladarixin (Ldx, *n* = 12); mean and standard error of the mean shown. For **i** and **j**, two-sided Mann-Whitney test. Panels **a**, **i**, **j** display biological replicates. See Source Data for panels **a**, **g**, **i**, **j**.

As noted above, TNF signaling and inflammatory response represented highly enriched YAP-regulated pathways. Further investigation of these pathways revealed *Tnf*, *Csf3*, *Cxcl1*, and *Cxcl2* represented YAP-regulated genes (Supplementary Fig. 8a). In oral epithelia, TNF, G-CSF, IL-23, and IL-17 initiate cytokine-chemokine cross-talk which induces sustained granulocyte recruitment^55^. 

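Tnf was at 4.67 ± 2.16 TPM (SD, n = 5) in N and 10.3 ± 3.90 (n = 6) in EY epithelia. Its log2 fold change of 1.15 (standard error 0.62) had an adjusted p of 0.155, with a range of 0.0426 to 0.37 over the settings, and Tnf was no DEG. Csf3 was listed at 0 in every N mouse, at 1.87 ± 1.01 TPM (n = 3) in Y and at 15.9 ± 21.7 in EY epithelia, with an adjusted p of 8.57e-06 in EY and 0.00653 in Y. Cxcl1 rose from 3.98 ± 2.92 TPM in N to 69.0 ± 30.1 in Y and 148 ± 102 in EY epithelia. The log2 fold change of Cxcl1 was 5.19 in EY (standard error 0.77, adjusted p = 3.2e-05) and 4.34 in Y (standard error 0.93, adjusted p = 0.004). Cxcl2 was at 11.6 ± 11.2 TPM in N and 46.2 ± 38.8 in EY epithelia, and its log2 fold change of 1.96 (standard error 0.69) had an adjusted p of 0.0304, above the threshold, with a range of 0.026 to 0.253. Between EY and Y epithelia Csf3 differed by 1.92 (adjusted p = 0.224) and Cxcl1 by 0.85 (adjusted p = 0.613).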

In line with this model, EY epithelia showed increased abundance of transcripts for *Tnf*, *Csf3*, and the granulocyte-specific chemokines *Cxcl1* and *Cxcl2* (Supplementary Fig. 8b). Accordingly, TNF, IL-17, G-CSF, CXCL1, and CXCL2 proteins were also elevated in EY epithelia (Supplementary Fig. 8c). Ligand-receptor analysis of scRNAseq data revealed that TI cells express chemokine ligands whose cognate receptors are expressed by G-MDSCs (Fig. 5f, Supplementary Fig. 8d). These findings suggest that TI cells may promote G-MDSC recruitment.

The basement membrane represents an anatomic barrier against invasive carcinoma. Evaluation of transgene-induced EY epithelia by second harmonic generation microscopy^56^ demonstrated a dramatic reduction in fibrillar collagen at the invasive front of nascent invasive carcinoma (Fig. 5g). Given that G-MDSCs were present at the EY invasive front, we investigated expression of basement membrane extracellular matrix (ECM) remodeling enzymes by TI and immune cells. While TI cells expressed genes associated with cell motility and invasion, they did not express collagenases. Conversely, G-MDSCs highly expressed collagenases *Mmp8* and *Mmp9*, and MMP-8 and proMMP-9 proteins were detected in EY epithelia (Fig. 5h, Supplementary Fig. 8e). Treatment of transgene-induced EY mice with anti-LY6G depleting antibody significantly reduced the number of G-MDSCs at the invasive front and diminished carcinoma formation (Fig. 5i and Supplementary Fig. 8f). Similarly, CXCR1/CXCR2 inhibition with the small molecule inhibitor ladarixin diminished the presence G-MDSCs near EY epithelia basement membranes and decreased carcinoma incidence and burden in EY mice (Fig. 5j and Supplementary Fig. 8g). Overall, these findings support that YAP-activated TI cells produce chemokines that recruit G-MDSCs, which in turn facilitate tumor invasion.

### YAP promotes mTOR signaling

We next explored the role of mTOR and EGFR pathway activation in EY-mediated tumor initiation. 

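The signatures of Supplementary Data 3 were not used here. YAP activity was scored with the 10 target genes of Supplementary Fig. 3b, and mTORC1 signaling with the 40 genes that Supplementary Data 2 lists for the Hallmark set. The latter are EY unique DEGs of the paper, so that their change in EY, and its size relative to Y and E epithelia, is in part given by their choice. The YAP target score was 1.96 ± 0.114 (SD, n = 6) in EY, 1.35 ± 0.20 (n = 3) in Y and 0.28 ± 0.037 (n = 5) in E epithelia, with an SD of 0.272 among the N mice. The adjusted p was 0.0195 for EY, 0.0657 for Y and 0.0714 for E (two-sided exact permutation tests). In E epithelia it was 0.026 after quantile normalization and 0.027 with a pseudocount of 1 TPM, within a range over the settings of 0.026 to 0.281. Of the 10 target genes, 5 had a log2 fold change above 0 in E epithelia and 5 below. The DEGs in E were Birc5 (1.91) and Top2a (1.60), so the E score does not show a rise across the YAP targets. The mTORC1 score was 1.15 ± 0.116 in EY, 0.67 ± 0.134 in Y and 0.19 ± 0.109 in E epithelia, with adjusted p values of 0.0195, 0.0657 and 0.103 by exact permutation tests. After median-of-ratios scaling the EY scores were 1.60 for the YAP targets and 0.78 for mTORC1. Of the 40 mTORC1 genes, 33 had a log2 fold change above 0 in EY, 35 in Y and 29 in E epithelia, and in EY 33 were DEGs higher and 1 a DEG lower than in N. EY and Y differed by 0.61 in the YAP target score (exact permutation p = 0.0238, adjusted p = 0.0507).

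**Figure D3:**
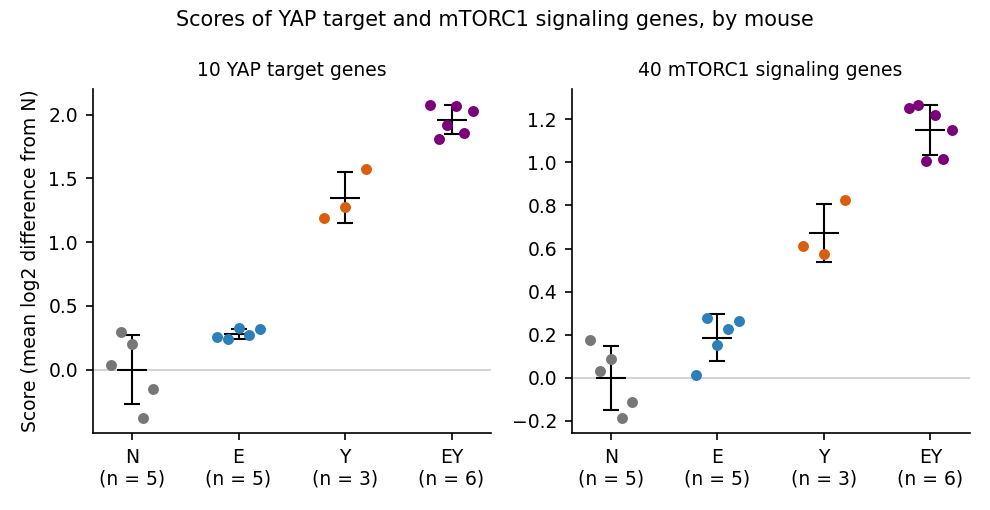
Score of each mouse (points, log2 units relative to the mean of the N mice) for the YAP target and mTORC1 genes in N, E, Y and EY epithelia, with the mean and SD of each group. The mean YAP target score was 1.35 in Y and 1.96 in EY epithelia, and the mean mTORC1 score 0.67 and 1.15.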

Enrichment of YAP and mTOR transcriptional signatures by GSEA^57^ was observed in YAP-expressing epithelia (Fig. 6a, Supplementary Fig. 9a, Supplementary Data 3). Consistently, EY epithelia showed a pronounced increase in phospho-S6 (pS6), a downstream marker of mTOR activity^58^ (Fig. 6b, c). Consistent with the mutually compensatory functions of YAP and TAZ^59^, combined knockdown of *YAP* and *TAZ* was required to diminish YAP target (CYR61) and pS6 abundance in Cal27 and Cal33 cells (Fig. 6d, Supplementary Fig. 9b). Intriguingly, *YAP/TAZ* knockdown also resulted in diminished pEGFR. Together, these findings, and the enrichment of YAP and mTOR transcriptional signatures in EY tumors, suggested a potential mechanistic link between YAP activation and mTOR signaling.

**Fig. 6:**
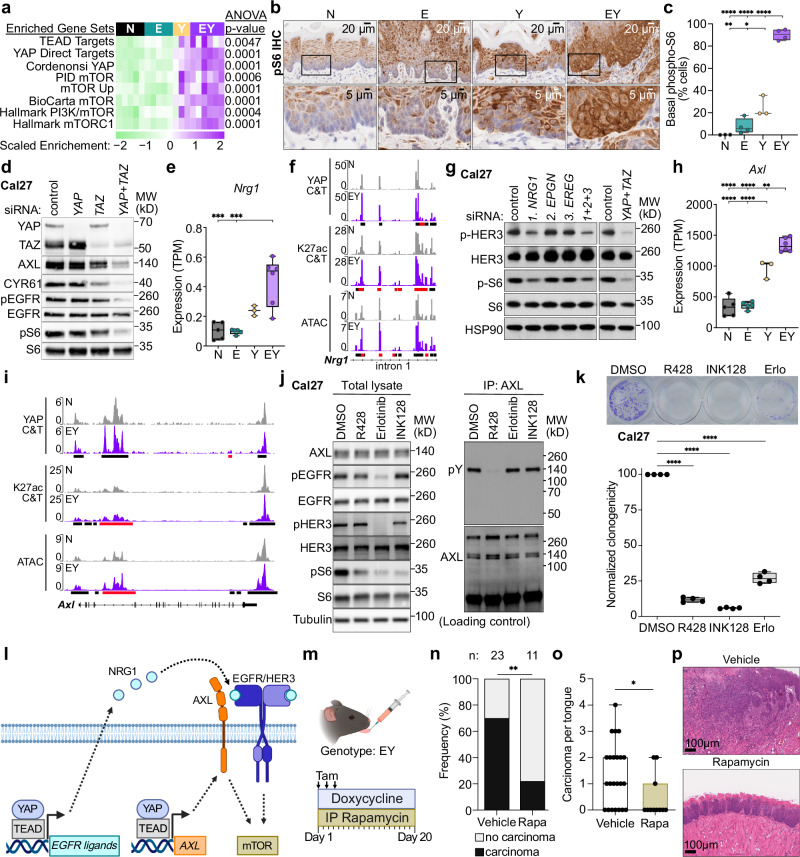
YAP promotes mTOR signaling. **a** GSEA for TEAD, YAP, and mTOR signatures. See Supplementary Data 3 for gene set details. **b** Representative IHC and **c** quantification of phospho-S6-positive cells in basal epithelial cells (N = 3, E = 4, Y = 3, EY = 4 mice); scale bars: 20μm (top), 5μm (bottom). **d** phospho- and total EGFR and S6 expression in Cal27 whole cell lysate following siRNA-mediated knockdown of *YAP*, *TAZ*, and *YAP* + *TAZ*. **e** *Nrg1* expression in epithelia by RNAseq (N = 5, E = 5, Y = 3, EY = 6 mice). **f** YAP CUT&Tag, H3K27ac CUT&Tag, and ATACseq peaks at *Nrg1* intron 1. Full *Nrg1* locus shown in Supplementary Fig. 9. **g** *NRG1*, *EREG*, *EPGN* on phospho- and total HER3, and S6 expression in Cal27 lysate following siRNA-mediated knockdown. **h** *Axl* expression in transgenic tongue epithelia by RNAseq (N = 5, E = 5, Y = 3, EY = 6 mice). **i** YAP CUT&Tag, H3K27ac CUT&Tag, ATACseq peaks at *Axl*. **j** Left: Immunoblots of Cal27 lysate. Right: AXL immunoprecipitation followed by immunoblot for phospho-tyrosine (pY) and AXL following treatment with AXL (R428), EGFR (Erlotinib), and mTOR (INK128) inhibitors. **k** Representative wells (top) and quantification (bottom) of clonogenic assays in Cal27 treated with DMSO, R428, INK128, or Erlotinib (Erlo) (*n* = 4 mice per group). **l** Proposed model for YAP-mediated activation of mTOR via *AXL*, *NRG1*, and the EGFR/HER3 axis. Created in BioRender. https://BioRender.com/s33u628. **m** In vivo mTOR inhibition with rapamycin. Created in BioRender. https://BioRender.com/y80u152. Carcinoma (**n**) frequency and (**o**) burden after treatment of transgene-induced EY mice with control (*n* = 23) or rapamycin (*n* = 11). Panel n: Fisher’s exact test, two-sided *p*-values; Panel **o** two-tailed Mann-Whitney test. **p** Representative H&E staining of *n* = 23 vehicle- and *n* = 11 rapamycin-treated EY mouse tongues. Scale bars both 100 μm. Panels **a**, **c**, **e**, **h**, and **k**: ANOVA with Tukey correction for multiple comparisons. All panels: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Panels **c**, **e**, **h**, **k**, and **o** display biological replicates. Boxplots in **c**, **e**, **h**, **k**, and **o**: median, IQR, and range (or median and range for conditions with 3 points). Source data provided for **c**, **e**, **h**, **k**, **n**, and **o**. For **f**, **i** black bars indicate significant peaks, red bars indicate EY-gained peaks.

In search of underlying mechanisms, we interrogated transcriptomic, CUT&Tag, and ATAC data for YAP-regulated genes that may induce EGFR signaling. We identified multiple effectors and ligands of EGFR signaling to be directly regulated by YAP. The HER3 ligand *Nrg1* and EGFR ligands *Ereg* and *Epgn* were upregulated and showed gains in YAP binding, H3K27ac, and chromatin accessibility in EY cells (Fig. 6e, f, Supplementary Fig. 9c–f). 

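In the bulk epithelia Nrg1 was at 0.104 ± 0.0578 TPM (SD, n = 5) in N, 0.239 ± 0.0336 (n = 3) in Y and 0.437 ± 0.162 (n = 6) in EY. Its log2 fold change in EY was 1.38 (standard error 0.26, adjusted p = 0.000281), and 0.38 with a pseudocount of 1 TPM, where it was no DEG. Epgn was at 56.1 ± 18.9 TPM in N, 111 ± 16.6 in Y and 134 ± 24.5 in EY epithelia, with log2 fold changes of 1.31 in EY (standard error 0.22, adjusted p = 9.34e-05) and 1.04 in Y (adjusted p = 0.0108). After median-of-ratios scaling the EY value of Epgn was 0.93, below the limit on the fold change. Ereg was at 66.8 ± 16.2 TPM in N, 51.9 ± 13.4 in E (n = 5), 43.8 ± 9.94 in Y and 37.7 ± 12.2 in EY epithelia. The log2 fold change of Ereg in EY was -0.88 (standard error 0.27, adjusted p = 0.0135, with a range of 0.00028 to 0.0873 over the settings) and -1.26 after scaling, where it was a DEG lower in EY. Between EY and Y epithelia no gene of the 3 was a DEG (adjusted p = 0.231, 0.566 and 0.632).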

Knockdown of *NRG1* but not *EREG* or *EPGN* resulted in decreased pS6 in representative HNSC cell lines, Cal27 and HN12, which we have previously shown to be dependent on YAP for survival and proliferation (Fig. 6g, Supplementary Fig. 9g–h). Furthermore, the EGFR activator^60^ *AXL* demonstrated YAP-mediated transcriptional regulation (Fig. 6h, i). 

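Axl was at 6.12 ± 2.89 TPM (SD, n = 5) in N, 7.22 ± 0.945 (n = 5) in E, 20.5 ± 4.18 (n = 3) in Y and 27.1 ± 3.33 (n = 6) in EY epithelia. The log2 fold change against N was 2.26 in EY (standard error 0.24, adjusted p = 7.88e-07), 1.84 in Y (standard error 0.29, adjusted p = 0.000344) and 0.36 in E (adjusted p = 0.576). With only the Y and N mice in the model the adjusted p in Y was 0.0284, above the threshold, within a range of 3.88e-05 to 0.0284 over the settings. EY and Y epithelia differed by 0.41 (adjusted p = 0.393), and the interaction of the transgenes was 0.05 (adjusted p = 0.969).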

Small molecule inhibition of the EGFR/HER3 axis with erlotinib and AXL inhibition with R428, which resulted in reduced tyrosine phosphorylation of the corresponding receptors, and direct mTOR inhibition with INK128 all reduced pS6 in Cal27 cells (Fig. 6j). Finally, treatment with erlotonib or R428 diminished tumor cell clonogenicity in vitro in Cal27 cells (Fig. 6k, Supplementary Fig. 9i). Taken together, these data provide a mechanistic framework by which YAP may induce mTOR activation via direct transcriptional activation of *NRG1* and *AXL* (Fig. 6l).

To investigate whether YAP-mediated mTOR activation contributed to tumor initiation, we treated KEY primary cells with siRNAs targeting *Yap/Taz* and *Tead1/Tead4* as well as small molecule mTOR (INK128) and YAP-TEAD (VT104) inhibitors, and observed significant reductions in clonogenic growth (Supplementary Fig. 9j-k). In light of these findings, we treated transgene-induced EY mice with the mTOR inhibitor rapamycin. mTOR inhibition resulted in a remarkable decrease in carcinoma formation (Fig. 6m–p), supporting that YAP-mediated mTOR activation contributes to tumor initiation.

### TI cell transcriptional programs are enriched in HNSC and associated with poor prognosis

We next tested the significance of YAP and mTOR signaling and TI cell programs in human HNSC. We examined The Cancer Genome Atlas HNSC cohort (TCGA-HNSC), a molecularly and clinically well-defined cohort of human subjects. Among 43 TCGA-HNSC subjects with RNAseq data for paired tumor and normal tissue, we observed that both YAP and mTOR signaling were enriched in tumor compared to normal tissue (Fig. 7a). Intriguingly, we found a strong positive relationship between YAP and mTOR pathway activation across TCGA-HNSC (Fig. 7b). Subjects with above-median YAP or mTOR pathway activation displayed worse overall and disease-free survival (Fig. 7c–f), suggesting that beyond tumor initiation, YAP and mTOR pathway activation may contribute to tumor progression and influence prognostic outcomes.

**Fig. 7:**
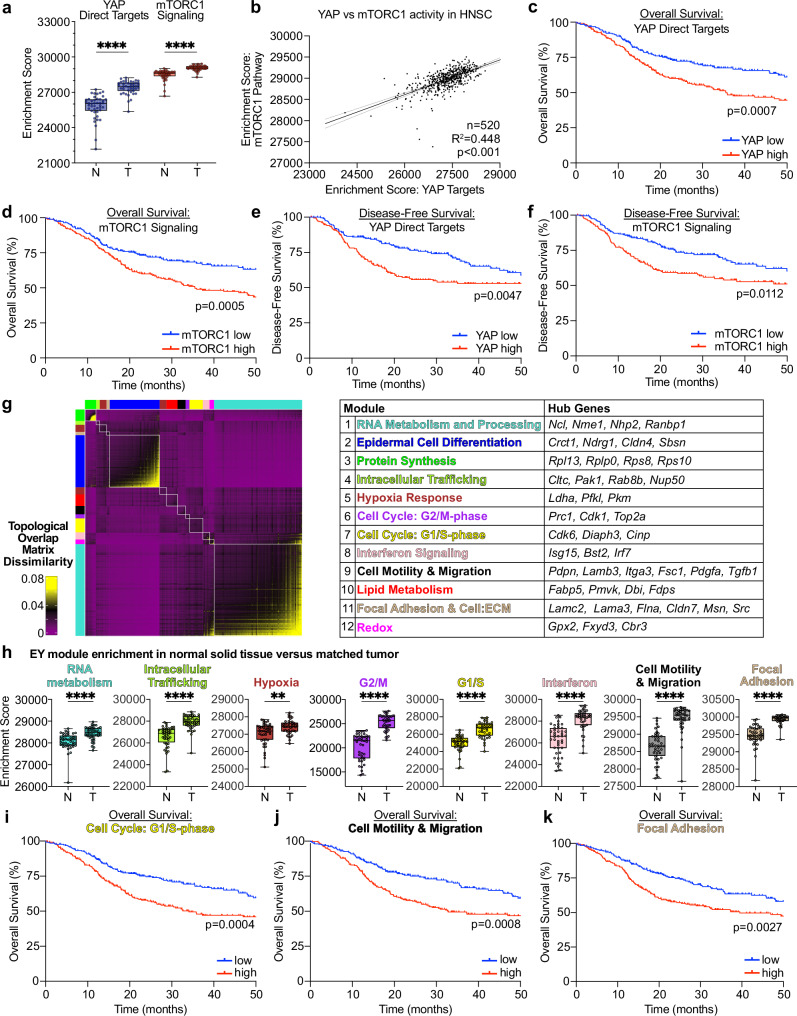
TI cell programs are enriched in HNSC and associated with poor prognosis. **a** mTORC1 and YAP pathway enrichment in malignant tumors (T) compared to matched normal adjacent tissue (N) by single sample GSEA (ssGSEA) among TCGA-HNSC cohort subjects (*n* = 43 T and 44 N tissue samples from 44 unique human subjects). Two-tailed Mann-Whitney test: ****p < 0.0001. **b** Correlation of YAP and mTORC1 pathway activity by ssGSEA among TCGA-HNSC samples (*n* = 520). Kaplan-Meier plots for overall survival among TCGA-HNSC (*n* = 520) subjects stratified by greater than (red) or less than (blue) median (**c**) YAP and (**d**) mTORC1 pathway activity. Kaplan-Meier plots for disease-free survival among TCGA-HNSC (*n* = 393) subjects stratified by greater than (red) or less than (blue) median (**e**) YAP and (**f**) mTORC1 pathway activity. Please see Supplementary Data 1, for gene set details. **g** Left: Weighted gene co-expression network analysis (WGCNA) heatmap displaying topological overlap matrix dissimilarity indices among genes in TI cluster cells. Right: Table of WGCNA modules and selected genes identified by Metascape and Enrichr, see Supplementary Data 6 for details. (**h**) Module enrichment in malignant tumors (T) compared to matched normal adjacent tissue (N) by ssGSEA among TCGA-HNSC subjects (*n* = 43 subjects with matched T and N samples). Two-tailed Mann Whitney test: **p < 0.01, ****p < 0.0001. **i**–**k** Kaplan-Meier plots for overall survival (*n* = 520) among TCGA-HNSC subjects stratified by greater than (red) or less than (blue) median enrichment for the (**i**) G1/S, (**j**) Cell Motility & Migration, and (**k**) Focal Adhesion TI cell modules. For panels **c**–**f** and **i**–**k**, *p*-values were calculated by Mantel-Cox log-rank tests. Boxplots in a and h show median, interquartile range (IQR), and range. All panels display biological replicates (individual human tissue samples as described in panel **a**). See Source Data for panels **a**–**f**, **h**–**k**.

We next decomposed the TI cluster into co-expressed transcriptional modules using high dimensional weighted gene co-expression network analysis (hdWGCNA)^61,62^ (Fig. 7g, Supplementary Data 7). We noted enrichment of 8 of 12 modules in tumor compared to normal tissue, unveiling RNA metabolism and processing, intracellular trafficking, hypoxia response, G1/S and G2/M cell cycle progression, interferon response, motility and migration, and cytoskeleton and cell polarity as distinguishing features of the HNSC transcriptome (Fig. 7h, Supplementary Fig. 10a). Among all modules, enrichment for the G1/S cell cycle, motility and migration, and focal adhesion modules were associated with worse disease-free and overall survival (Fig. 7i–k, Supplementary Fig. 10b–d). These findings suggest that tumor initiating cells display coherent transcriptional programs, which are enriched in aggressive HNSC and associated with worse HNSC outcomes.

## Discussion

The overwhelming majority of work investigating cancer-driving mechanisms has relied on established tumors, which limits distinction between processes governing tumor initiation and progression. Using a spatiotemporally controlled in vivo system targeting genomic alterations to a single pool of epithelial progenitor cells, we show that unrestrained YAP activation in the context of HPV oncoprotein-mediated *TP53* and *CDKN2A* inhibition induces carcinoma with rapid kinetics and high penetrance. This system enabled multi-modal, genome-wide exploration of YAP-mediated processes driving OEPC reprogramming into tumor initiating cells.

Tumor initiating cells were endowed with hallmarks driving invasion early in carcinogenesis, including the activation of invasive (pEMT) and inflammatory (G-MDSC recruitment) programs. Our findings suggest pEMT is not merely an element driving cancer progression, but also a defining feature of tumor initiating cells. Furthermore, EY carcinoma displayed tumor invasive fronts with extensive basement membrane collagen remodeling, concordant with the perspective that ECM modification and invasion are defining features of premalignancy-to-cancer transition. Remarkably, single cell analysis revealed that TI cells do not express collagenases, which are important drivers of ECM remodeling. This suggests that TI cells are not endowed with an intrinsic ability to intitate invasion of surrounding tissues. Mechanistically, TI cells may instead express multiple cytokines and chemokines, which in turn promote the recruitment of collagenase-expressing G-MDSCs to the invasive front, thus facilitating tumor infiltration. This paracrine mechanism supports that cell-cell communication networks between precancer and myeloid cells may ultimately enable cancer initiation, thereby providing an opportunity to halt the progression of premalignant disease by pharmacologically interfering with TI-myeloid cell crosstalk.

Another unexpected finding of our in vivo system was that carcinogenesis did not appear to require genomic alterations in the PI3K/AKT/mTOR signaling axis^42,63–65^. However, > 70% of human HNSCs exhibit widespread activation of YAP^11,16^ and mTOR^65^ in the absence of genomic alterations in components of the PI3K-mTOR pathway. Mechanistically, our findings support a model in which YAP mediates transcription of *NRG1* and *AXL*, which in turn converge to activate the mTOR signaling network via HER3 and EGFR signaling. HER3/EGFR involvement in mTOR pathway activation is in line with our prior findings that persistent tyrosine phosphorylation of HER3 underlies aberrant PI3K/AKT/mTOR signaling in *PIK3CA* wildtype HNSC^66,67^, albeit what leads to HER3/EGFR activation was not known. We now provide evidence that dysregulated YAP-driven cis-regulatory activation of transcription and chromatin accessibility may underlie mTOR activation in HNSCs lacking genomic alterations in the PI3K/AKT/mTOR axis. Furthermore, mTOR inhibition with well-known pharmacological agents revealed that mTOR activation is required for YAP-mediated tumor progression. Indeed, this YAP-mediated autocrine loop initiating NRG1/HER3/EGFR-mTOR signaling, concomitant with AXL expression, may provide actionable targets for future clinical investigation.

In summary, we demonstrate that a genetically-defined, traceable system simultaneously activating oncogenic pathways and disabling tumor suppressive mechanisms in normal oral epithelial progenitor cells induces the emergence of a distinct cancer initiating stem-like cell state. Through multimodal analysis of nascent TI cells at the single cell level in vivo, we define tumor-autonomous transcriptional programs and TI cell-tumor microenvironment (TME) cross-talk as tumor initiating events during invasive carcinoma formation (Fig. 8). This conceptual framework of cancer initiation has the potential to open multiple avenues for early intervention, including precision targeting of tumor cell-autonomous cancer initiating signaling pathways, and disrupting TI cell-TME networks mediating the development of invasive carcinoma.

**Fig. 8:**
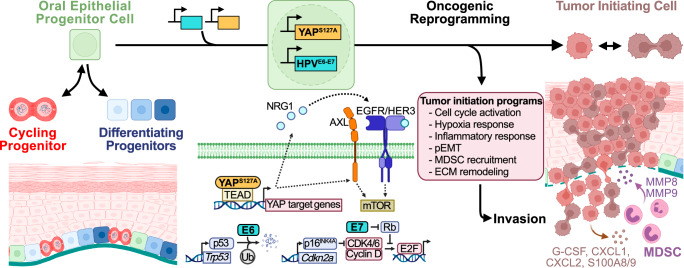
Genetically-defined oncogenic and tumor suppressive pathway alteration in normal oral epithelial progenitor cells defines tumor initiating events. Employing spatiotemporally controlled constitutive YAP activation and HPV^E6-E7^-mediated tumor suppressor inhibition in oral epithelial progenitor cells, we illuminate processes underlying oncogenic reprogramming leading to tumor initiation. Tumor initiating events included YAP-mediated transcription of factors driving EGFR signaling resulting in mTOR activation. Tumor initiating transcriptional programs encompassed aberrant cell cycle activation, hypoxia response, inflammatory response, partial epithelial to mesenchymal (pEMT), and extracellular matrix (ECM) remodeling. These programs endowed tumor cells with intrinsic invasive potential as well as the expression of chemokines resulting in recruitment of MMP8 and MMP9-producing myeloid-derived suppressor cells (MDSC) to the invasive front further enabling tumor invasion. Created in BioRender. https://BioRender.com/a88s502.

## Methods

### Murine experimentation

Animal studies were approved by the University of California San Diego (UCSD) Institutional Animal Care and Use Committee (IACUC) on the animal study protocol (ASP, S15195), and adhered to relevant ethical regulations for animal research. Mice were euthanized at the indicated time points by inhalatory carbon dioxide administration followed by cervical dislocation. ASP criteria for maximal tongue tumor size is >8 mm in greatest dimension or the presence of ulceration. All mice were euthanized in accordance with ASP guidelines. The maximum tumor burden permitted by our ASP was not exceeded. Mice at UCSD Moores Cancer Center are housed in individually ventilated and micro-isolator cages supplied with acidified water and fed 5053 Irradiated Picolab Rodent Diet 20. The temperature for laboratory mice in this facility is mandated to be between 18 and 23 °C with 40–60% humidity. The vivarium is maintained on a 12 h light/dark cycle. All personnel were required to wear scrubs and/or gown, mask, hair net, dedicated shoes, and disposable gloves while in the animal facility.

### Mouse lines

The following mouse (*Mus musculus domesticus*) lines were kindly provided by Dr. Elaine Fuchs (The Rockefeller University): Tg(KRT14-cre/ERT)^20Efu^ and Tg(tetO-HIST1H2BJ/GFP)^47Efu^^29,30^. The Col1a1tm1(tetO-Yap1*)^Lrsn^ mouse was kindly provided by Dr. Fernando Camargo (Harvard University)^22^. The B6.Cg-Gt(ROSA)26Sor^tm1(rtTA,EGFP)Nagy/J^ mouse was obtained from The Jackson Laboratory^68^. The Tg(tetO-HPV16-E6E7)^SGu^ mouse was designed by the Gutkind laboratory and generated in house^21^. All transgenic mouse experiments were performed in age- and sex-balanced groups of 8–16 week old littermates. NSG™ mice (NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Wjl*/SzJ^) mice were originally obtained from The Jackson Laboratory and propagated at the Moores Cancer Center. Implantation of transgene epithelial cell suspensions were performed in 8-week-old female NSG mice.

### Husbandry and genotyping

For this study, we bred mice expressing E6-E7 (*Krt14-CreERT/LSL-rtTA/tetON_H2B-GFP/tetON_E6-E7*, E), *YAP1*^*S127A*^ (*Krt14-CreERT/LSL-rtTA/tetON_H2B-GFP/tetON_YAP1*^*S127A*^, Y), or both transgenes (*Krt14-CreERT/LSL-rtTA/tetON_H2B-GFP/tetON_E6-E7/tetON_YAP1*^*S127A*^, EY). Littermates that bore neither *tetON_E6-E7* nor *tetON_YAP1*^*S127A*^ effector transgenes but possessed the *Krt14-CreERT* and *LSL-rtTA* regulatory transgenes were used as the normal condition (*Krt14-CreERT/LSL-rtTA/tetON_H2B-GFP*, N). Intralingual injection of tamoxifen was performed to achieve reliable transgene induction. Mice were started on a doxycycline-containing diet on the first day of tamoxifen treatment. This treatment regimen resulted in consistent CreERT-mediated excision of the floxed STOP cassette and expression of effector and reporter transgenes in KRT14^+^ basal cells.

*Krt14-CreERT*^*+/+*^*/LSL-rtTA*^*+/+*^*/H2B-GFP*^*+/+*^*/E6-E7*^*+/-*^ mice were crossed to *Krt14-CreERT*^*+/+*^*/LSL-rtTA*^*+/+*^*/H2B-GFP*^*+/+*^*/YAP1*^*S127A+/-*^ resulting in Mendelian proportions of N, E, Y, and EY littermates. At 3-4 weeks of age, a tail fragment was obtained for initial screening genotype confirmation. Directly prior to transgene induction for experiments, mice were assigned to age and sex-balanced groups, and an ear fragment was obtained for confirmatory genotyping. Genomic DNA was isolated by incubating tissue in 25 mM NaOH and 0.2 mM EDTA at 100 °C for 1 h, followed by neutralization with an equal volume of 40 mM Tris-HCl (pH 5.5)^69^. Multiplex polymerase chain reaction (PCR)-based genotyping was performed using REDTaq® polymerase per manufacturer recommendations (Millipore Sigma). Oligonucleotides were multiplexed as follows: (1) *LSL-rtTA* and *E6-E7* and *Il2* (positive control), (2) *Yap1*^*S127A*^ and *Trp53* (positive control), (3) *Krt14-CreERT* and *Il2* (positive control). All PCR products were subjected to electrophoresis on 2% agarose gel in Tris acetate EDTA buffer. See Supplementary Information for nucleotide sequences of genotyping primers and transgenes.

### Transgene induction

Mice were anesthetized with isoflurane and 100 µL of tamoxifen solution (20 mg/mL in miglyol) was administered into the tongue under stereomicroscopic visualization. One dose of tamoxifen was administered every other day for a total of 3 doses.

### Epithelia isolation

After in situ infiltration with 500uL collagenase+dispase solution (1 mg/mL, 2.5 mg/mL) (Millipore Sigma), the tongues of euthanized mice were dissected free and incubated for 30 min at 37 °C. The tongue epithelium was then dissected free from the underlying muscle under stereomicroscopic visualization.

### Generation of epithelial cell suspensions

Isolated epithelia were minced in 0.25% trypsin-EDTA (Thermo) and subjected to mechanical dissociation in the gentleMACS dissociator C tubes (Miltenyi #130-095-937) for 12 min at 37 °C, followed by inactivation of trypsin and filtration.

### Primary epithelial cell culture

Mouse tongue epithelial cells were isolated from mice following transgene induction as described above. Cells were grown on collagen coated plates in complete DermaCult keratinocyte basal expansion medium (STEMCELL Technologies). Medium contained the manufacturer’s provided supplements, plus 5 ng/mL mouse EGF (Gibco), 50 pM cholera toxin (Sigma), 1x antibiotic/antimycotic solution (Gibco), and 2 uM doxycycline hyclate (Sigma, to maintain transgene activation) at 37 °C with 5% CO_2_.

### Orthotopic implantation

Epithelial cell suspensions and cultured primary epithelial cells were generated as described above. Cell count and viability was performed using trypan blue on the Countess III. Cells were only implanted if viability exceeded 75%. After one wash in HBSS, depending on the experiment, between 5 × 10^3^ and 2 × 10^5^ viable cells were implanted orthotopically into the tongues of NSG mice. After implantation, mouse tongues were first evaluated at 5 days after implantation then every other day until endpoint was reached.

### Human HNSC cell lines

CAL27 and CAL33 cell lines were obtained from the NIDCR Oral and Pharyngeal Cancer Branch cell collection^70^. Cell identity was confirmed by STR profiling. CAL27 (CVCL_1107) was derived from a 56 year old male with tongue adenosquamous carcinoma. CAL33 (CVCL_1108) was derived from a 69 year old male with tongue squamous cell carcinoma. Both cell lines were cultured in DMEM (D-6429, Sigma-Aldrich, St. Louis, MO), 10% fetal bovine serum, 5% CO_2_, at 37 °C, and both tested free of Mycoplasma infection directly prior to experimentation.

### TCGA-HNSC

Transcriptome profiling, biospecimens, and clinical data from The Cancer Genome Atlas Program (TCGA) was downloaded from the National Cancer Institute GDC Data Portal for patients with the cancer type head and neck squamous cell carcinoma (HNSC) (https://portal.gdc.cancer.gov/projects/TCGA-HNSC)]^7^ Additional clinical data for this project was downloaded from cBioPortal (https://www.cbioportal.org/study/summary?id=hnsc_tcga_pan_can_atlas_2018)^71,72^.

### LoxP–STOP–LoxP excision assay

For floxed stop cassette excision assay, high-quality genomic DNA was isolated from whole epithelia using the DNeasy Blood and Tissue Kit per manufacturer protocol (Qiagen). PCR products were generated using REDTaq® polymerase and LSL excision primers, and were subjected to electrophoresis on 2% agarose gel in Tris acetate EDTA buffer. See Supplementary Information for nucleotide sequences of assay primers.

### RT-qPCR

RNA was prepared by homogenization of whole tongue epithelia in TRIzol® (Invitrogen) followed by phenol:chloroform extraction and RNeasy Mini Kt based column purification with on-column DNase treatment (Qiagen). For quantitative PCR (qPCR), cDNA library preparation was performed using Bio-Rad iScript™ reverse transcriptase and qPCR was performed using Applied Biosystems Fast SYBR® Green Master Mix per manufacturer’s instructions. See Supplementary Information for nucleotide sequences of RT-qPCR primers.

### Evaluation of gross tongue lesions

Following transgene induction, mice were examined under anesthesia using a stereomicroscope every 3-7 days for the appearance of tongue epithelial lesions. Lesion free survival in days was defined as the time from first tamoxifen treatment to the appearance of the first gross lesion.

### Histopathology and immunohistochemical staining

Mouse tongues were transected from the pharynx and floor of mouth, and placed in 10% aqueous buffered zinc formalin for 24-36 h at room temperature and transferred to 70% ethanol. Tissues were paraffin embedded, sectioned (5 µm), and stained with hematoxylin and eosin (H&E) by standard protocols (Histoserv or LJI Histology & Microscopy Core). H&E slides were prepared according to a standard protocol. https://www.protocols.io/view/hematoxylin-amp-eosin-protocol-for-leica-st5020-au-x54v9mozqg3e/v1.

IHC was performed as previously described^73^. After deparaffinization, antigen retrieval was performed using IHC Antigen Retrieval Solution (ThermoFisher, 00-4955-58) in a steamer for 40 min. Endogenous peroxidases were inactivated using Bloxall Blocking Solution (Vector Labs, SP-6000, 30-min incubation, room temperature). Tissues were incubated with primary antibody overnight at 4 °C then exposed to biotinylated anti-rabbit secondary antibody (Vector Labs, BA-1000, 1:400 dilution, 30 min at room temperature followed by avidin-biotin complex formation (Vector Laboratories, # PK-6100), staining with DAB substrate (Vector Laboratories, # SK-4105), and hematoxylin counterstain (Mayer’s Hematoxylin solution (Sigma MHS1-100ML)). All H&E and IHC stained slides were scanned using the Leica Aperio AT2 slide scanner at 40x magnification. The following primary antibodies were used for IHC: Pan-cytokeratin (Abcam, ab9377, 1:200), phospho-S6 (Cell Signaling Technology, CST2211, 1:400), KI67 (Abcam, ab15580,1:400), P63 (Cell Signaling Technology, CST39692, 1:900), SOX2 (Cell Signaling Technology, CST14962, 1:300). Goat Anti-Rabbit IgG Antibody (H + L), Biotinylated (Vector Laboratories, BA-1000, 1:200) was used as secondary antibody for IHC.

### Fluorescence microscopy

For whole mount fluorescence imaging, epithelial sheets were isolated from mice euthanized 36 h after a single dose of intralingual tamoxifen, washed in HBSS, stained with NucBlue for 3 h at room temperature, washed again, mounted immersed in HBSS between two cover glasses, and Z-stacks were acquired with a confocal microscope.

For cross-sectional fluorescence imaging, immediately after euthanasia, mice underwent intracardiac perfusion first with 2 mM EDTA in PBS followed by 1.6% paraformaldehyde in PBS. Perfusion fixed tongues were dissected and incubated in 1.6% paraformaldehyde at room temperature overnight, then transferred to 30% sucrose in PBS for 2-3 days at 4 °C, then washed in PBS, then embedded in OCT media and snap frozen in cryomolds for frozen section slide preparation. For fluorescent analyses, slides were thawed in the dark, blocked, incubated overnight at 4 °C with primary antibodies, and then incubated with fluorophore-conjugated secondary antibodies for 2 h at room temperature. Nuclei were then stained with Hoechst 33342 in PBS for 15 min and slides were mounted with ProLong Diamond mounting medium.

The following primary antibodies were used for immunofluorescent staining: KRT14 (BioLegend, poly19053, 1:200) primary with AF568 goat anti-rabbit (Thermo, A11036, 1:1000) secondary. PDPN-biotin (BioLegend, clone 8.1.1, 1:100) primary with AF647 streptavidin (Thermo, A78962, 1:1000) secondary. KRT15 (BioLegend, Poly18339,1:100) primary with AF674 goat anti-chicken (Thermo, A11036, 1:1000) secondary. KI67 (Abcam, ab15580, 1:200) primary with AF568 goat anti-rabbit (Thermo, A32933, 1:1000) secondary. ITGA6 (BioLegend, clone GoH3, 1:200) primary with AF647 goat-anti-rat (Thermo, A21247, 1:1000). P63 (Cell Signaling Technology, clone D9L7L, 1:200) primary with AF568 goat anti-rabbit (Thermo, A32933, 1:1000) secondary. IBA1 (Cell Signaling Technology, clone E4O4W, 1:200) primary with AF568 goat anti-rabbit (Thermo, A32933, 1:1000) secondary. LY6G (BioLegend, clone 1A8, 1:100) primary with AF647 goat-anti-rat (Thermo, A21247, 1:1000) secondary. Broad Spectrum Cytokeratin (Abcam, ab86734, 1:200) primary with AF488 goat-anti-mouse (Thermo, A21121, 1:1000).

### Second harmonic generation for collagen imaging

The second-harmonic generation imaging was done on an upright Leica SP8 microscope with a resonant scanner and hybrid non-descanned detectors. Ti-Sapphire femtosecond pulsed Chameleon Ultra II (Coherent Inc.) laser was tuned to 855 nm and the beam was focused on the sample with an HC PL APO CS 10x/0.40 dry objective. The light was routed to the detectors with 560 nm, 495 nm, and 640 nm long-pass dichroic mirrors. The SHG signal was recorded with a 425/26 nm bandpass filter, the autofluorescence was recorded with a 650/60 nm bandpass filter. The pixel size was set to 0.746 µm, and 16x line averaging was used to improve the signal-to-noise ratio. Data were digitized in an 8-bit mode. The sample navigator software module was used to create autofocus support points and individual fields of view were tiled and stitched.

### RNAseq

Tongue epithelia were isolated and RNA was prepared as described above. RNA samples passing purity, concentration, and integrity quality metrics by NanoDrop and TapeStation were submitted to Novogene for oligo-dT-based mRNA selection, cDNA library preparation, and sequencing on Illumina NovaSeq6000.

### siRNA transfection in human cell lines

All human cells were transfected at 60% confluency using Lipofectamine RNAiMAX reagent according to the manufacturer’s instructions, using 20 nM of each siRNA. Culture media was refreshed at 24 h after transfection. Cells were placed under serum free conditions at 48 h, and collected for experimentation at 72 h post-transfection. See Supplementary Information for nucleotide sequences of siRNAs.

### Immunoblot assay

Cells rinsed with ice cold PBS and lysates were harvested in RIPA buffer (50 mM Tris-HCl, 150 mM NaCl, 1 mM EDTA, 1% NP-40) supplemented with Halt^TM^ Protease and Phosphatase Inhibitor Cocktail (#78440, ThermoFisher Scientific) and cleared by centrifugation for 15 min. The concentration of supernatants was measured using Bradford colorimetric assay. Equal amounts of protein were loaded onto 10% polyacrylamide gels, subjected to electrophoresis in Tris/Glycine/SDS buffer, and transferred to PVDF membranes. The membranes were blocked with 5% milk in TBS with 0.1% Tween-20 (TBS-T) buffer for 1 h, incubated with primary antibodies diluted in 5% BSA overnight at 4 °C. After washing 3 times with TBS-T, the membranes were incubated with HRP-conjugated secondary antibodies diluted in 5% milk in TBS-T for 1 h at room temperature. Immobilon Western Chemiluminescent HRP substrate (Millipore, MA) was used for detection. All primary antibodies used for immunoblot were obtained from Cell Signaling Technology and were used at 1:1000 dilution: YAP/TAZ (D24E4), AXL (C89E7), CYR61 (D4H5D), pEGFR (1H123), EGFR (D38B1), pHER3 (D1B5), HER3 (D22C5), pS6 (D68F8), S6 (54D2). Secondary antibodies were obtained from Southern Biotechnology and were used at a 1/10,000 dilution: HRP-goat anti-rabbit IgG (4030-05) and HRP-goat anti-mouse IgG (1030-05).

### Antibodies

All antibodies used in this study are commercially available and were validated by the manufacturers. For further details see above as well as the Supplementary Information.

### Cytokine array

Whole epithelia were homogenized in RIPA lysis buffer with protease and phosphatase inhibitors, snap frozen, and sent to Eve Technologies for Mouse Cytokine/Chemokine 44-Plex and Mouse MMP 5-plex Discovery Assay® Arrays.

### Availability of biological materials

All unique materials, including transgenic mice and cell lines generated in this study, are available upon request from the authors.

### Flow cytometry

Epithelial cell suspensions were stained for viability using LIVE/DEAD™ Fixable Blue Dead Cell Stain Kit (Thermo #L23105) and surface CD45 expression using BUV737 Rat Anti-Mouse CD45 Clone 30-F11 (BD Biosciences #568344, 1:500) and analyzed using a 5-laser Cytek Aurora with Cytek SpectroFlo (v1 or higher) and analyzed using BD FlowJo (v9 or higher).

### Cell sorting

EY epithelia were isolated and maintained in culture as described above. When the cells were approximately 70–80% confluent, single cell suspensions were generated by subjecting the cells to EDTA and then trypsin, and then mechanically lifting the cells. Cells were counted and viability assessed by trypan blue staining using a Countess III cell counter. The cells were then resuspended in HBSS at a concentration of ~10 million cells/mL and subjected to fluorescence activated cell sorting (FACS) using a BD Aria II cell sorter with FACSDiva (v6 or higher) and analyzed using BD FlowJo (v9 or higher). Single cells were identified based on forward and side scatter parameters, and then GFP positive and negative cells were sorted into individual tubes with cell culture medium. Sorted cells were returned to culture and expanded for experimentation and cryopreservation.

### scRNAseq

Single cell suspensions were generated from tongue epithelia, sorted for viability, and subjected to droplet-based single cell cDNA library preparation and sequencing. Two mice per genotype were used to generate tongue epithelial cell suspensions. Cells were sorted on a BD FACSAria-II. Viable single cells were selected by size (FSC x SSC) and viability (double negative for propridium iodide and Fixable Viability Dye eFluor780 (eBioscience) staining) parameters. Sorted cells were then loaded on a Chromium Controller (10x Genomics) using the Chromium Next GEM Single Cell 3’ Kit v3.1 (10x #1000269) according to the manufacturer’s protocol with a target of 10,000 cells per GEM reaction. The resulting cDNA library was sequenced on an Illumina NovaSeq 6000 using the S1 100 cycle Reagent Kit v1.5 (Illumina 200228319), with a targeted read depth of 20,000 reads/cell.

### CUT&Tag sample preparation, data processing, and analysis

CUT&Tag assay and library preparation were performed on cell suspensions of cultured primary EY and N cells. Briefly, primary cells cultured on collagen coated plates were sequentially treated with 1 mM PBS-EDTA and 0.25% trypsin-EDTA (Gibco) to generate single cell suspensions. Cell suspensions were counted and viability assessed; 500,000 viable cells were input per condition. Cells were further processed using the CUT&Tag-IT™ Assay Kit (Active Motif, catalog no. 53160) following manufacturer’s specifications without deviation. See *CUT&Tag antibodies* table for antibody specifications. Raw reads were aligned using Bowtie2 (version 2.2.5) to build version mm10 of the mouse genome^74^. Peaks were called independently in each replicate against the corresponding IgG isotype control using SEACR^75,76^ (version 1.3) in relaxed mode. Peaks with RPKM < 10 were filtered out^77^. Consensus peaks were merged for each genotype, EY or N, by combining all filtered peaks using bedtools merge (version 2.27.1)^78^. Tornado plots were generated using deeptools (version 3.3.5)^79^. Differential acetylation was called using DESeq2 (version 1.42.0) and apeglm (version 1.24.0) in R (version 4.3.2)^80,81^. Peaks with adjusted p-values less than 0.05 were considered significant. Motif enrichment was performed using the findMotifsGenome.pl script in the HOMER package (version 4.11)^82^. Peaks were annotated using the annotatePeaks.pl script in the HOMER package. Peaks were annotated if they lie within the gene body or closer than 10 kb to the annotated TSS. The following antibodies were used for CUT&Tag: Isotype (Cell Signaling Technology, clone DA1E, 1:50), YAP (Cell Signaling Technology, clone D8H1X, 1:50), H3K27ac (Cell Signaling Technology, clone D5E4, 1:50), H3K27me3 (Active Motif, cat no. 39157, 1:50).

### ATAC-seq sample preparation, data processing, and analysis

ATACseq assay and library preparation were performed on cell suspensions of cultured primary EY and N cells. Briefly, primary cells cultured on collagen coated plates were sequentially treated with 1 mM PBS-EDTA and 0.25% trypsin-EDTA (Gibco) to generate single cell suspensions. Cell suspensions were counted and viability assessed; 100,000 viable cells were input per condition. Cells were further processed using the ATAC-Seq Kit Assay Kit (Active Motif, catalog no. 53150) following manufacturer’s specifications without deviation. Raw reads were aligned using BWA (version 0.7.17) to build version mm10 of the mouse genome^83^. Peaks were called using MACS2 (version 2.2.7.1) in narrow peak mode with a False Discovery Rate threshold of less than 0.01^84^. Consensus peaks were merged for all samples by combining all called peaks using bedtools merge (version 2.27.1). Reads were recounted in consensus peaks using bedtools coverage (version 2.27.1). DESeq2 (version 1.42.0) and apeglm (version 1.24.0) in R (version 4.3.2) were used to call differential chromatin accessibility, peaks with adjusted p-value of less than 0.05 were considered significant. Motifs and peak annotation was performed as with the CUT&Tag data using HOMER.

### Imaging equipment and software

Gross evaluation of tongue lesions (Figs. 1, 4) was performed using the Motic K-400P stereo microscope. Fluorescent cross-sectional images of were acquired using the Zeiss LSM780 confocal microscope system with Zeiss Black software (Figs. 2, 5e), Zeiss AxioZ1 slide scanner (Fig. 2g), or Zeiss LSM990 confocal microscope system with Zeiss Blue software (Fig. 4h). Histological images (H&E, IHC, immunofluorescence) were analyzed using QuPath 0.2.3, ImageJ/FIJI, or MATLAB.

### Histopathological analyses

Histopathological changes for each experimental condition were independently evaluated by at least two board-certified pathologists (KK, KSakaguchi, AAM). Carcinoma was defined as atypical epithelial cells deep to the basement membrane. Average epithelial thickness was determined on mid-tongue axial sections by measuring 8-10 orthogonal lines from the basement membrane to the epithelial surface. Carcinoma burden was defined as the number of independent carcinoma foci identified in individual tongues. Carcinoma size was defined as the cross-sectional area of atypical epithelial cells invading deep to the basement membrane. Carcinoma depth of invasion was measured using a line orthogonal to the basement membrane of the closest adjacent normal mucosa to the deepest point of tumor invasion.

### Quantification of IHC

Basal phospho-S6 staining was quantified in QuPath using a trained pixel classifier applied to manually-segmented epithelial basal layer regions of interest (ROI). At least three ROIs each with a minimum area of 20,000 um^2^ were analyzed per sample. The fraction of phosphoS6 positive pixels for each sample was calculated using the mean of the ROIs after adjusting for relative area per ROI. Suprabasal Ki67^+^, p63^+^, Sox2^+^ nuclei were quantified in a similar fashion using a trained object classifier applied to manually-segmented epithelial subrabasal layer regions of interest. At least three suprabasal layer ROIs with minimum area of 50,000 um^2^ were selected per sample.The fraction of Ki67, p63, or Sox2 positive nuclei for each sample was calculated using the mean of the ROIs after adjusting for relative area per ROI.

### IF nuclear segmentation

Instance segmentation was performed using Stardist, a deep-learning based segmentation FIJI plugin. Distinct grayscales values were assigned to each nucleus called by Stardist. MATLAB scripts were then developed to parse the label images, placing the linear indices corresponding to each pixel within a nucleus into a cell array. The relative size of each cell array corresponded to the number of segmented nuclei per image. The Hoechst and GFP channels from each confocal image were separated for independent segmentation and cell array formation. The ratio of GFP^+^ to Hoechst^+^ nuclei were calculated by comparing the resulting nuclear pixel cell arrays for the GFP and Hoechst channels for each image. The Hoechst channel was used for normalization and calculation of the mean fluorescence intensity (MFI) in the GFP channel. A threshold value was calculated using this normalized MFI to call Hoechst^+^/GFP^+^ and Hoechst^+^/GFP^-^ nuclei.

### IF spatial context analysis

To determine the spatial fluorescent intensity distribution of ITGA6 as a function of distance from the basement membrane, MFI was calculated along the manually traced basement membrane by calculating vertical shifts from the basement membrane on a per-pixel basis. An array of each pixel location was created, and the MFI along the length of the traced basement membrane was calculated. As epithelial intensity distributions varied based on the length of the basement membrane tracing, they were interpolated using a spline with 50,000 query points, allowing the arrays to be combined and a normalized average intensity distribution to be calculated for each set of image arrays for a given mouse.

### Bulk RNAseq analyses

Paired-end reads were aligned using STAR v2.7.9 using default settings. STAR index was created using the GRCm39 primary genome FASTA and annotation files. The resulting BAM files were sorted by name using samtools v1.7 then gene counts were quantified using HTSeq-count v0.13.5. Pairwise differential expression was calculated and principal component analysis plots were created using DESeq2 v1.34.0. DEGs were defined at thresholds of *p*_adj_ < 0.01 and log_2_FC > 1.

### GO and GSEA analyses

Gene ontology (GO) analyses were performed using GeneOntology.org (Panther 17.0) using significantly differentially expressed genes at ( | log2FC |   >  1, *p*-value  <  0.01). Gene set enrichment analysis (GSEA^85^) was conducted using the Julia packages Match.jl and BioLab.jl, which contain bioinformatics and computational biology functions under active development. Prior to GSEA analyses, raw bulk RNAseq reads were aligned to the human reference transcriptome with the pseudo-aligner Kallisto^86^ using the “quant” command. Transcript expression values were normalized to transcript per million. Transcript expression was converted to gene expression using the maximum individual transcript expression. Single sample GSEA^57^ was performed with rank normalization against MSigDB^31,32^ gene set collections c2, c3, c5, and c6, with 10,000 permutations. Enriched and depleted gene sets were prioritized based on respective information coefficients^87–89^ and Bonferroni-corrected chi-square *p*-values. Enriched pathways and cellular processes among gene lists generated via DESeq2 or multiomics analyses were identified using Enrichr^90,91^. Where indicated, the Fast GSEA package v1.24 with the fgsea Multilevel function and default arguments was used to perform GSEA analyses for scRNAseq^44^.

### Clustering of scRNAseq data

Single cell gene expression data was processed from the Illumina sequencer files using Cell Ranger (v5.0.0) and its prebuilt mouse reference genome. Individual sample data was then processed and merged using the Seurat (v4.3.0) SCTransform pipeline. Low quality cells (mitochondrial percentage >7, features <1000 and >5500, transcripts per cell >30,000) were filtered prior to data scaling and normalization. After filtering, data was transformed using SCTransform with default parameters, regressing on percent mitochondrial content. Principal component analysis was performed with RunPCA, using the top 50 PCs. Dimensionality reduction was performed with RunUMAP, using the top 30 dimensions. Nearest-neighbor analysis was performed using FindNeighbors using the top 30 dimensions and with k.param set to 50. Clustering was performed with FindClusters with resolution 0.3. Marker genes were calculated using FindAllMarkers with default parameters. Cluster identities were assigned by analysis of differential gene expression. Epithelial and immune cell subset Seurat objects were generated and analyzed individually using Seurat version 4.3.0. Following assignment of cells to epithelial or immune cell subsets, the analysis pipeline used for the combined analysis was run again for each individual subset with identical parameters. Following initial subset clustering, contaminating residual immune or epithelial cells were removed from the subset Seurat objects, and the subset data reanalyzed in Seurat.

### Transgene alignment of scRNAseq data

For quantification of the transgene expression in single cells, STARsolo algorithm implemented to STAR aligner version 2.7.9a was applied. Briefly, the custom FASTA file was generated by merging the mm10 mouse genome and the transgene sequences. The index file for this custom genome was generated by STAR using the custom GTF file including the annotations for transgenes with the following parameters; *--sjdbOverhang 100*, *--genomeSAsparseD 3*. Subsequently, the FASTQ files including cDNA reads and cell barcodes of each sample were aligned to the custom genome by STARsolo with the following parameters; *--soloType CB_UMI_Simple*, *--clipAdapterType CellRanger4*, *--outFilterScoreMin 30*, *--soloCBmatchWLtype 1MM_multi_Nbase_pseudocounts*, *--soloUMIfiltering MultiGeneUMI_CR*, *-soloUMIdedup 1MM_CR*, *--soloCellFilter EmptyDrops_CR*. Finally, the cell-gene count arrays of the transgenes for each sample were obtained as the output of STARsolo. The data was imported to R and normalized with Seurat R package with “NormalizeData” function using the following options; *normalization.method* = *“LogNormalize”* and *scale.factor* = *10000*. The normalized transgene expression arrays were merged with the Seurat object of the epithelial cell cluster by cell barcodes for downstream analysis.

### Weighted Gene Co-expression Network Analysis (WGCNA) of scRNAseq data

R package hdWGCNA version 0.2.03 (https://smorabit.github.io/hdWGCNA/) was used for WGCNA analysis in the scRNAseq dataset. Normalization of the integrated Seurat object containing cell-gene expression arrays of EY-genotype epithelial cells was performed using NormalizeMetacells using parameters k = 10, max_shared=10, min_cells=20. A soft thresholding power was determined as 8 using the function TestSoftPowers and applied for estimation of co-expressing network in the EY-genotype scRNAseq dataset. Significantly co-expressed module genes and highly connected genes within each module (hub genes) were identified by computing eigengene-based connectivity (kME). The heatmap representing topology overlap matrix (TOM) of module genes was generated using R package ComplexHeatmap version 2.14.0. Genes with signed module eigengene-based connectivity measure (kME) greater 0.3 were considered as moderate to high confidence module genes. Modules were assigned functional annotations based on enrichment of member genes for biological processes using Enrichr^90,91^ and MetaScape^92^.

### Statistics and reproducibility

Statistical analyses were performed in GraphPad Prism 9.5.1 with an alpha threshold of 0.05. Groupwise comparisons were tested using one-way ANOVA test with Tukey’s post-hoc correction for multiple comparisons. Differences in survival were compared by Mantel-Cox Log-Rank test with Bonferroni correction for multiple comparisons. Pairwise comparisons between normal and malignant tumors was conducted using two-tailed Mann-Whitney U test. The correlation between mTOR and YAP signatures among TCGA tumors was determined initially by performing a simple linear regression and tested for significance using a two-tailed Spearman’s test. Additional statistical analyses on bulk RNAseq, scRNAseq, CUT&Tag, ATACseq data, and for multiomics analyses were performed in R (v4.1.2, 2021-11-01, “Bird Hippie”); see respective sections for details. No statistical method was used to predetermine sample size. Sample sizes for each experiment were determined based on pilot experiments, historical data, and review of the literature, and were determined to be adequate based on the consistency of measurable differences within and between groups. All experimental replicates shown are biological. No data were excluded from the analyses. All transgenic mouse experiments were randomized to achieve balanced animal age and sex distributions across experimental conditions. Every experiment was replicated at least twice with similar results. The investigators were not blinded to allocation during experiments and outcome assessment, except for histopathologic scoring in which pathologists were blinded to the experimental design and conditions.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw bulk and single cell gene expression, ATAC sequencing, and CUT&Tag sequencing raw and processed data generated in this study have been deposited in the NCBI Gene Expression Omnibus database under the GEO series records: GSE276781 (RNAseq, primary cells, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276781), GSE276782 (RNAseq, tissue, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276782), GSE276783 (scRNAseq, tissue, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276783), GSE276778 (ATACseq, primary cells, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276778), GSE276779 (CUT&Tag for YAP, H3K27ac, and H3K27me3, primary cells, https://ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276779). The publicly available TCGA-HNSC RNAseq-based expression data used in this study are available in the National Cancer Institute Genomic Data Commons (GDC) Data Portal (https://portal.gdc.cancer.gov/projects/TCGA-HNSC)^7,93^. The publicly available data by Zanconato et al. are available at in the NCBI Gene Expression Omnibus database under the GEO series record: GSE66083^38^. The publicly available data by Jones et al. are available at in the NCBI Gene Expression Omnibus database under the GEO series record: GSE120654^13^. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

# Supplementary material for: YAP-driven malignant reprogramming of oral epithelial stem cells at single cell resolution
**Source:** Nat Commun. 2025 Jan 8;16:498. doi: 10.1038/s41467-024-55660-6
**Supplement:** Supplementary file 1 — Supplementary Information

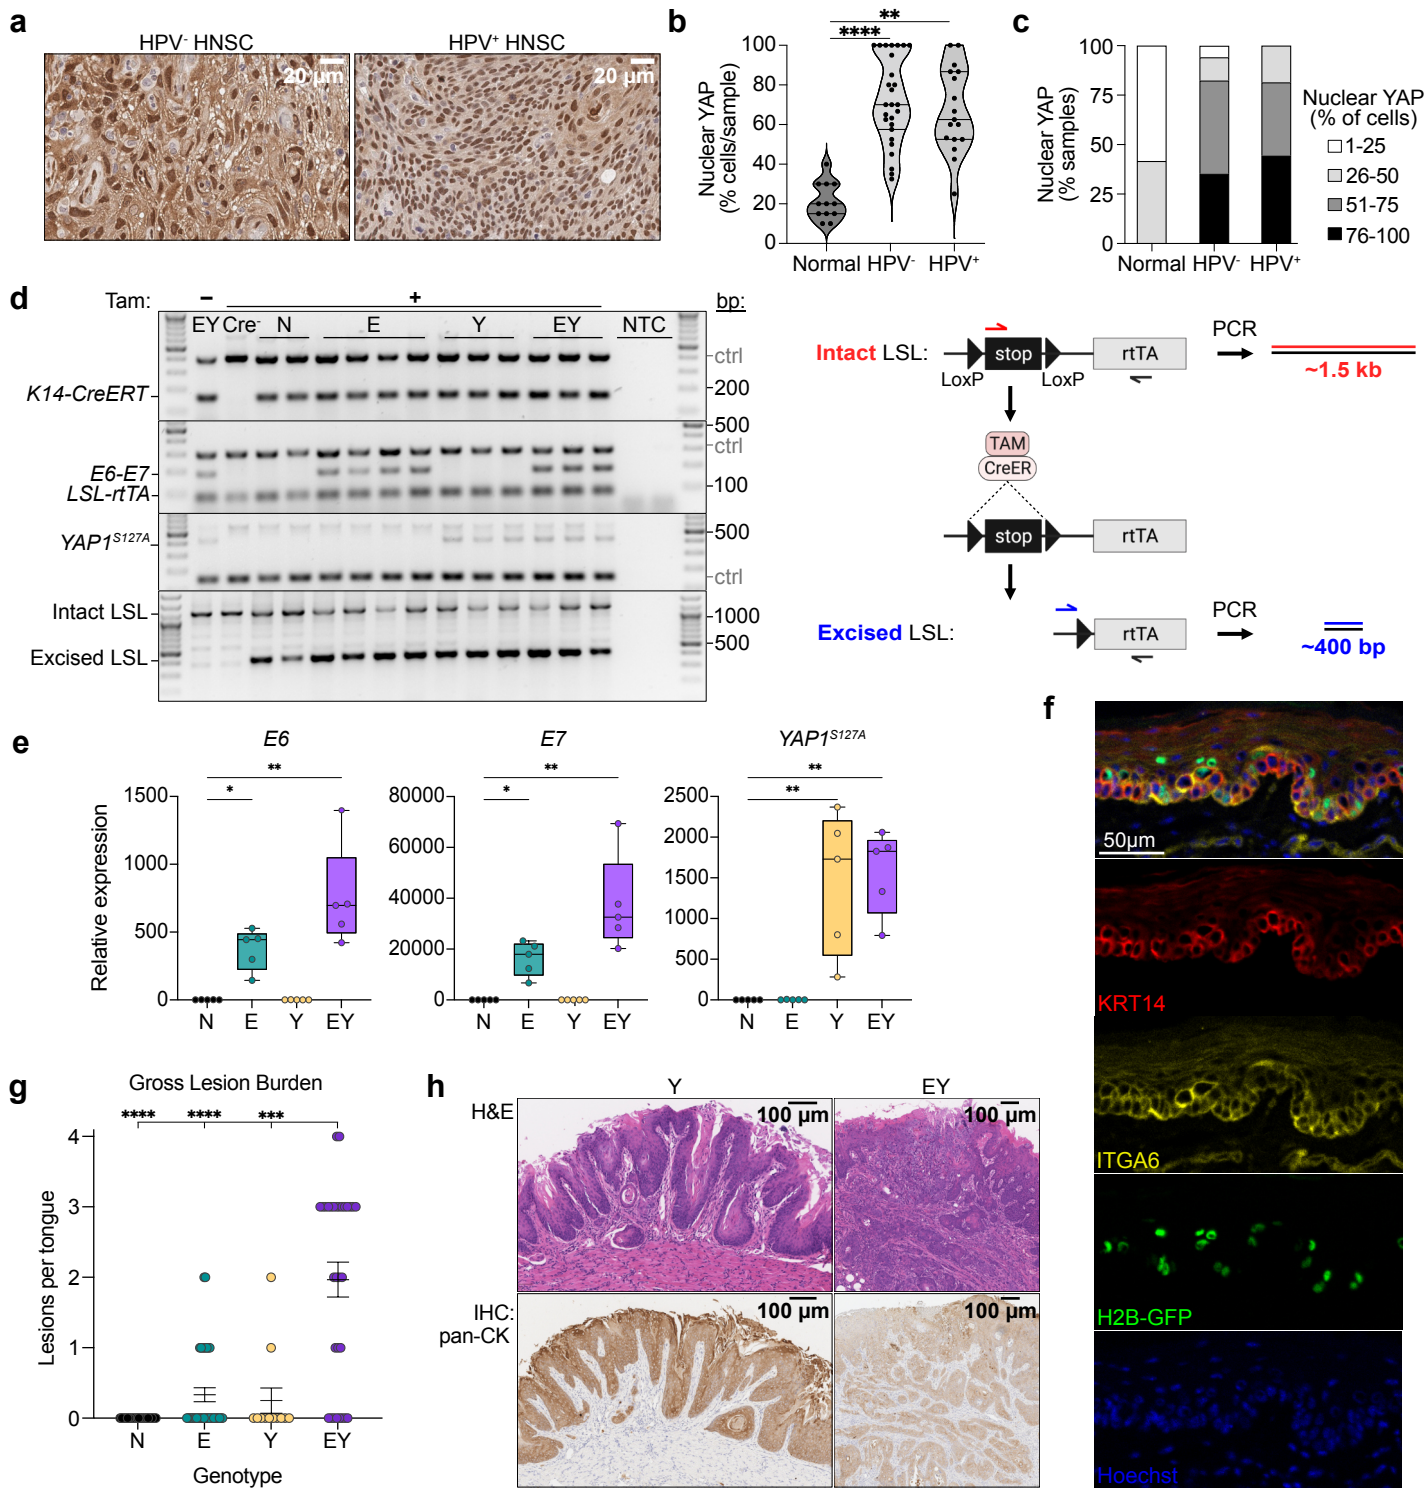

### Supplementary Figure 1. Spatiotemporally controlled YAP and E6-E7 activation in OEPCs

(a) Representative images of nuclear YAP protein by IHC in HPV negative (left) and HPV positive (right) human HNSC; scale bars both 20 $\mu$ m. (b) Percent of cells with nuclear YAP in normal human oral or oropharyngeal epithelium (n=12) and HNSC stratified by HPV status (n=27 HPV<sup>-</sup>, 17 HPV<sup>+</sup>). Two-tailed Mann-Whitney test: \*\*p<0.01, \*\*\*\*p<0.0001. (c) Percent of samples with positive nuclear YAP in normal oral or oropharyngeal epithelium (n=12) and HNSC (n=27 HPV<sup>-</sup>, 17 HPV<sup>+</sup>). (d) Left: Genomic DNA extracted from tongue epithelia 10 days after transgene induction with tamoxifen and doxycycline treatment. Top three gel images show presence of transgene and internal control (ctrl) PCR products. Bottom gel image confirms *Lox<sub>p</sub>-Stop-Lox<sub>p</sub>* (LSL) recombination for *LSL-rtTA*. Lane 1 mouse tongue epithelial gDNA from a tamoxifen and doxycycline untreated mouse bearing all transgenes. NTC, no template control. Right: Schematic of oligonucleotide primer design to assay LSL excision. (e) qRT-PCR quantification of *HPV<sup>E6</sup>*, *HPV<sup>E7</sup>*, and *YAP<sup>S127A</sup>* expression in tongue epithelia 10 days after transgene induction. Boxplots show median, interquartile range (IQR), and range. (f) Immunofluorescence image of tongue epithelia from a *Krt14-CreER<sup>+</sup>LSL-rtTA<sup>+</sup>tetON\_H2B-GFP<sup>+</sup>* mouse 6 days after transgene induction showing basal localization of KRT14 and ITGA6, and nuclear expression of H2B-GFP. Nuclei are counterstained with Hoescht. Scale bars all 50 $\mu$ m. Images representative of 5 biological replicates. (g) Total number of lesions per tongue 20 days after transgene induction. Means with SEM are shown. (h) Hematoxylin and eosin (top) and pan-cytokeratin (pan-CK) IHC (bottom) stained tongue epithelia demonstrating infiltrative carcinoma in Y (left panels) and EY (right panels) mice; scale bars all 100 $\mu$ m. For panels h-k: N=14, E=11, Y=11, EY=16 mice per group. Source Data is available for panels b, c, e, and g.

**Related to Fig. 1.**

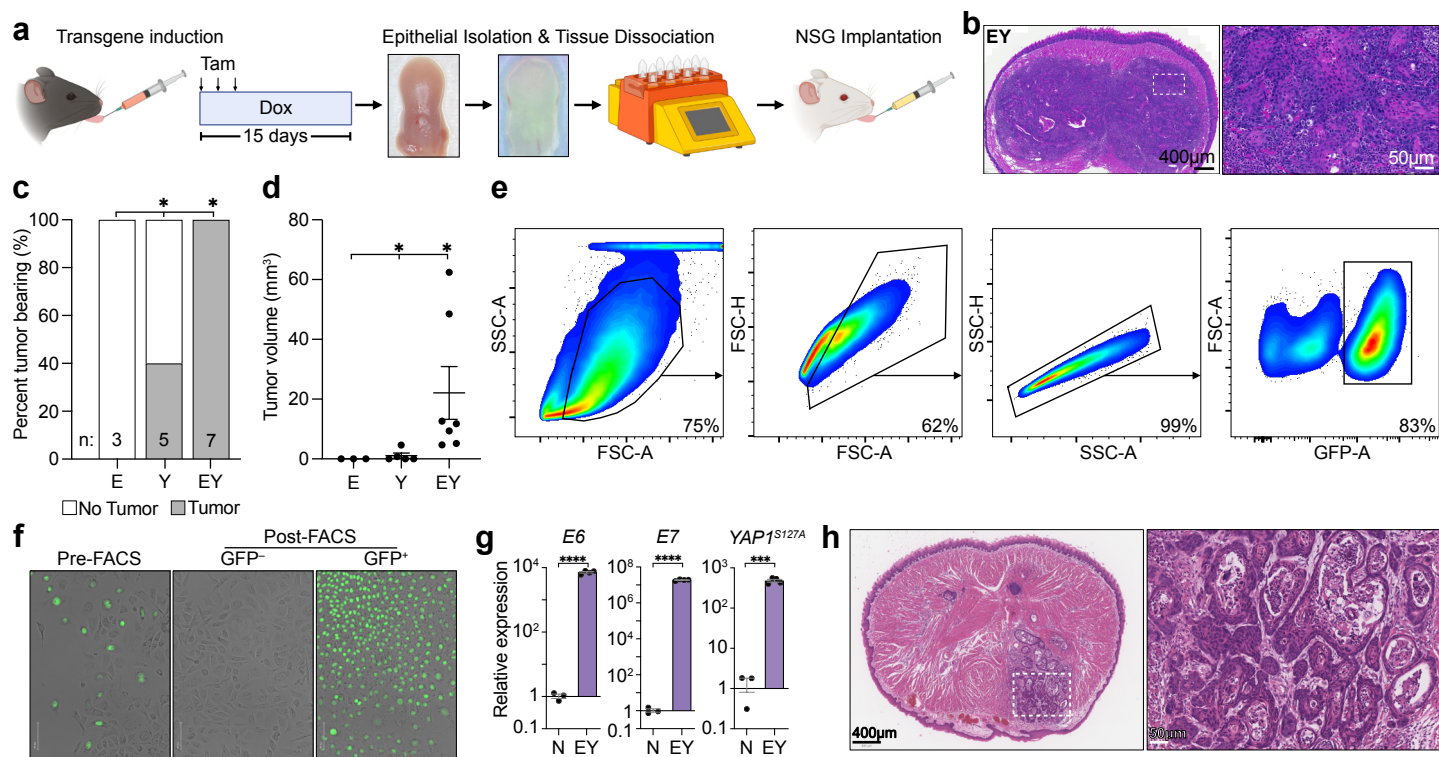

### **Supplementary Figure 2. YAP and E6-E7 activation in OEPCs induces tumor initiating cells**

(a) Experimental approach for the generation and orthotopic implantation of transgene-induced epithelial cell suspensions. Created in BioRender. Team, S. (2024) <https://BioRender.com/t46s287> (b) Representative H&E stained section of an NSG mouse tongue after orthotopic implantation with transgene-induced EY epithelial cell suspension; scale bars 400 $\mu$ m (left), 50 $\mu$ m (right). (c) Implanted tumor outgrowth frequency; n, number of orthotopically implanted unique mouse tongue epithelia. Between group comparisons were made using Fisher's exact test with Bonferroni correction. (d) Tumor volumes 10 days after implantation. Mean with SEM is shown. ANOVA with Tukey correction for multiple comparisons used for between group comparisons. (e) Gating strategy for fluorescence-activated cell sorting (FACS)-based enrichment of H2B-GFP transgene positive cells derived from EY tongue epithelium based on GFP expression. Representative flow plots of n=9 samples. (f) Representative fluorescence microscopy of primary EY cell cultures pre- and post-FACS enrichment. (g) qRT-PCR quantification of *HPV<sup>E6</sup>*, *HPV<sup>E7</sup>*, and *YAP<sup>S127A</sup>* expression in FACS-purified N and EY cell cultures. Barplots show mean and SEM. Mann-Whitney U test. (h) Representative H&E stained sections after implantation of 5,000 FACS-enriched EY cells in NSG mouse tongues; scale bars 400 $\mu$ m (left), 50 $\mu$ m (right). For all panels with asterisks denoting significance: \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001. Source Data is available for panels c, d, and g.

**Related to Fig. 1.**

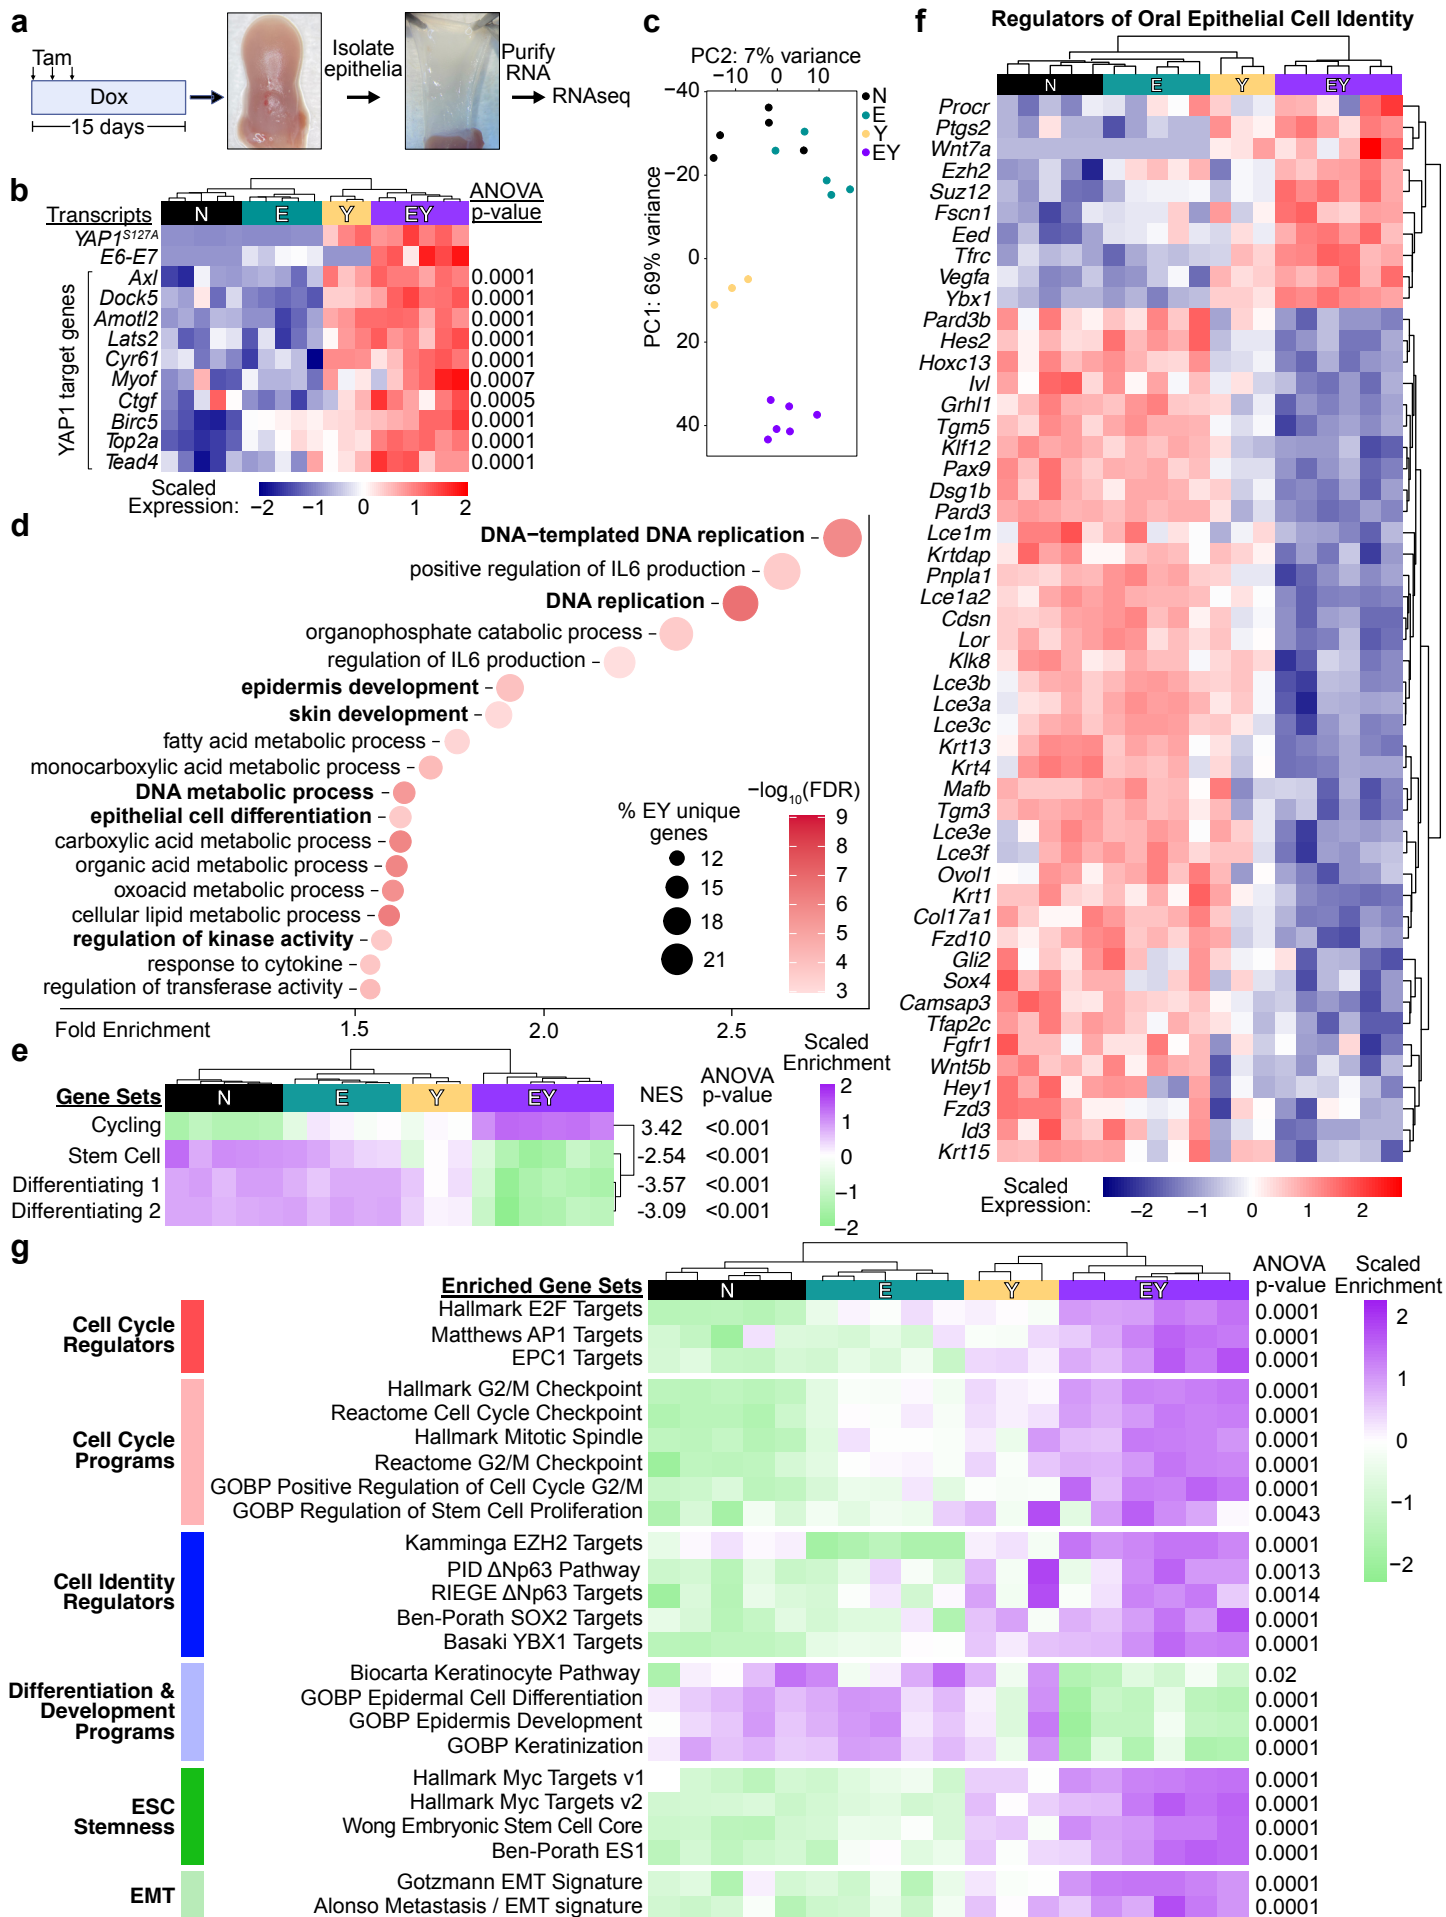

### **Supplementary Figure 3. Oncogenic transcriptional reprogramming defines YAP and E6-E7 activated epithelia**

(a) Schematic demonstrating strategy for bulk RNAseq of microdissected tongue epithelia at 15 days post-transgene induction. (b) *HPV<sup>E6E7</sup>*, *YAP<sup>S127A</sup>*, and YAP target gene expression in transgenic epithelia transcriptomes. (c) Two-dimensional principal component analysis of individual N, E, Y, and EY transcriptome profiles. (d) Enriched cellular processes among EY unique DEGs by Gene Ontology using Panther. (e) Single sample GSEA showing enrichment or depletion of oral epithelial stem cell states including Cell Cycle Progression (G1/S, G2/M); Stem Cell; and Differentiation (Diff 1 and Diff 2). These gene signatures were derived from cluster defining genes from Jones et al. See Supplementary Data 3 for gene set details. (f) Relative expression of EY-unique DEGs regulating oral epithelial cell identity. (g) Single sample GSEA for all transgenic conditions for gene signatures related to cell cycle, differentiation, stemness, and EMT. See Supplementary Data 3 for gene set details. For all data presented in this figure: N=5, E=5, Y=3, and EY=6 biological replicates. Each row in panels b, e, f, and g was analyzed by ANOVA with Tukey correction for multiple comparisons: \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

**Related to Fig. 2.**

**a** 36 hours, Epithelium Whole Mount: Basal View

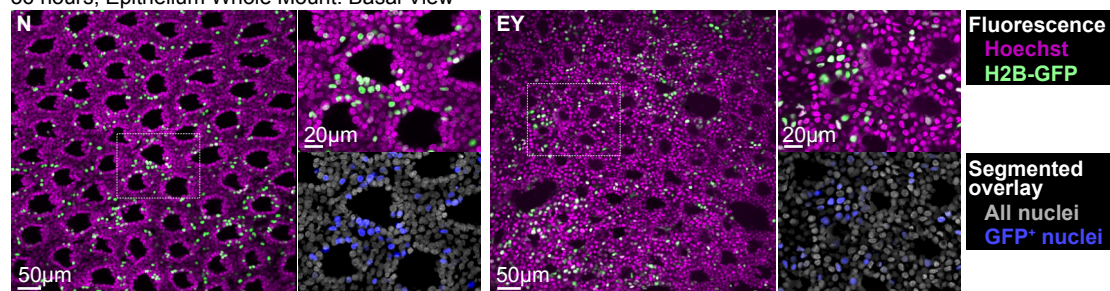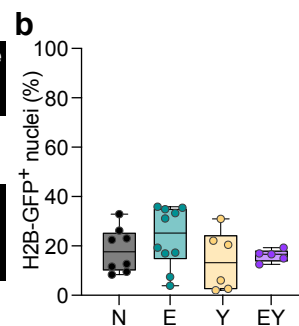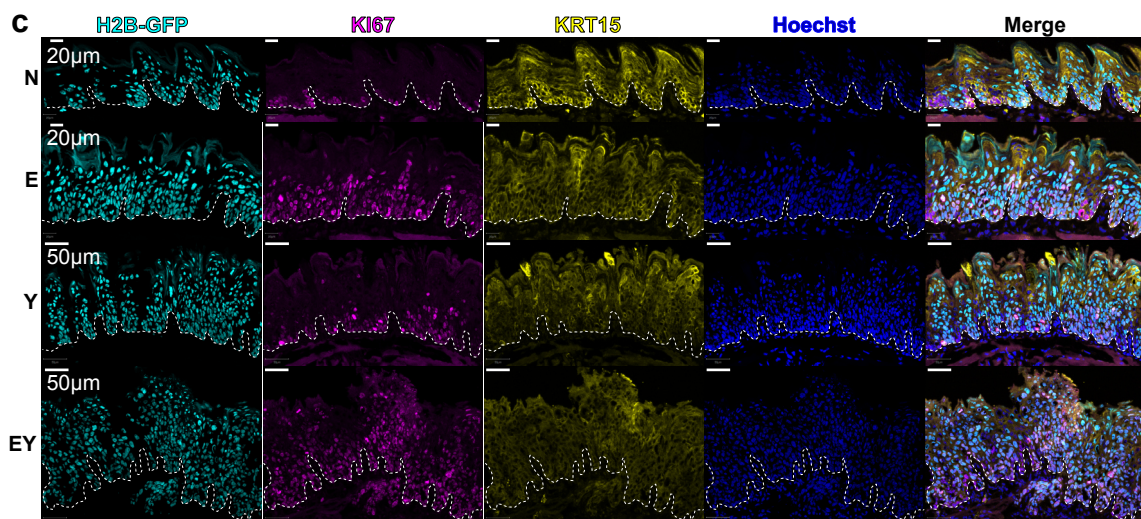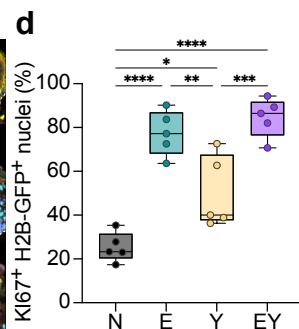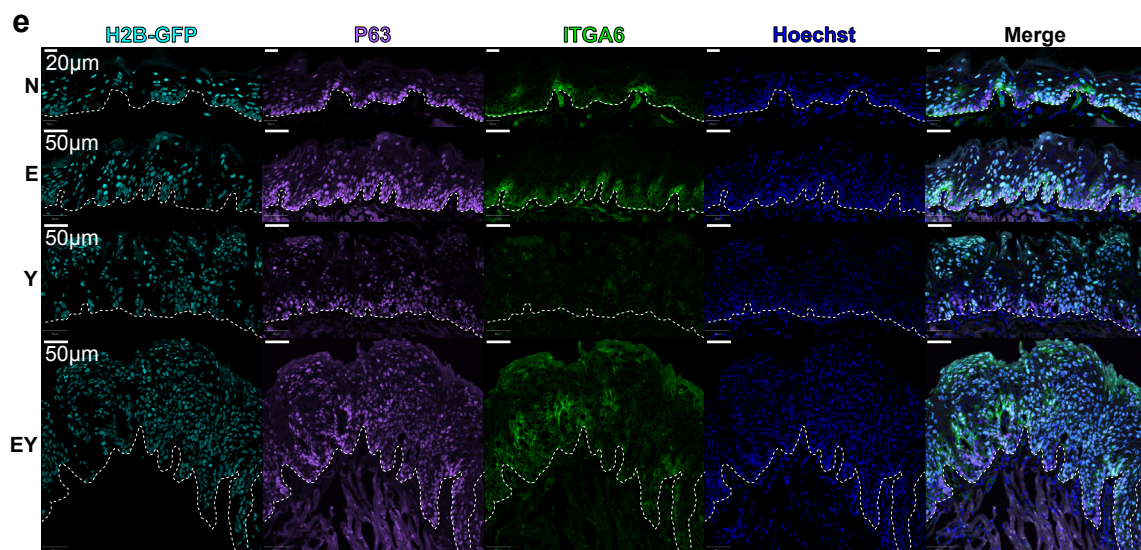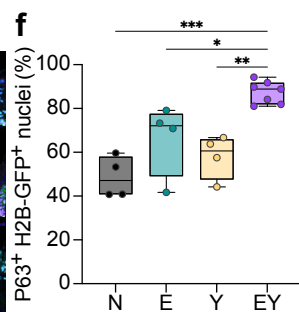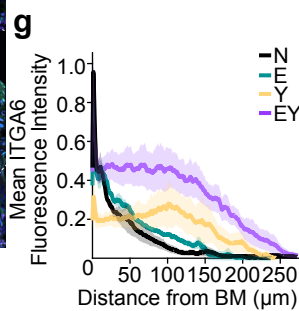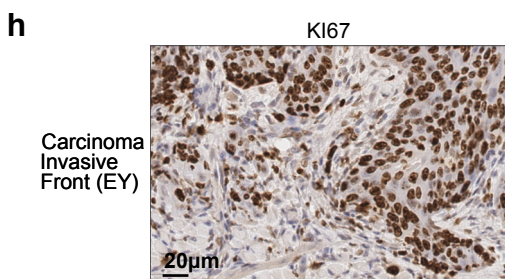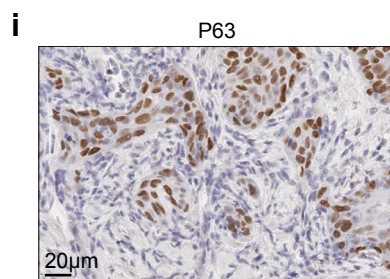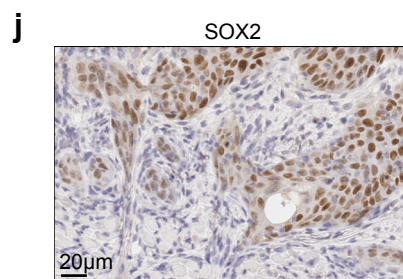

**Supplementary Figure 4. Invasive carcinoma is preceded by the expansion of a proliferative, stem-like cell population**

(a-b) Lineage tracing by fluorescent microscopy using the *H2B-GFP* reporter transgene to track and quantify GFP<sup>+</sup> nuclei. (a) Representative fluorescence images and (b) percent basal H2B-GFP<sup>+</sup> nuclei in tongue epithelial basal layer whole mounts 36 hours after transgene induction; scale bars 20 $\mu$ m (left), 50 $\mu$ m (right). (c) Representative immunofluorescence images of H2B-GFP, KI67, and KRT15 expression in tongue epithelia 15 days after transgene induction. White dashed line represents the basement membrane; scale bars 20 $\mu$ m for N and E, 50 $\mu$ m for Y and EY. (d) Related to c. Percent KI67<sup>+</sup>GFP<sup>+</sup> nuclei in tongue epithelia. (e) Representative immunofluorescence images of H2B-GFP, P63, and ITGA6 expression in tongue epithelia 15 days after transgene induction. White dashed line represents the basement membrane; scale bars 20 $\mu$ m for N, 50 $\mu$ m for E, Y and EY. (f) Related to e. Percent P63<sup>+</sup>GFP<sup>+</sup> nuclei in tongue epithelia. (g) Related to e. Quantitative spatial analysis showing normalized fluorescent intensity of ITGA6 signal from basement membrane to epidermal surface. Probability cloud shows 95% confidence interval. (h-j) Magnified images of cells at the invasive front from Fig. 2m demonstrating (h) KI67<sup>+</sup> nuclei in Fig. 2i, (i) P63<sup>+</sup> nuclei in Fig. 2k, (j) SOX2<sup>+</sup> nuclei in Fig. 2m; scale bars all 20 $\mu$ m. Panels b, d, and f were analyzed by ANOVA with Tukey correction for multiple comparisons: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . Boxplots show median, interquartile range (IQR), and range.

**Related to Fig. 2.**

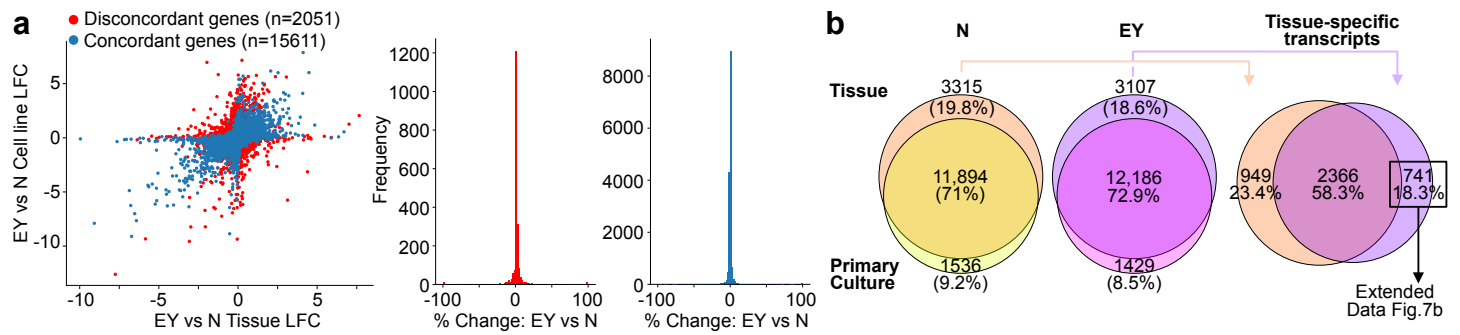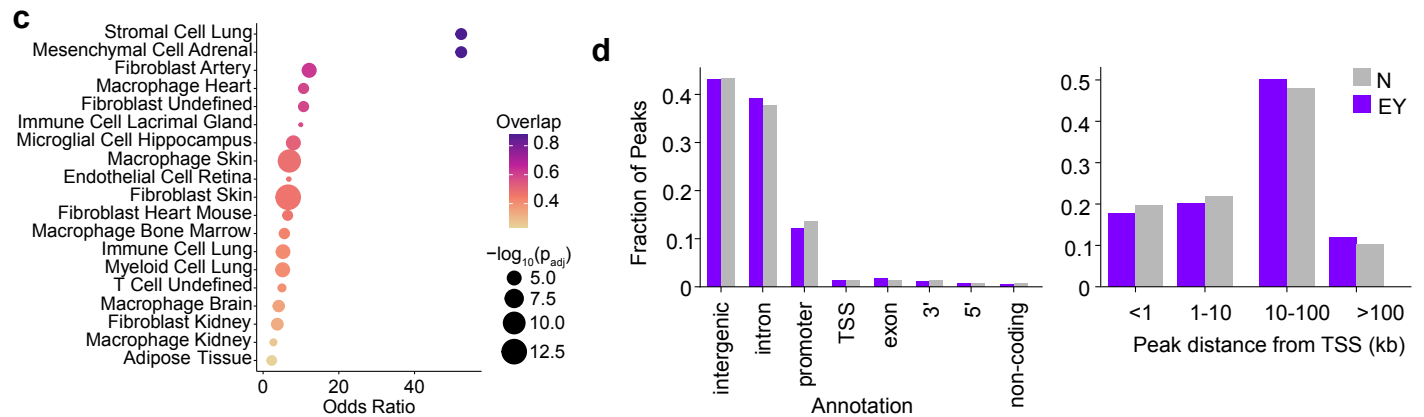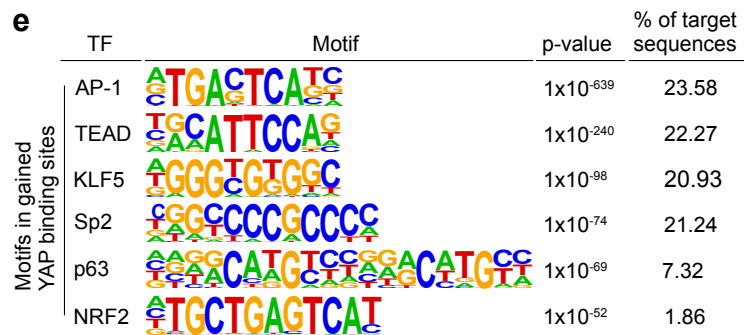

### **Supplementary Figure 5. Epigenetic reprogramming in YAP and E6-E7 activated epithelia and EY cell lines**

(a) Left: DESeq interaction model comparing genes enriched in EY compared to N tissue versus in EY compared to N primary cells. Discordant genes between epithelial tissue and cell lines are shown in red, and concordant genes (88%) in blue. Concordance threshold based on log fold difference,  $p > 0.05$ . Right: Frequency of genes with an observed difference (%) in EY versus N across EY and N tissues and cell lines. (b) Left two Venn diagrams: overlap of transcripts detected in N (left) or EY (middle) epithelial tissue (top circles) versus primary cell culture (bottom circles). Right Venn diagram: overlap of tissue-specific N or EY transcripts shows 741 transcripts unique to EY epithelial tissue. (c) Enrichr analysis of the 2366 tissue-specific transcripts detected in both N and EY tissue found in the Cell Marker 2024 library. (d) Left: Fraction of YAP CUT&Tag peaks that localize to genomic region annotations defined using HOMER. Right: Absolute distance of YAP CUT&Tag peaks to the nearest transcription start site (TSS). (e) Top transcription factor binding motifs enriched in the EYgained YAP CUT&Tag binding sites. P values were calculated using HOMER. YAP CUT&Tag: N=2, EY=4 biological replicates; RNAseq: N=4, EY=6 biological replicates.

**Related to Fig. 3.**

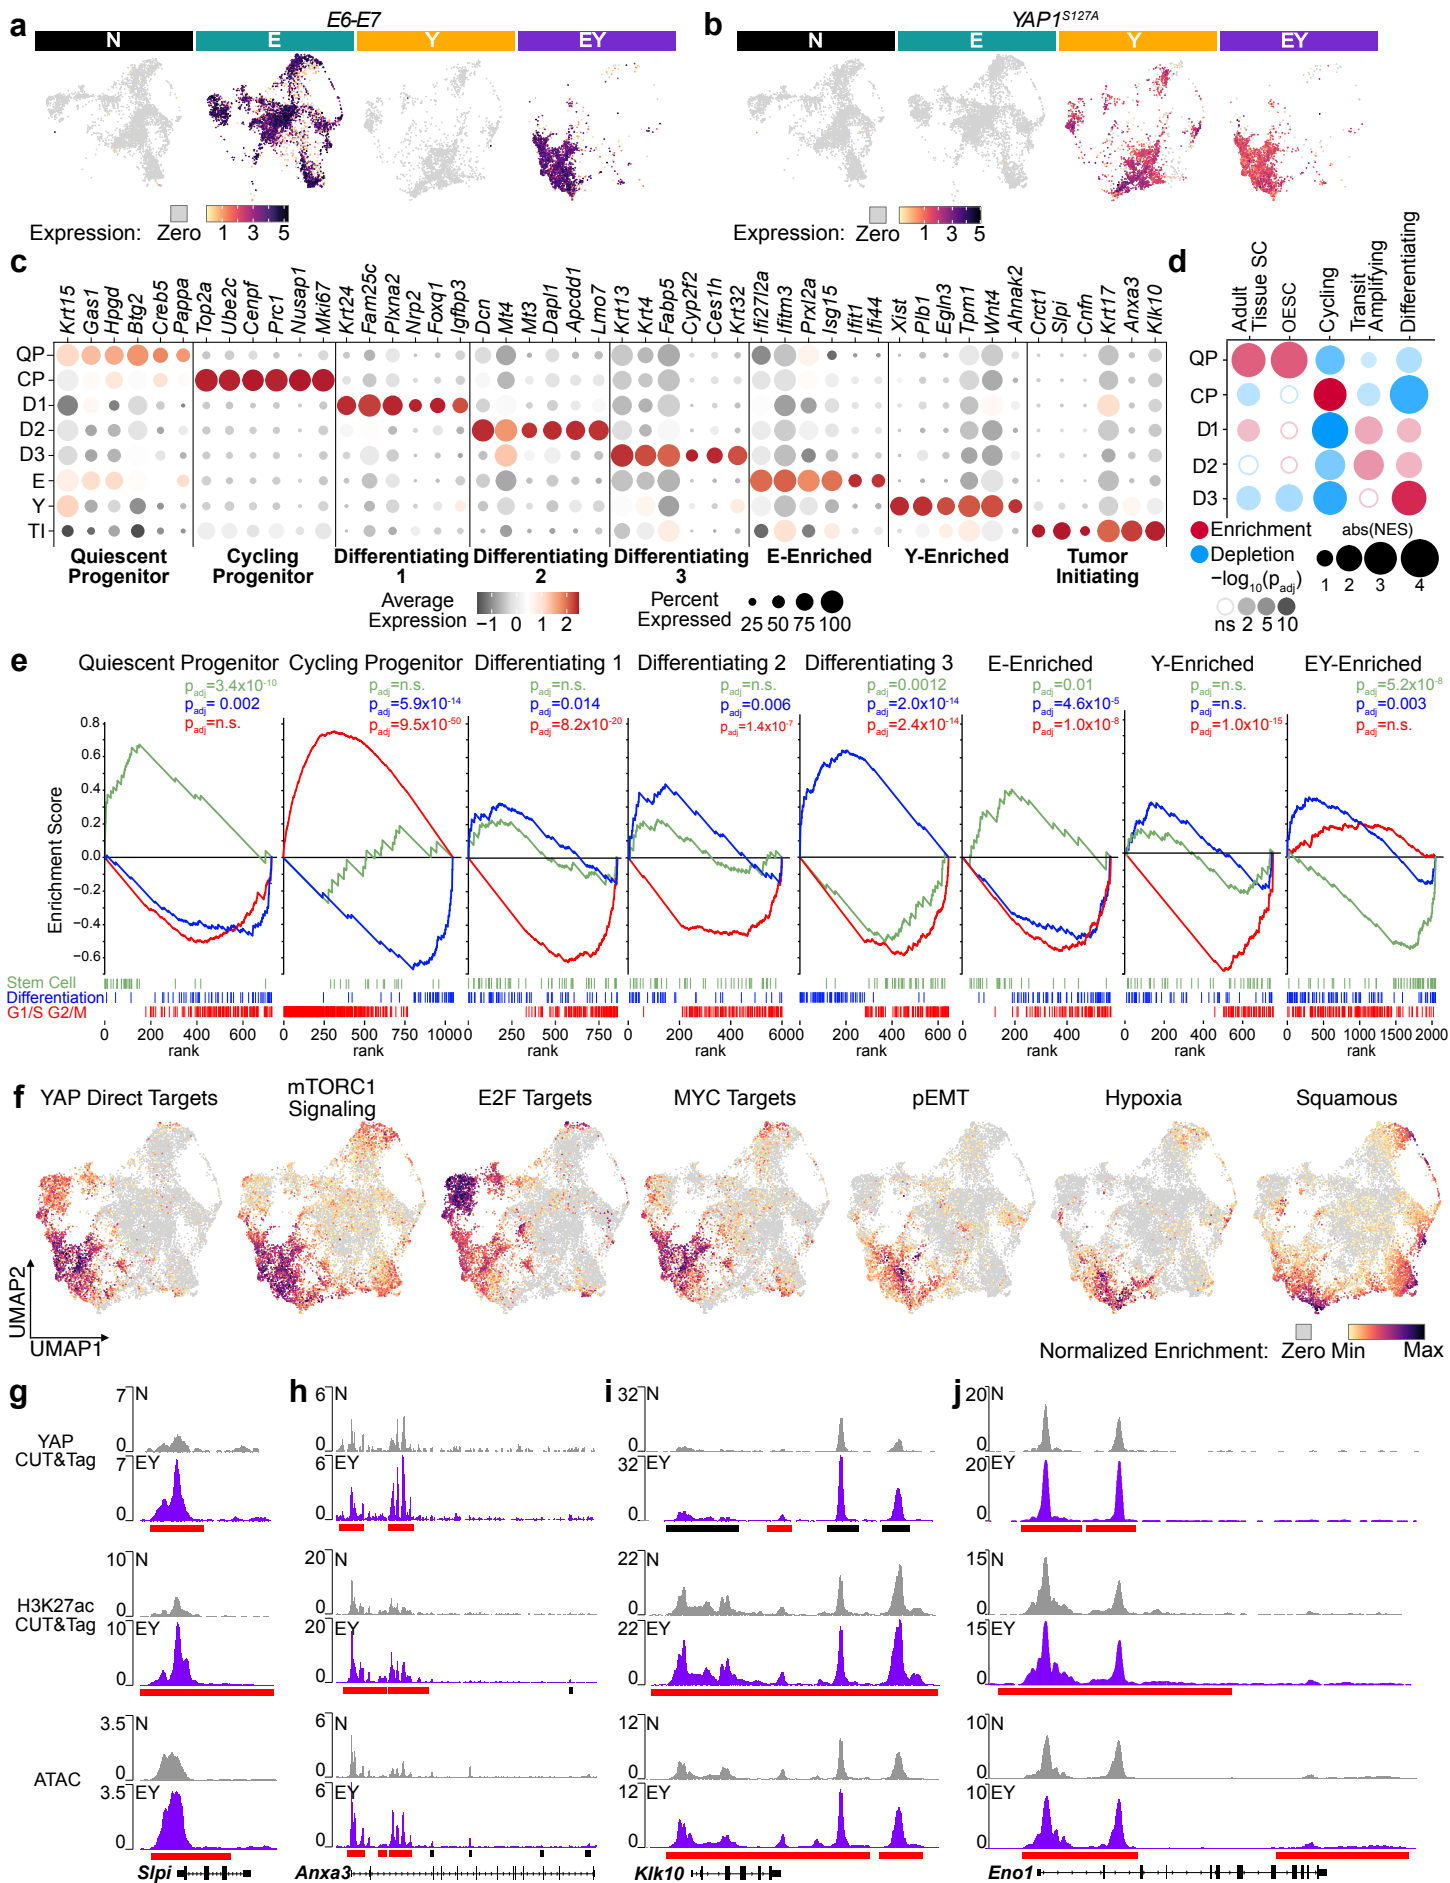

**Supplementary Figure 6. Single cell analysis of E6-E7 and YAP activated epithelial cells**

Feature plots of (a) *E6-E7* and (b) *YAP1*<sup>S127A</sup> transgene expression stratified by genotype; N=3,783, E=4,529, Y=2,311, EY=2,148 cells. (c) Expression of the top 6 cluster defining genes among epithelial cell clusters. Dot size denotes the percentage of cells within a cluster expressing each transcript and the color indicates average gene expression across all cells in each cluster. (d) GSEA of physiologic cell states across epithelial cell clusters. Circle color indicates enrichment (red) or depletion (blue). Circle size encodes the absolute value (abs) of the normalized enrichment score (NES). Circle opacity represents -log<sub>10</sub> of the adjusted p-value (padj); circles are hollow if padj>0.05. For gene set details, please see Supplementary Data 3. (e) GSEA enrichment plots for the Jones Stem Cell, Jones Differentiation, and Jones G1/S G2/M physiologic OEPC gene sets across epithelial cell clusters. (f) Feature plots showing expression of YAP Direct Target, mTORC1 Signaling, E2F Targets, MYC Targets, and the Barkley et al. recurring cancer cell state gene sets: partial epithelial to mesenchymal transition (pEMT), hypoxia, and squamous differentiation, n=12,771 cells in each UMAP (n=2 mice per group). IGV tracks of YAP CUT&Tag, H3K27ac CUT&Tag, and ATACseq peaks at the (g) *Slpi*, (h) *Anxa3*, (i) *Klk10*, and (j) *Eno1* gene loci. For panels g-j: black bars indicate significant peaks. Red bars indicate EY-gained peaks. YAP and H3K27ac CUT&Tag: N=2, EY=4 biological replicates; ATACseq: 4 biological replicates per condition.

**Related to Fig. 4.**

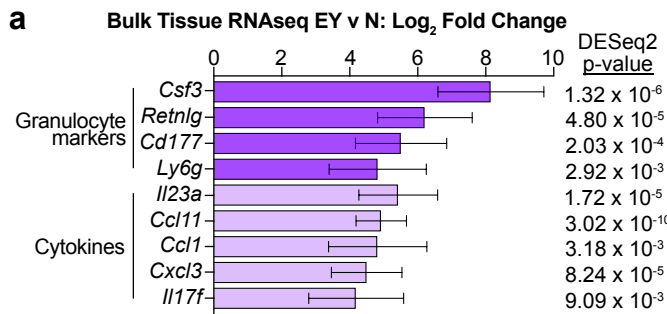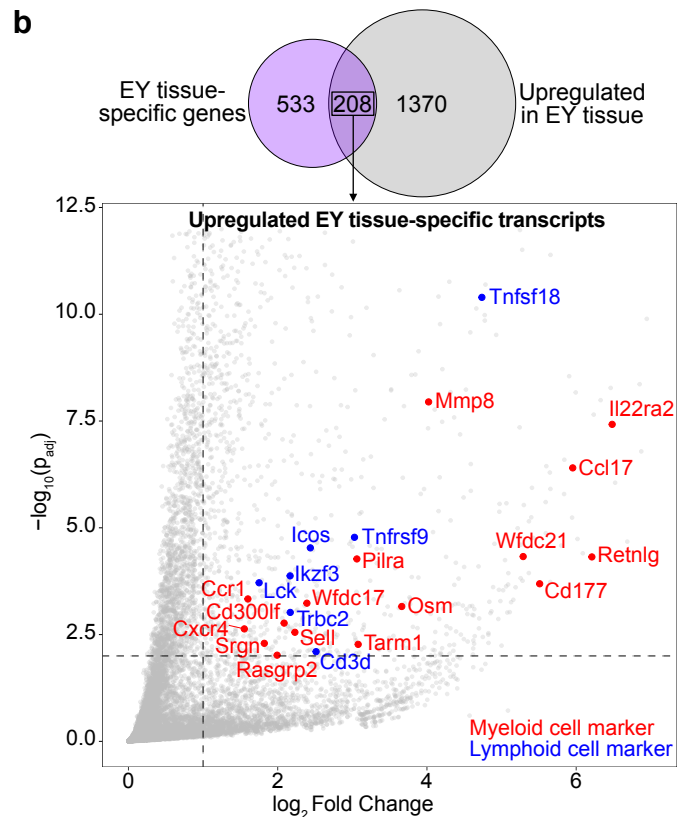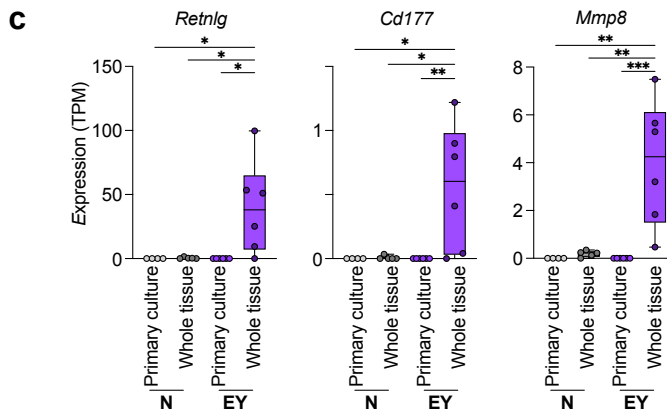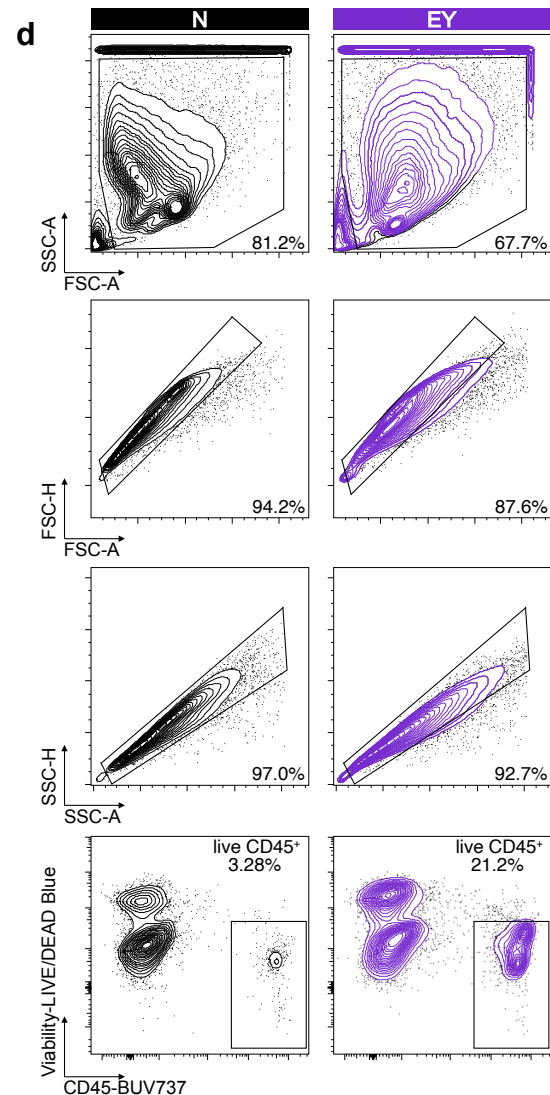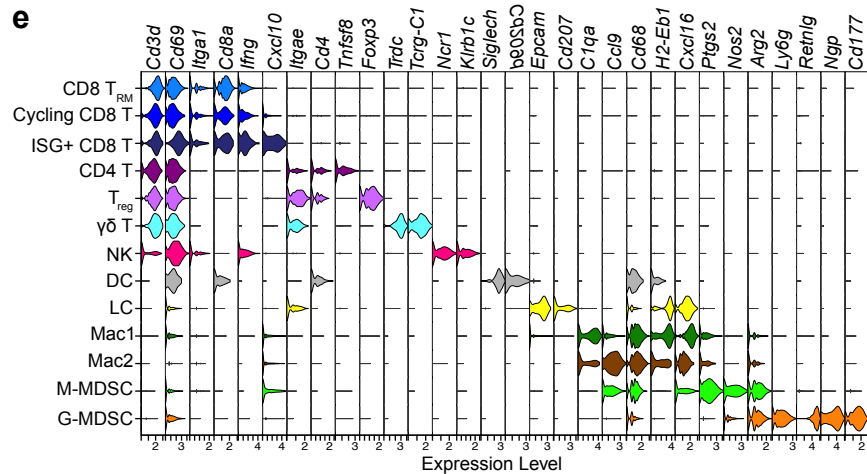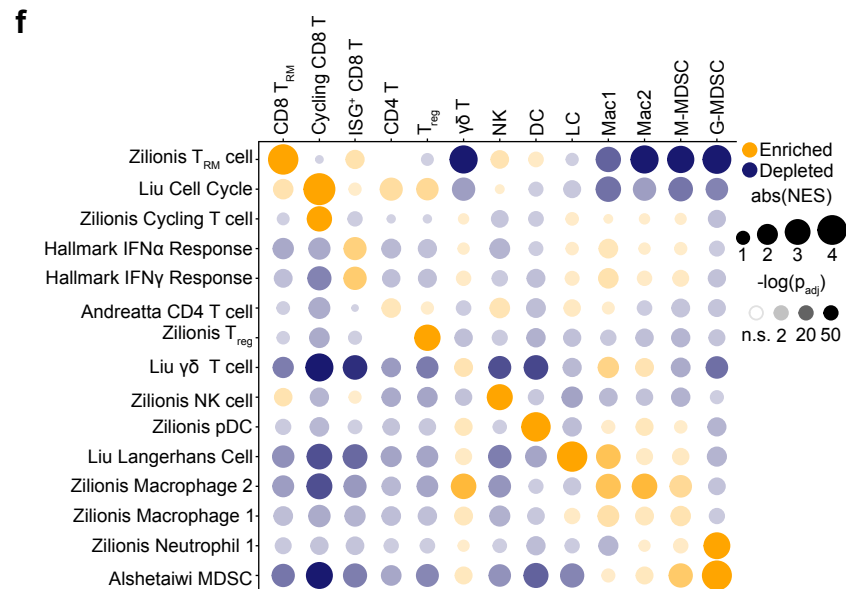

### **Supplementary Figure 7. Single cell analysis of E6-E7 and YAP polarized epithelial immune infiltrate**

(a) RNAseq data from bulk epithelia for granulocyte markers and cytokines among EY DEGs, generated using DESeq2; means with SEM are shown; N=5, EY=6 biological replicates of bulk tissue RNAseq. (b) Top: Venn diagram showing overlap of EY tissue-specific and EY upregulated genes. Bottom: Volcano plot of epithelial bulk RNAseq data comparing EY vs N highlighting EY upregulated tissue-specific genes. Myeloid cell associated genes enriched in EY epithelial tissue are shown in red and lymphoid cell associated genes enriched in EY epithelial tissue are shown in blue; N=5, EY=6 of bulk tissue RNAseq. (c) Bulk RNAseq expression in transcripts per million (TPM) of the EY upregulated tissue-specific myeloid cell markers, *Retnlg*, *Cd177*, and *Mmp8*, across N and EY epithelial tissue (N=5, EY=6) and primary cells (N=4, EY=6). Boxplots show median, interquartile range, and range. One-way ANOVA with Tukey correction for multiple comparisons. (d) Gating strategy used to identify viable CD45<sup>+</sup> cells in transgene-induced tongue epithelia; related to Figure 5a; from days 0-15: N=5, 3, 10, and 21 mice; E=5, 5, 11, and 21 mice; Y=4, 3, 8, and 17 mice; EY=3, 1, 9, and 16 mice. (e) Expression of select cell type defining genes among scRNAseq immune clusters. (f) Dot Plot demonstrating GSEA of published cell-type defining gene lists across immune cell types. Dot color indicates enrichment (Orange) or depletion (Blue). Dot size represents the absolute value of the normalized enrichment score (NES). Dot opacity represents  $-\log_{10}$  of the adjusted p-value. For gene set details, please see Supplementary Data 3.

**Related to Fig. 5.**

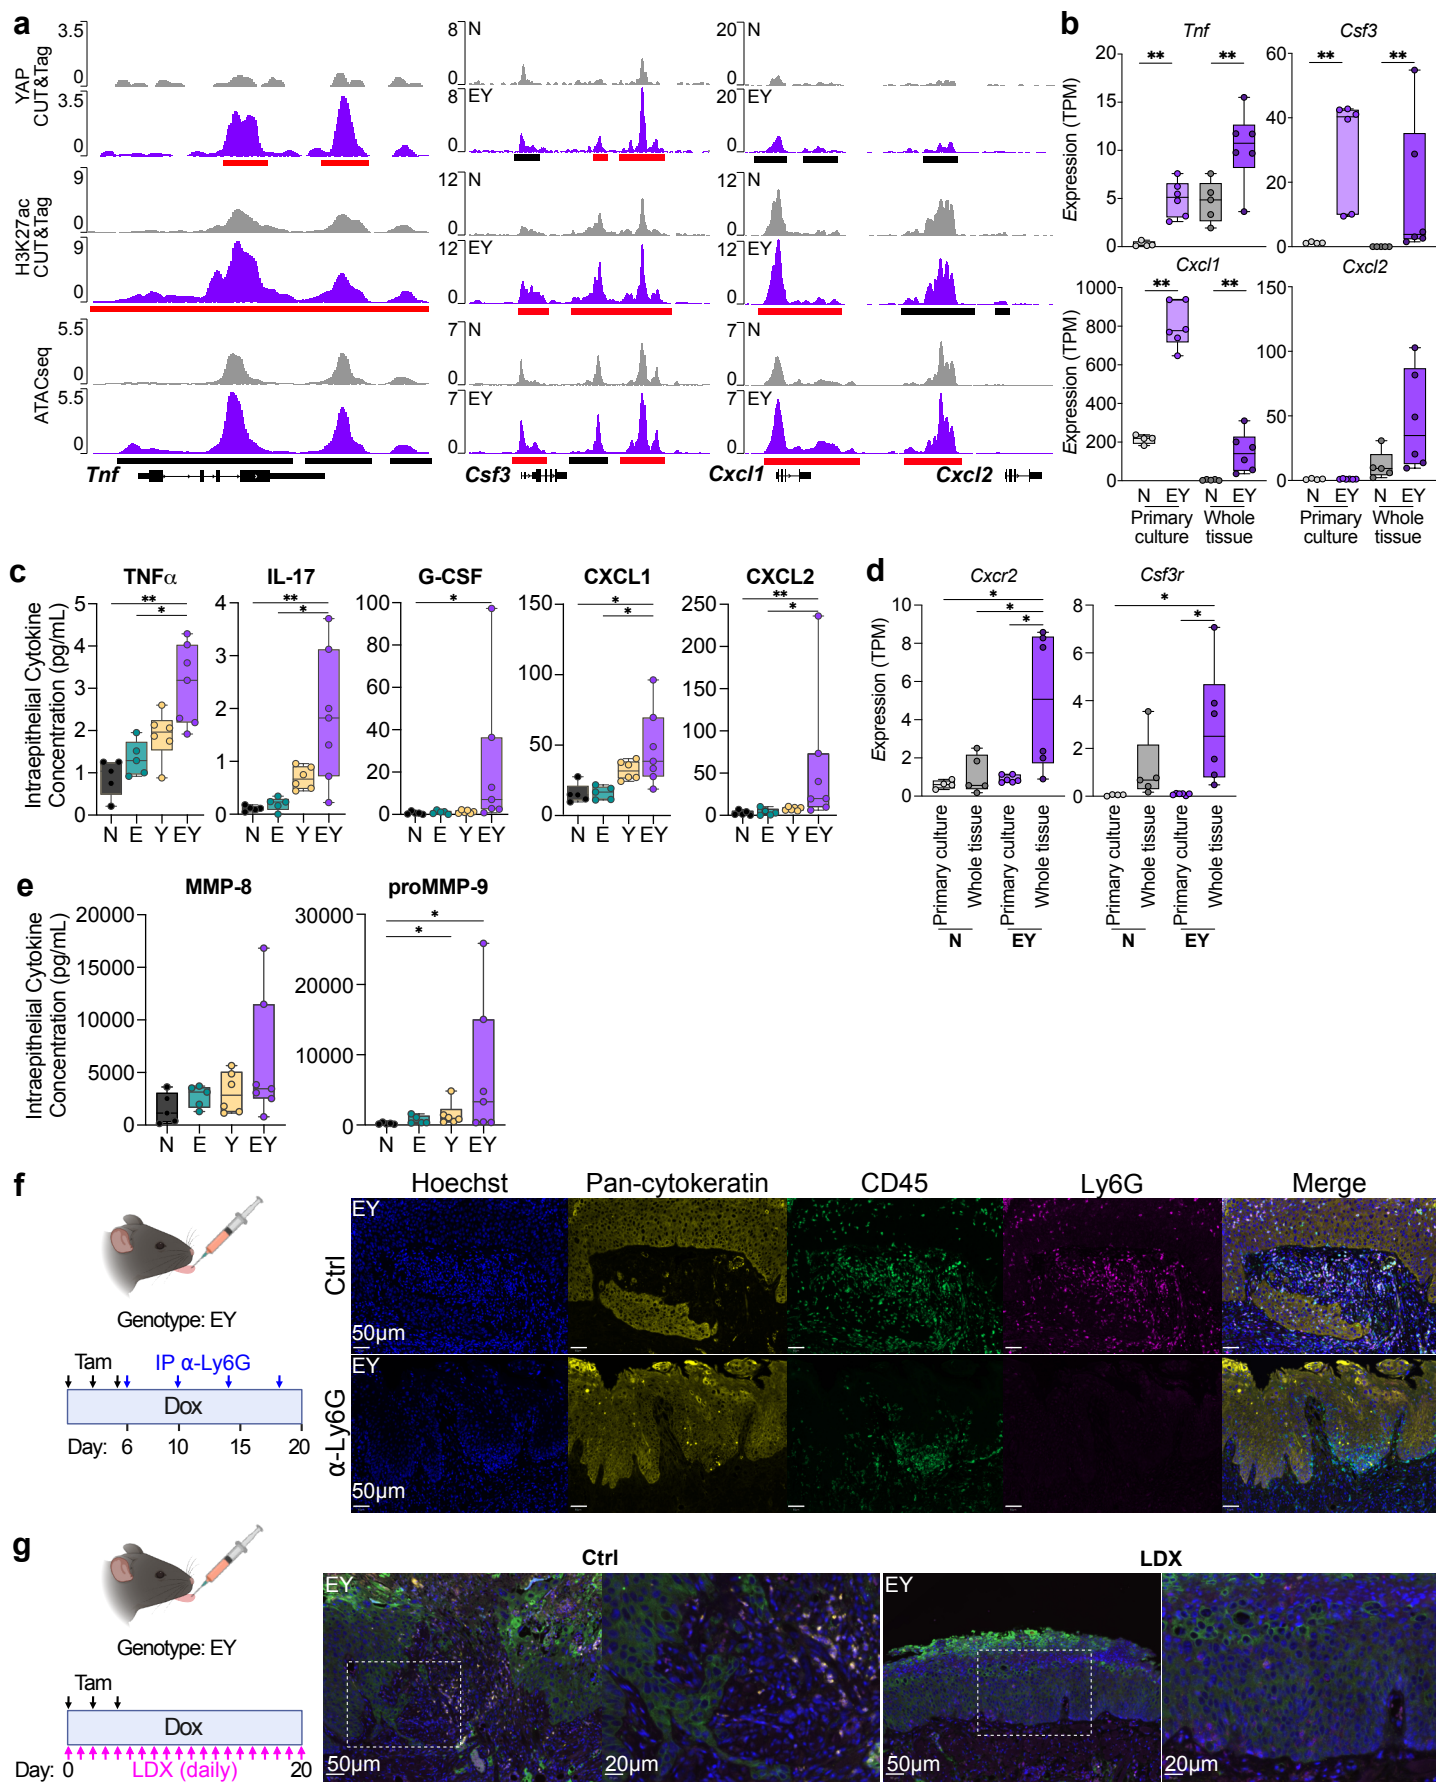

### Supplementary Figure 8.

(a) IGV tracks of YAP CUT&Tag, H3K27ac CUT&Tag, and ATACseq peaks at the *Tnf*, *Csf3*, *Cxcl1*, *Cxcl2* gene loci. Black bars indicate significant peaks. Red bars indicate EY-gained peaks. YAP and H3K27ac CUT&Tag: N=2, EY=4 biological replicates; ATACseq: 4 biological replicates per condition. (b) Bulk RNAseq expression in TPM of *Tnf*, *Csf3*, *Cxcl1*, *Cxcl2* across N and EY epithelial tissue (N=5, EY=6) and primary cells (N=4, EY=6). (c) G-CSF, IL-17, TNF $\alpha$ , CXCL1, and CXCL2 protein abundance by cytokine array in epithelial lysates from N, E, Y, and EY mice 15 days after transgene induction; N=5, E=5, Y=6, EY=7 lysates from mouse tongue epithelia. (d) Bulk RNAseq expression in TPM of *Cxcr2*, *Csf3r* across N and EY epithelial tissue (N=5, EY=6) and primary cells (N=4, EY=6). (e) MMP8 and pro-MMP9 protein abundance by cytokine array in epithelial lysates from N, E, Y, and EY mice 15 days after transgene induction; N=5, E=5, Y=6, EY=7 lysates from mouse tongue epithelia. (f) Left: Experimental approach for depletion of LY6G<sup>+</sup> G-MDSCs in transgene induced EY mice. 

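Of the receptors shown in panel d, Cxcr2 was at 1.13 ± 0.998 TPM (SD, n = 5) in N and 4.98 ± 3.58 (n = 6) in EY epithelial tissue, a log2 fold change of 2.07 (standard error 0.67, adjusted p = 0.0197). Csf3r was at 1.12 ± 1.38 TPM in N and 2.89 ± 2.46 in EY, a log2 fold change of 1.40 (standard error 0.87, adjusted p = 0.214). Neither receptor passed an adjusted p of 0.01, and the cultured cells were not analysed here.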

Right: Representative images of CD45<sup>+</sup> and Ly6G<sup>+</sup> immune infiltrates in EY mouse tongue epithelia 20 days after transgene induction after treatment with vehicle (top, n=11) or anti-Ly6G depleting antibody (bottom, n=9); scale bars all 50 $\mu$ m (g) Left: Experimental approach for treatment with CXCR1/2 dual inhibitor ladarixin in transgene induced EY mice. Right: Representative images of CD45<sup>+</sup> and Ly6G<sup>+</sup> immune infiltrates in EY mouse tongue epithelia 20 days after transgene induction after treatment with vehicle (Left, n=23) or ladarixin (Right, n=12); scale bars 50 $\mu$ m (main image) and 20 $\mu$ m (inset). Panels b-e were analyzed by ANOVA with Tukey correction for multiple comparisons. Boxplots show median, interquartile range (IQR), and range. \*p<0.05, \*\*p<0.01. Panels f,g were created in BioRender. Team, S. (2024) <https://BioRender.com/u67h199>.

**Related to Fig. 5.**

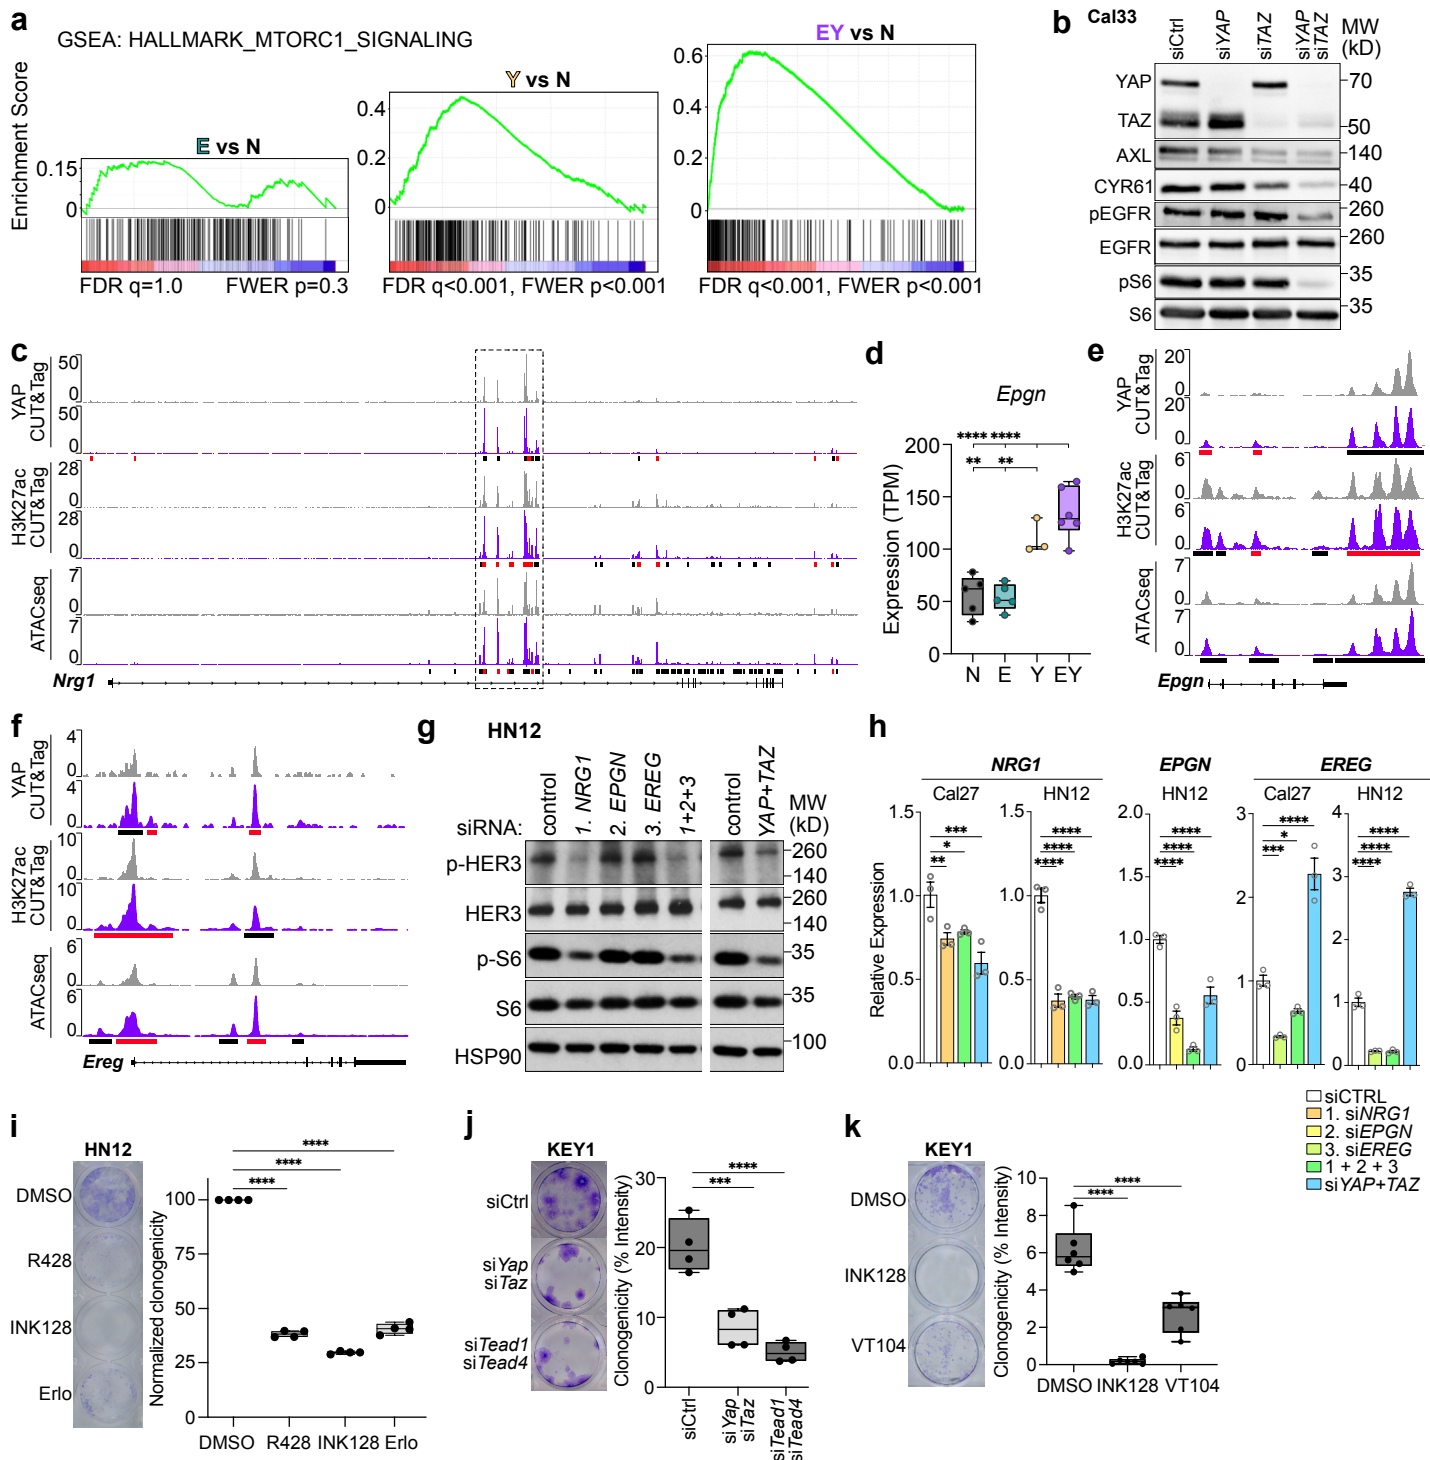

### Supplementary Figure 9. YAP-mediated transcriptional activation of mTOR signaling

(a) GSEA enrichment plots for the HALLMARK\_MTORC1\_SIGNALING gene set for E-, Y-, and EY differentially expressed genes compared to N; N=5, E=5, Y=3, EY=6 biological replicates (b) Western blot showing effect of siRNA-mediated knockdown of YAP, TAZ, and AXL on YAP target gene (AXL, CYR61) and phospho-EGFR and phospho-S6 ribosomal protein abundance in Cal33 cells. (c) IGV tracks of YAP CUT&Tag, H3K27ac CUT&Tag, and ATACseq peaks at the *Nrg1* gene locus. Dotted line box indicates segment displayed in Fig. 6f. (d) *Epgn* expression in transgenic tongue epithelia by RNAseq. IGV tracks of YAP CUT&Tag, H3K27ac CUT&Tag, and ATACseq peaks at (e) *Epgn* and (f) *Ereg* gene loci. YAP and H3K27ac CUT&Tag: N=2, EY=4 biological replicates; ATACseq: 4 biological replicates per condition. (g) Phospho- and total HER3 and S6 expression in HN12 whole cell lysate following siRNA-mediated knockdown of *NRG1*, *EREG*, *EPGN*. (h) *NRG1*, *EREG*, *EPGN* transcript expression in Cal27 and HN12 cells following siRNA-mediated knockdown of *NRG1*, *EREG*, *EPGN*, *YAP*, or *TAZ*; 3 biological replicates per condition. Mean with standard error of the mean; ANOVA with Tukey correction for multiple comparisons. (i) Representative wells (left) and quantification (right) of clonogenic assays in HN12 cells treated with DMSO, R428, INK128, or Erlotinib (Erlo); 4 biological replicates per condition. (j) Representative wells (left) and quantification (right) of clonogenic assays in EY primary cells treated with siRNA targeting, *YAP+TAZ* or *TEAD1+TEAD4*; 4 biological replicates per condition. (k) Representative wells (left) and quantification (right) of clonogenic assays in EY primary cells treated with mTOR inhibitor rapamycin or YAP-TEAD inhibitor VT104; 6 biological replicates per condition. For panels c, e, f black bars indicate significant peaks. Red bars indicate EY-gained peaks. For panels d, i, j, k boxplots show median, interquartile range (IQR), and range; ANOVA with Tukey correction for multiple comparisons. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

**Related to Fig. 6.**

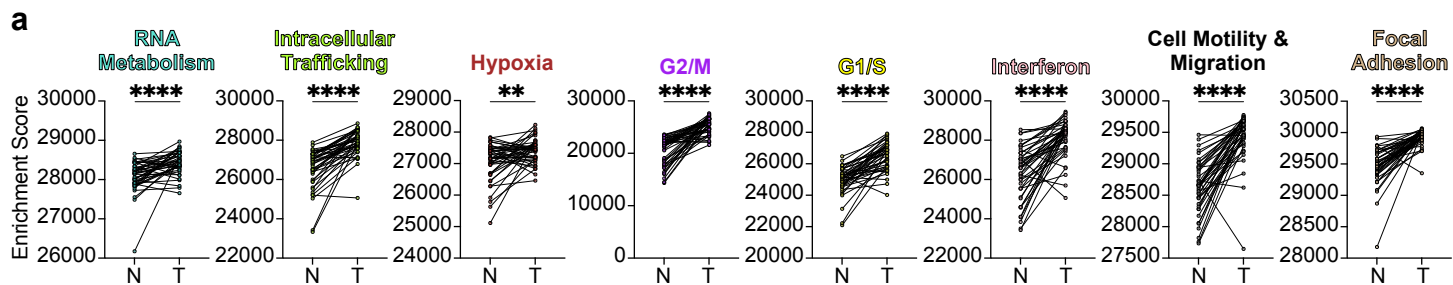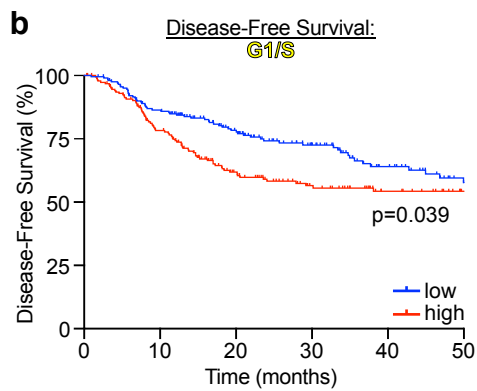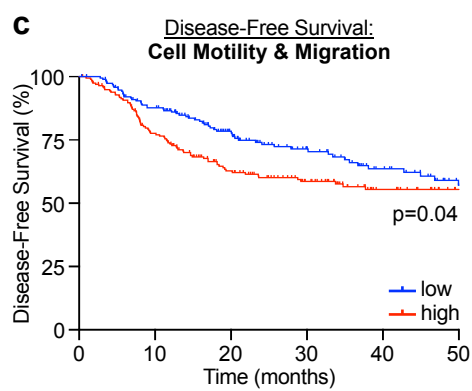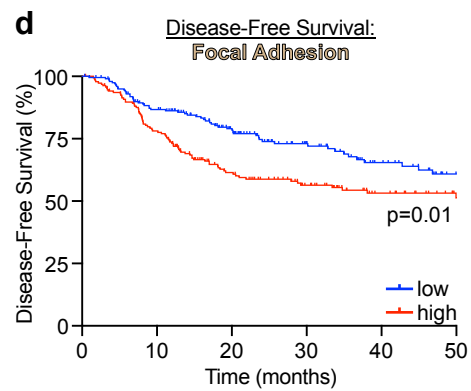

**Supplementary Figure 10. TI cell programs are enriched in HNSC and associated with disease-free survival**

(a) EY-module enrichment in malignant tumors (T) compared to matched normal solid tissues (N) by single sample GSEA among subjects in TCGA-HNSC cohort (n=43 subjects with matched T and N samples). Two-tailed paired T-test: \*\*p<0.01, \*\*\*\*p<0.0001. (b-d) Kaplan-Meier plots for disease-free survival (n=393) among TCGA-HNSC subjects stratified by greater than (red) or less than (blue) median enrichment for the (b) G1/S, (c) pEMT, and (d) Focal Adhesion EY-modules.

**Related to Fig. 7.**

## REAGENT TABLES

### Transgene sequence: HPV16<sup>E6-E7</sup>

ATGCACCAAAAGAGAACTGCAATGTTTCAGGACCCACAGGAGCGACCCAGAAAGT  
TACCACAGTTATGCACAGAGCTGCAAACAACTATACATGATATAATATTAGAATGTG  
TGTA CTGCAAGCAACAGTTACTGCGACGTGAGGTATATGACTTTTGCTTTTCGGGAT  
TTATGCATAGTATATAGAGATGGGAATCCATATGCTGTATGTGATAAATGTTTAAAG  
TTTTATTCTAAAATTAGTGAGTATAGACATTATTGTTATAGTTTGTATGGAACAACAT  
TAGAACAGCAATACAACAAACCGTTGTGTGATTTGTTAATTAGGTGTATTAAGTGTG  
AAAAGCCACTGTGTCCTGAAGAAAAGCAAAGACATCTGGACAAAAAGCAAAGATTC  
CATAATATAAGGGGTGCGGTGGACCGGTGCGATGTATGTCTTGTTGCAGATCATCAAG  
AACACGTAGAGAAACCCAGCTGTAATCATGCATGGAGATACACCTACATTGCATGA  
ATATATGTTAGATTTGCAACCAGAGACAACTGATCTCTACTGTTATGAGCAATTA  
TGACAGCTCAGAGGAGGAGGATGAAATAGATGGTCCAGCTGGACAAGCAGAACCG  
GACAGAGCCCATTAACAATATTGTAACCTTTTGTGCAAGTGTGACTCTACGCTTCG  
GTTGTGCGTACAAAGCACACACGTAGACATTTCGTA CTTTGGAAGACCTGTTAATGG  
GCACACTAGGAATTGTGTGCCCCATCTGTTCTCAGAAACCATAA

### Transgene sequence: YAP1<sup>S127A</sup> (**S127A codon underlined and in bold**)

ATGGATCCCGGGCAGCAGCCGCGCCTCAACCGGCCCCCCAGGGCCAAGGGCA  
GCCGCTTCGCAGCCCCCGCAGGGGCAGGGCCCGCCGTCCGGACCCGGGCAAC  
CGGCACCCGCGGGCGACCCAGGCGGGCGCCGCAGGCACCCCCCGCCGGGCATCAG  
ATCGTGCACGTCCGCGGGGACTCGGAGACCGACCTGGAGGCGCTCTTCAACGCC  
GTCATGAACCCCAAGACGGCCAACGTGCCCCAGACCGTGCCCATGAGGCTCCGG  
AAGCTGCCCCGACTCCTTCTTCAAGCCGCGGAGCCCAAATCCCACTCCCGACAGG  
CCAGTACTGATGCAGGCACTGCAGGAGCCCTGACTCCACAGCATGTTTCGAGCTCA  
**TgCC**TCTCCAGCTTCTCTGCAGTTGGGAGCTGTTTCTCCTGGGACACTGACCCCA  
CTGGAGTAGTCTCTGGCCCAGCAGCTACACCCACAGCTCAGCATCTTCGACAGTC  
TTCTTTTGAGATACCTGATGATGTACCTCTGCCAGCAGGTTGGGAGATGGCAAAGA  
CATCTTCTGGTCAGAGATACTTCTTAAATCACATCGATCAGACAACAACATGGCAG  
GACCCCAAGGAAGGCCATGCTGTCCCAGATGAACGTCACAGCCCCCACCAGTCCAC  
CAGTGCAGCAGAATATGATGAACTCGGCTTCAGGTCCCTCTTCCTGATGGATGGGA  
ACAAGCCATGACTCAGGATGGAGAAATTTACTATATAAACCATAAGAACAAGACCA  
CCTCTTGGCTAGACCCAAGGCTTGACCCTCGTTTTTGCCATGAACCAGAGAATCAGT  
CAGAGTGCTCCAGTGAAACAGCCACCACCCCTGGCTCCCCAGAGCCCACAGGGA  
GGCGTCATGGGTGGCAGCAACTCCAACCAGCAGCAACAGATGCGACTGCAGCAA  
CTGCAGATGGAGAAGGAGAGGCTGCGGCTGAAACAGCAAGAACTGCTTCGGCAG  
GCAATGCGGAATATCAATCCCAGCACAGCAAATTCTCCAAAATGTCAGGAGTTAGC  
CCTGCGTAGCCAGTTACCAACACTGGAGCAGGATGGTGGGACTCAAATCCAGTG  
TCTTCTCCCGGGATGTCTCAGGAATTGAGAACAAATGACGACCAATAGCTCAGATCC  
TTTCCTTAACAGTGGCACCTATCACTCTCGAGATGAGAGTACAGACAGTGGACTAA  
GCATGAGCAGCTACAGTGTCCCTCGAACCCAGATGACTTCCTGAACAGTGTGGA  
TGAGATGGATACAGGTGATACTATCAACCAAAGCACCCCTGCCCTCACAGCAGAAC  
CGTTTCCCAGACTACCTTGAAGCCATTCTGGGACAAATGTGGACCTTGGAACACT  
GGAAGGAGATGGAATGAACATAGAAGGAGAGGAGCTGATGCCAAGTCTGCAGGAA  
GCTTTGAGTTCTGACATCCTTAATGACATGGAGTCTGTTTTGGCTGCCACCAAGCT  
AGATAAAGAAAGCTTTCTTACATGGTTA

### Genotyping PCR primers

| Oligo name   | Sequence                   | Description | Amplicon Size                          |
|--------------|----------------------------|-------------|----------------------------------------|
| K14CreERT_F  | CGCATCCCTTTCCAATTTAC       |             | 169bp                                  |
| K14CreERT_R  | GGGTCCATGGTGATACAAGG       |             |                                        |
| Col1_wt_F    | TCCCTCACTTCTCATCCAGATATT   |             |                                        |
| Col1_wt_R    | AGTCTTGGATACTCCGTGACCATA   | wt:         | 1092 bp                                |
| Col_mut_R    | GGACAGGATAAGTATGACATCATCAA | mutant:     | 480 bp ( <i>YAP1<sup>S127A</sup></i> ) |
| Trp53_F      | CTTGGAGACATAGCCACACTG      | Internal    |                                        |
| Trp53_R      | TTACACATCCAGCCTCTGTGG      | Control     | 166 bp                                 |
| Il2_F        | CTAGGCCACAGAATTGAAAGATCT   | Internal    | 324 bp                                 |
| Il2_R        | GTAGGTGGAAATTCTAGCATCATCC  | Control     |                                        |
| HPV16-E67_F2 | CTGAGAACAGATGGGGCACA       |             | 201 bp                                 |
| HPV16-E67_R2 | GACAGCTCAGAGGAGGAGGA       |             |                                        |
| rtTA_F       | TGCCAACAAGGTTTTTCACTAGAGA  |             | 90 bp                                  |
| rtTA_R       | CTCTTGATCTTCCAATACGCAACCTA |             |                                        |
| H2B-GFP-F    | GCTCGTTTAGTGAACCGTCAG      |             | 250 bp                                 |
| H2B-GFP-R    | GACTGTGTCTGATTTCC          |             |                                        |
| Ctrl_F       | AGTGGCCTCTTCCAGAAATGTGC    | Internal    | 521 bp                                 |
| Ctrl_R       | TCTTCTGCGCCTTAGTCACC       | Control     |                                        |

### LoxP–STOP–LoxP excision assay PCR primers

| Oligo name         | Sequence              | Amplicon Size | Description |
|--------------------|-----------------------|---------------|-------------|
| LSL_link_pA_F1     | GCCTGAAGAACGAGATCAGC  | 1.5 kb        | Intact      |
| LSL_link_recomb_F1 | CAAACCTCTTCGCGGTCTTTC | 400 bp        | Recombined  |
| LSL_link_rtTA_R2   | AAAATCTTGCCAGCTTTCCCC |               |             |

### RT-qPCR primers

| Oligo name       | Sequence                | Amplicon Size | Description                                   |
|------------------|-------------------------|---------------|-----------------------------------------------|
| hsaYAP1_qPCR_F1  | TAGCCCTGCGTAGCCAGTTA    | 177 bp        | Transgene specific<br>Tang et al.             |
| hsaYAP1_qPCR_R1  | TCATGCTTAGTCCACTGTCTGT  |               |                                               |
| HPV16_E6_qPCR_F1 | AATGTTTCAGGACCCACAGG    | 107 bp        | Bordigoni et al.                              |
| HPV16_E6_qPCR_R1 | GTTGCTTGCAGTACACACATTC  |               |                                               |
| HPV16_E7_qPCR_F1 | TCAGAGGAGGAGGATGAAATAGA | 111 bp        |                                               |
| HPV16_E7_qPCR_R1 | GCACAACCGAAGCGTAGA      |               |                                               |
| mmuPpia_qPCR_F1  | GAGCTGTTTGCAGACAAAGTTC  | 125 bp        | PrimerBank<br>validated oligos                |
| mmuPpia_qPCR_R1  | CCCTGGCACATGAATCCTGG    |               |                                               |
| hEPGN_fwd        | ATGGCTTTGGGAGTTCCAATATC | 123 bp        | PrimerBank<br>validated oligos                |
| hEPGN_rev        | TCCTTCTATGTTGTCAGCTTGC  |               |                                               |
| hEREG-2_fwd      | GGACAGTGCATCTATCTGGTGG  | 102 bp        | Used to validate<br>EGFR ligand<br>knockdown. |
| hEREG-2_rev      | TTGGTGGACGGTTAAAAAGAAGT |               |                                               |
| hNRG1-2_fwd      | CGGTGTCCATGCCTTCCAT     | 160 bp        |                                               |
| hNRG1-2_rev      | GGGAGGCTGTTACTGTCATGC   |               |                                               |

### siRNAs

| Name   | Description        | Supplier             | Catalog number   | Sequence             |
|--------|--------------------|----------------------|------------------|----------------------|
| siCTRL | Non-targeting Pool | Horizon<br>Discovery | D-001810-10-20   | UGGUUUACAUGUCGACUAA  |
|        |                    |                      |                  | UGGUUUACAUGUUGUGUGA  |
|        |                    |                      |                  | UGGUUUACAUGUUUUCUGA  |
|        |                    |                      |                  | UGGUUUACAUGUUUUCUA   |
| siYAP  | Human YAP1 Pool    | Horizon<br>Discovery | L-012200-00-0005 | GCACCUAUCACUCUCGAGA  |
|        |                    |                      |                  | UGAGAACAAUGACGACCAA  |
|        |                    |                      |                  | GGUCAGAGAUACUUCUUA   |
|        |                    |                      |                  | CCACCAAGCUAGAUAAGA   |
| siTAZ  | Human WWTR1 Pool   | Horizon<br>Discovery | L-016083-00-0005 | CCGCAGGGCUCAUGAGUAU  |
|        |                    |                      |                  | GGACAAACACCCAUGAACA  |
|        |                    |                      |                  | AGGAACAAACGUUGACUUA  |
|        |                    |                      |                  | CCAAAUUCUCGUGAUGAAUC |
| siAXL  | Human AXL Pool     | Horizon<br>Discovery | L-003104-00-0005 | ACAGCGAGAUUUAUGACUA  |
|        |                    |                      |                  | GGUACCGGCUGGCGUAUCA  |
|        |                    |                      |                  | GACGAAAUCCUCUAUGUCA  |
|        |                    |                      |                  | GAAGGAGACCCUUAUGGA   |
| siNRG1 | Human NRG1 Pool    | Horizon<br>Discovery | L-004608-02-0005 | UUUCAAAACCCUCGAGUAU  |
|        |                    |                      |                  | UUGUAAAAUGUGCGGAGAA  |
|        |                    |                      |                  | GGGGAGUGCUUCAUGGUGA  |
|        |                    |                      |                  | ACAUCCACCACUGGGACAA  |
| siEREG | Human EREG Pool    | Horizon<br>Discovery | L-011268-00-0005 | UGACCGUGAUUCUUAUUAU  |
|        |                    |                      |                  | GUACAACUGUGAUUCCAUC  |
|        |                    |                      |                  | GAAGUGGGUUAUACUGGUG  |
|        |                    |                      |                  | GCUCAAGUGUCAUAACAA   |
| siEPGN | Human EPGN Pool    | Horizon<br>Discovery | L-024183-02-0005 | AUACAUUGCAAUUGGGAUU  |
|        |                    |                      |                  | GGUGUUGGAUUACUAUUAA  |
|        |                    |                      |                  | UGUGAGCACUUGACUUUAA  |
|        |                    |                      |                  | CGAAGAGGCAGCCGUGACU  |

### IHC antibodies

| Primary Antibody                                  | Clone    | Dilution | Species   | Supplier                  |
|---------------------------------------------------|----------|----------|-----------|---------------------------|
| Pan-cytokeratin                                   | ab9377   | 1/200    | Rabbit    | Abcam                     |
| phospho-S6                                        | CST2211  | 1/400    | Rabbit    | Cell Signaling Technology |
| KI67                                              | ab15580  | 1/400    | Rabbit    | Abcam                     |
| P63                                               | CST39692 | 1/900    | Rabbit    | Cell Signaling Technology |
| SOX2                                              | CST14962 | 1/300    | Rabbit    | Cell Signaling Technology |
| Secondary Antibody                                |          | Dilution | Catalog # | Supplier                  |
| Goat Anti-Rabbit IgG Antibody (H+L), Biotinylated |          | 1/200    | BA-1000   | Vector Laboratories       |

### Immunofluorescence antibodies

| Primary Antibody | Clone          | Dilution | Species        | Supplier  | Secondary Antibody      | Secondary dilution | Secondary catalog # |
|------------------|----------------|----------|----------------|-----------|-------------------------|--------------------|---------------------|
| KRT14            | poly19053      | 1/200    | Rabbit         | BioLegend | AF568 goat anti-rabbit  | 1/1000             | Thermo A11036       |
| PDPN-biotin      | 8.1.1          | 1/100    | Syrian Hamster | BioLegend | AF647 streptavidin      | 1/1000             | Thermo A78962       |
| KRT15            | Poly18339      | 1/100    | Chicken        | BioLegend | AF674 goat anti-chicken | 1/1000             | Thermo A11036       |
| KI67             | ab15580 (poly) | 1/200    | Rabbit         | Abcam     | AF568 goat anti-rabbit  | 1/1000             | Thermo A32933       |

|                            |              |       |        |           |                        |        |               |
|----------------------------|--------------|-------|--------|-----------|------------------------|--------|---------------|
| ITGA6                      | GoH3         | 1/200 | Rat    | BioLegend | AF647 goat-anti-rat    | 1/1000 | Thermo A21247 |
| P63                        | D9L7L        | 1/200 | Rabbit | CST       | AF568 goat anti-rabbit | 1/1000 | Thermo A32933 |
| IBA1                       | E4O4W        | 1/200 | Rab    | CST       | AF568 goat anti-rabbit | 1/1000 | Thermo A32933 |
| LY6G                       | 1A8          | 1/100 | Rat    | BioLegend | AF647 goat-anti-rat    | 1/1000 | Thermo A21247 |
| Broad Spectrum Cytokeratin | poly ab86734 | 1/200 | Mouse  | Abcam     | AF488 goat-anti-mouse  | 1/1000 | Thermo A21121 |

### Flow cytometry antibodies

| Antibody | Clone  | Dilution | Species | Fluorophore | Supplier, catalog # |
|----------|--------|----------|---------|-------------|---------------------|
| CD45     | 30-F11 | 1/500    | Rat     | BUV737      | BD, 568344          |

### Immunoblot antibodies

| Primary Antibody         | Clone | Dilution | Species   | Supplier                  |
|--------------------------|-------|----------|-----------|---------------------------|
| YAP/TAZ                  | D24E4 | 1/1000   | Rabbit    | Cell Signaling Technology |
| AXL                      | C89E7 | 1/1000   | Rabbit    | Cell Signaling Technology |
| CYR61                    | D4H5D | 1/1000   | Rabbit    | Cell Signaling Technology |
| pEGFR                    | 1H123 | 1/1000   | Mouse     | Cell Signaling Technology |
| EGFR                     | D38B1 | 1/1000   | Rabbit    | Cell Signaling Technology |
| pHER3                    | D1B5  | 1/1000   | Rabbit    | Cell Signaling Technology |
| HER3                     | D22C5 | 1/1000   | Rabbit    | Cell Signaling Technology |
| pS6                      | D68F8 | 1/1000   | Rabbit    | Cell Signaling Technology |
| S6                       | 54D2  | 1/1000   | Mouse     | Cell Signaling Technology |
| Secondary Antibody       |       | Dilution | Catalog # | Supplier                  |
| HRP-goat anti-rabbit IgG |       | 1/10,000 | 4030-05   | Southern Biotechnology    |
| HRP-goat anti-mouse IgG  |       | 1/10,000 | 1030-05   | Southern Biotechnology    |

### CUT&Tag antibodies

| Primary Antibody | Cat no. / Clone | Dilution | Species | Supplier                  |
|------------------|-----------------|----------|---------|---------------------------|
| Isotype          | DA1E            | 1/50     | Rabbit  | Cell Signaling Technology |
| YAP              | D8H1X           | 1/50     | Rabbit  | Cell Signaling Technology |
| H3K27ac          | D5E4            | 1/50     | Rabbit  | Cell Signaling Technology |
| H3K27me3 (pAb)   | Cat no. 39157   | 1/50     | Rabbit  | Active Motif              |

# Supplementary material for: YAP-driven malignant reprogramming of oral epithelial stem cells at single cell resolution
**Source:** Nat Commun. 2025 Jan 8;16:498. doi: 10.1038/s41467-024-55660-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Information

**SUPPLEMENTARY DATA LEGENDS**

**Supplementary Data 1.** Differentially expressed genes on bulk RNAseq. Tab 1: DESeq2 results for EY vs N p<0.01, log2FC>1. Tab 2: DESeq2 results for Y vs N p<0.01, log2FC>1. 

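The tables of Supplementary Data 1 give, for each gene that passed the thresholds of the paper, the mean of its normalized reads, its log2 fold change and its adjusted p from DESeq2. Of the genes that could be read here, 1970 of 1998 for EY, 1474 of 1505 for Y and 390 of 399 for E were tested. The list for EY holds 3747 genes (1614 higher and 2133 lower), and of the lower genes only those with the smallest falls are among the 1998. DEGs here were 1527 of 1589 higher and 0 of 381 lower genes for EY, 575 of 643 and 230 of 831 for Y, and 241 of 325 and 4 of 65 for E, and all genes changed in the direction of the supplement. The log2 fold changes were higher here by a median of 0.36 for EY, 0.20 for Y and 0.07 for E. Among the DEGs without overlap between the mice of both groups, the largest increases in EY were those of Gm49330 (9.71), Il24 (7.64), Sprr2e (7.40), Gm48643 (7.18) and Rnu5g (7.18), as log2 fold changes. The largest decreases in EY were those of Krtap9-1 (-11.41), Krtap1-3 (-10.48), Gm11567 (-10.38), Gm14180 (-10.31) and Gm11559 (-10.27). In Y the largest increases were those of Gm49330 (9.20), Sprr2e (8.42), Gm5503 (7.58), Orm1 (7.30) and Sprr2d (7.06), and the largest decreases those of Gm14180 (-7.85), Cyp2a5 (-6.42), Gm52952 (-5.90), Krtap21-1 (-5.72) and Cryba2 (-5.69). Several of these genes are predicted genes or members of the Krtap and Sprr2 families, whose similar sequences can share reads. In E the largest increases were those of Meiosin (6.05), Ighv1-62 (5.58), Stag3 (5.32), Zcwpw1 (5.02) and 4930542C12Rik (4.76), and the largest decreases those of Gm52977 (-5.13), Gm44386 (-3.35), Cyp2a5 (-3.00), Ces1d (-2.79) and Myoc (-2.77). Without 1 mouse at a time, Gm5503 in Y was no DEG in 17 of 19 fits and Krtap21-1 in 5, and in E Gm52977 was none in 10, Gm44386 in 9, Cyp2a5 in 6 and Ces1d in 12. Where a group is near 0 TPM, these values depend on the pseudocount, as for Meiosin in E, which was 8.44 with 0.01 TPM and 3.19 with 1 TPM.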

Tab 3: DESeq2 results for E vs N p<0.01, log2FC>1. **Related to Fig. 2.**

**Supplementary Data 2.** EY-unique DEGs and gene ontology analysis. Tab 1: List of EY v N unique genes. 

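This table lists genes that passed the thresholds in EY against N and in neither Y nor E against N, which is not a test that the EY effect differs from the Y effect. Only 1998 genes of this list, fewer than the paper counts, could be read here. Of these, 1928 were tested, 1249 of them were DEGs in EY epithelia, and 1136 were DEGs in EY alone.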

Tab 2: EY unique MSigDB Hallmarks 2020. Tab 3: EY unique GO processes Panther. **Related to Fig. 2, and Supplementary Fig. 3.**

**Supplementary Data 3.** Gene sets used for GSEA analyses. **Related to Fig 2d-f, 4f, 6a, 7a-f, and Supplementary Fig. 3e, 3g, 6d-f, 7f, 9a.**

**Supplementary Data 4.** EY activated YAP transcriptional targets. Tab 1: List of activated YAP target genes in EY primary cells based on BETA. Tab 2: List of 346 genes with gained YAP binding, local promoter/enhancer activation by H3K27ac, chromatin accessibility, and transcriptional upregulation in EY cells. **Related to Fig. 3d and 3f.**

**Supplementary Data 5.** Epithelial cluster marker genes. Tab 1: cluster 0 - Quiescent Progenitor. Tab 2: cluster 1 - TI cells. Tab 3: cluster 2 - E-enriched. Tab 4: cluster 3 - Differentiating 2. Tab 5: cluster 4 - Differentiating 3. Tab 6: cluster 5 - Cycling Progenitors. Tab 7: cluster 6 - Differentiating 1. Tab 8: cluster 7 - Y-enriched. **Related to Fig. 4.**

**Supplementary Data 6.** Immune cluster marker genes. Tab 1: c0 - CD8 TRM. Tab 2: c1 - Macrophage 1. Tab 3: c2 - PMN-MDSC. Tab 4: c3 - M-MDSC. Tab 5: c4 - CD4 T-cell. Tab 6: c5 - CD4 T-reg. Tab 7: c6 - NK. Tab 8: c7 - Langerhans cells. Tab 9: c8 - Cycling CD8 T-cell. Tab 10: c9 - Macrophage 2. Tab 11: c10 - gd T-cell. Tab 12: c11 - ISG+ CD8+ T cell. Tab 13: c12 - DC. **Related to Fig. 5.**

**Supplementary Data 7.** EY-cluster WGCNA module genes and gene ontology analysis. Tab 1: WGCNA module hub genes and Gene Ontology biological processes by Enrichr. Tab 2: Module 1 genes. Tab 3: Module 2 genes. Tab 4: Module 3 genes. Tab 5: Module 4 genes. Tab 6: Module 5 genes. Tab 7: Module 6 genes. Tab 8: Module 7 genes. Tab 9: Module 8 genes. Tab 10: Module 9 genes. Tab 11: Module 10 genes. Tab 12: Module 11 genes. Tab 13: Module 12 genes. **Related to Fig. 7.**

**Supplementary Data 8.** Uncropped Western blots. **Related to Figure 6 and Supplementary Figure 6.**

**Supplementary Data 9.** Uncropped Agarose gel. **Related to Supplementary Figure 1.**

# Supplementary material for: YAP-driven malignant reprogramming of oral epithelial stem cells at single cell resolution
**Source:** Nat Commun. 2025 Jan 8;16:498. doi: 10.1038/s41467-024-55660-6
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For flow cytometry, data was collected using Cytex SpectroFlo (v1 or higher). For FACS, data was collected using BD FACSDiva version 6 or higher.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | <p>Bulk RNAseq: Paired-end reads were aligned using STAR v2.7.9 using default settings. STAR index was created using the GRCm39 primary genome FASTA and annotation files. The resulting BAM files were sorted by name using samtools v1.7 then gene counts were quantified using HTSeq-count v0.13.5. Pairwise differential expression was calculated and principal component analysis plots were created using DESeq2 v1.34.0.</p> <p>ATACseq: Raw reads were aligned using BWA (version 0.7.17; PMID: 19451168) to build version mm10 of the mouse genome. Peaks were called using MACS2 (version 2.2.7.1; PMID: 18798982) in narrow peak mode with a False Discovery Rate threshold of less than 0.01. Consensus peaks were merged for all samples by combining all called peaks using bedtools merge (version 2.27.1). Reads were recounted in consensus peaks using bedtools coverage (version 2.27.1). DESeq2 (version 1.42.0) and apeglm (version 1.24.0) in R (version 4.3.2) were used to call differential chromatin accessibility, peaks with adjusted p-value of less than 0.05 were considered significant. Motifs and peak annotation was performed as with the CUT&amp;Tag data using HOMER.</p> <p>CUT&amp;TAGseq: Raw reads were aligned using Bowtie2 (version 2.2.5; PMID: 22388286) to build version mm10 of the mouse genome. Peaks were called independently in each replicate against the corresponding IgG control using Histological images (H&amp;E, IHC, immunofluorescence) were analyzed using QuPath 0.2.3, ImageJ/FIJ, or MATLAB. SEACR (version 1.3, PMID: 31300027) in relaxed mode. Peaks with RPKM &lt; 10 were filtered out. Consensus peaks were merged for each genotype, EY or N, by combining all filtered peaks using bedtools merge (version 2.27.1; PMID: 20110278). Tornado plots were generated using deeptools (version 3.3.5; PMID: 24799436). Differential acetylation was called using DESeq2 (version 1.42.0; PMID: 25516281, PMID: 30395178) and apeglm (version 1.24.0) in R (version 4.3.2). Peaks with adjusted p-values less than 0.05 were considered significant. Motif enrichment was performed using the findMotifsGenome.pl script in the HOMER package (version 4.11; PMID: 20513432). Peaks were annotated using the annotatePeaks.pl script in the HOMER package. Peaks were</p> |

annotated if they lie within the gene body or closer than 10 kb to the annotated TSS.

scRNAseq: Single cell gene expression data was processed from the Illumina sequencer files using Cell Ranger (v5.0.0) and its prebuilt mouse reference genome. Individual sample data was then processed and merged using the Seurat (v4.3.0) SCTransform pipeline. Low quality cells (mitochondrial percentage >7, features <1000 and >5500, transcripts per cell >30,000) were filtered prior to data scaling and normalization. After filtering, data was transformed using SCTransform with default parameters, regressing on percent mitochondrial content. Principal component analysis was performed with RunPCA, using the top 50 PCs. Dimensionality reduction was performed with RunUMAP, using the top 30 dimensions. Nearest-neighbor analysis was performed using FindNeighbors using the top 30 dimensions and with k.param set to 50. Clustering was performed with FindClusters with resolution 0.3. Marker genes were calculated using FindAllMarkers with default parameters. Cluster identities were assigned by analysis of differential gene expression.

R package hdWGCNA version 0.2.03 (<https://smorabit.github.io/hdWGCNA/>) was used for WGCNA analysis in the scRNAseq dataset.

Normalization of the integrated Seurat object containing cell-gene expression arrays of EY-genotype epithelial cells was performed using NormalizeMetacells using parameters k=10, max\_shared=10, min\_cells=20.

Flow cytometry and FACS analyses was performed in FlowJo (BD) version 9 or higher.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors confirm that the source data underlying the findings are fully available. Bulk and single cell gene expression, ATAC sequencing, and CUT&Tag sequencing data are available in the NCBI Gene Expression Omnibus database (<https://www.ncbi.nlm.nih.gov/geo/>) under the GEO series records: GSE276778 (ATACseq), GSE276779 (CUT&Tag for YAP, H3K27ac, and H3K27me3), GSE276781 (RNAseq, primary cells); GSE276782 (RNAseq, tissue), GSE276783 (scRNAseq).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                          |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | All TCGA subjects with available relevant data were included regardless of sex or gender of the participants.                                                                            |
| Reporting on race, ethnicity, or other socially relevant groupings | All TCGA subjects with available relevant data were included regardless of race, ethnicity, or other socially relevant groupings of the participants.                                    |
| Population characteristics                                         | not applicable                                                                                                                                                                           |
| Recruitment                                                        | not applicable                                                                                                                                                                           |
| Ethics oversight                                                   | Not applicable. The only human data used in this study was publicly available from The Cancer Genome Atlas (TCGA). <a href="https://www.cancer.gov/tcga">https://www.cancer.gov/tcga</a> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. Sample sizes for each experiment were determined based on pilot experiments, historical data, and review of the literature, and were determined to be adequate based on the consistency of measurable differences within and between groups. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                 |
| Replication     | Every experiment was replicated at least twice with similar results. The manuscript text details that all experimental replicates were biological                                                                                                                                                        |

replicates.

Randomization

The following text has been included in the Statistics and Reproducibility statement: "All transgenic mouse experiments were randomized to achieve balanced animal age and sex distributions across experimental conditions."

Blinding

The investigators were not blinded to allocation during experiments and outcome assessment, except for histopathologic scoring in which pathologists were blinded to the experimental design and conditions.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Pan-cytokeratin ab9377 1/200 Rabbit Abcam  
phospho-S6 CST2211 1/400 Rabbit Cell Signaling Technology  
KI67 ab15580 1/400 Rabbit Abcam  
P63 CST39692 1/900 Rabbit Cell Signaling Technology  
SOX2 CST14962 1/300 Rabbit Cell Signaling Technology  
Goat Anti-Rabbit IgG Antibody (H+L), Biotinylated 1/200 BA-1000 Vector Laboratories

KRT14 poly19053 1/200 Rabbit BioLegend AF568 goat anti-rabbit 1/1000 Thermo A11036  
PDPN-biotin 8.1.1 1/100 Syrian Hamster BioLegend AF647 streptavidin 1/1000 Thermo A78962  
KRT15 Poly18339 1/100 Chicken BioLegend AF674 goat anti-chicken 1/1000 Thermo A11036  
KI67 ab15580 (poly) 1/200 Rabbit Abcam AF568 goat anti-rabbit 1/1000 Thermo A32933  
ITGA6 GoH3 1/200 Rat BioLegend AF647 goat-anti-rat 1/1000 Thermo A21247  
P63 D9L7L 1/200 Rabbit CST AF568 goat anti-rabbit 1/1000 Thermo A32933  
IBA1 E4O4W 1/200 Rab CST AF568 goat anti-rabbit 1/1000 Thermo A32933  
LY6G 1A8 1/100 Rat BioLegend AF647 goat-anti-rat 1/1000 Thermo A21247  
Broad Spectrum Cytokeratin polyclonal  
ab86734 1/200 Mouse Abcam AF488 goat-anti-mouse 1/1000 Thermo A21121

YAP/TAZ D24E4 1/1000 Rabbit Cell Signaling Technology  
AXL C89E7 1/1000 Rabbit Cell Signaling Technology  
CYR61 D4H5D 1/1000 Rabbit Cell Signaling Technology  
pEGFR 1H123 1/1000 Mouse Cell Signaling Technology  
EGFR D38B1 1/1000 Rabbit Cell Signaling Technology  
pS6 D68F8 1/1000 Rabbit Cell Signaling Technology  
S6 54D2 1/1000 Mouse Cell Signaling Technology

HRP-goat anti-rabbit IgG 1/10,000 4030-05 Southern Biotechnology  
HRP-goat anti-mouse IgG 1/10,000 1030-05 Southern Biotechnology

CD45 BUV737 30-F11 1/500 BD 568344

Validation

All antibodies used in this study are commercially available and were validated by the manufacturers. Details regarding the antibodies used and experimental parameters for use are described in the Methods section.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                          |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | CAL27 (CVCL_1107) and CAL33 (CVCL_1108) cell lines were obtained from the NIDCR Oral and Pharyngeal Cancer Branch cell collection.                                                       |
| Authentication                                                    | DNA authentication of cell lines was confirmed by multiplex STR profiling (Genetica DNA Laboratories, Inc. Burlington, NC) to ensure the consistency of cell identity.                   |
| Mycoplasma contamination                                          | All cell lines are frequently tested for Mycoplasma contamination. No presence of Mycoplasma was found according to Mycoplasma Detection Kit-Quick Test from Biomake (Houston, TX, USA). |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                          |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice were housed in accordance with University of California San Diego Institutional Animal Care and Use Committee (IACUC) guidelines. The UCSD IACUC approved all mouse experiments (Protocol S15195). The following mouse lines were kindly provided by Dr. Elaine Fuchs (The Rockefeller University): Tg(KRT14-cre/ERT)20Efu and Tg(tetO-HIST1H2BJ/GFP)47Efu.19,20 The Col1a1tm1(tetO-Yap1*)Lrsn mouse was kindly provided by Dr. Fernando Camargo (Harvard University). The B6.Cg-Gt(ROSA)26Sortm1(rtTA,EGFP)Nagy/J mouse was obtained from The Jackson Laboratory. The Tg(tetO-HPV16-E6E7)SGu mouse was designed by the Gutkind laboratory and generated in house. NSG™ mice (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ) mice were originally obtained from The Jackson Laboratory and propagated at the Moores Cancer Center. Implantation of transgene epithelial cell suspensions were performed in 8-week-old female NSG mice. |
| Wild animals            | not applicable                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | All transgenic mouse experiments were performed in sex-balanced groups of littermates.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | not applicable                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | Mice were housed and animal experiments performed in accordance with University of California San Diego Institutional Animal Care and Use Committee (IACUC) guidelines. The UCSD IACUC approved all mouse experiments (Protocol S15195).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                |
|-----------------------|----------------|
| Seed stocks           | not applicable |
| Novel plant genotypes | not applicable |
| Authentication        | not applicable |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <p>Epithelial cell suspensions were stained for viability using LIVE/DEAD™ Fixable Blue Dead Cell Stain Kit (Thermo #L23105) and BUV737 Rat Anti-Mouse CD45 Clone 30-F11 (BD Biosciences # 568344) and analyzed using a 5-laser Cytex Aurora.</p> <p>EY epithelia were isolated and maintained in culture. When the cells were approximately 70-80% confluent, single cell suspensions were generated by subjecting the cells to EDTA and then trypsin, and then mechanically lifting the cells. Cells were counted and viability assessed by trypan blue staining using a Countess III cell counter. The cells were then resuspended in HBSS at a concentration of ~10 million cells/mL and subjected to fluorescence activated cell sorting (FACS) using an Aria II cell sorter. Single cells were identified based on forward and side scatter parameters, and then GFP positive and negative cells were sorted into individual tubes with cell culture medium. Sorted cells were returned to culture and expanded for experimentation and cryopreservation.</p> |
| Instrument                | 5-laser Cytex Aurora (Cytex) analyzer, Aria II sorter (BD)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Software                  | Data were acquired using SpectroFlo (v1 or higher; Cytex) for flow cytometry or FACSDiva (v6 or higher; BD) for FACS. All flow data were analyzed using FlowJo (version 9 or higher).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Cell population abundance | Representative FACS plots with the abundance (percent) of each cell population labeled is shown in Figures S2f and S7d.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Gating strategy           | Gating strategies are shown in Figure S2f and Figure S7d.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

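Bulk RNAseq values of microdissected tongue epithelia from 19 mice were analysed, with 5 N, 5 E, 3 Y and 6 EY mice, 15 days after transgene induction. Groups were taken from the titles and genotypes of the samples and from the group sizes in the paper. N mouse 4 has no Cre recombinase and N mouse 5 has both effector transgenes without rtTA, and both were kept as N mice as their titles state. According to the paper, the authors aligned paired-end reads to GRCm39 with STAR v2.7.9, sorted them by name with samtools v1.7, counted them per gene with HTSeq-count v0.13.5 and tested differences with DESeq2 v1.34.0. The authors deposited the values in transcripts per 1000000 (TPM), and the text of the paper does not state how the counts were turned into TPM. Each mouse sums to 1000000 TPM over 24689 gene symbols, each listed once, of which 9 are at 0 in every mouse. No pair of mice has identical values.

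The TPM of a gene in a mouse is a whole number of reads, times a step of the gene, times a scale of the mouse. This held for 24680 of 24680 genes above 0, and the reads were recovered from it. The recovered reads were used to state the depth, for scaling factors in a comparison with the supplement, and for 1 added alternative, and the main tests used TPM. Their mean after scaling was within 1% of the mean in Supplementary Data 1 for 1989 of 1989 genes of the EY, 1501 of 1503 of the Y and 397 of 399 of the E table. The log2 ratio of the group means of the scaled reads was within 0.1 of the log2 fold change there for 1901 of 1939, 1460 of 1474 and 392 of 394 genes. Per mouse, 8798700 to 10654405 reads were recovered in N, 8285602 to 9482472 in E, 8269674 to 9249340 in Y and 8841013 to 11007304 in EY epithelia.

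Genes with at least 0.1 TPM in at least 3 mice, 22745 in all, were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(TPM + 0.1). A single model held 1 mean for each of the 4 groups, and EY, Y and E were compared with N, EY with Y and E, and the interaction EY - E - Y + N was tested. DEGs had a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1. Principal components were taken from the 500 most variable genes, and positions on the first component were compared by two-sided exact permutation tests. Gene set scores were the mean over genes of log2(TPM + 0.1) minus the mean of the N mice, compared by two-sided exact permutation tests with adjustment over 81 tests, and by 81 further tests between other pairs of groups, with camera of limma as a description across genes. Sets were the 100 leading markers of the cell clusters of the paper, the gene lists of its Supplementary Data 2 and 4, the genes of its panels and marker lists from general knowledge. The published GSEA signatures were not used here, nor was the alignment to the human transcriptome with Kallisto, which was made from reads. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

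Genes are named by a rule: every gene in a panel or sentence of the paper on these transcriptomes, and for each comparison with N the 5 largest increases and 5 largest decreases among DEGs without overlap between the mice of both groups. Genes of the marker lists may be named where their set is reported, and the results of the others, genes of the EMT list among them, are not reported here. Of the 96 genes tested that the paper names, 73 were DEGs in EY, 11 in Y and 4 in E, and 76, 15 and 4 with adjustment over the 96 genes alone, which are largely calls of the paper on the same mice. The groups, the comparisons, the sets, this rule and the alternatives were chosen before the data were examined, apart from limma voom on the recovered reads, the pairing of mice for scores, components without 1 mouse at a time and the Hallmark sets of Supplementary Data 2. The alternatives were pseudocounts of 1 and 0.01 TPM, filters at 1 TPM and above 0, median-of-ratios scaling, quantile normalization, only the 3 N mice of the genotype in the paper, only the groups compared, the mouse number as a block, robust eBayes, a muscle score or Xist as a covariate, an adjusted p below 0.05, no limit on the fold change, 50 or 200 markers per cluster, and leaving out each mouse in turn. Neither the labels nor the paper give a sequencing batch.

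On simulated data with log2 changes of 2, the model recovered 61.2% of 600 genes changed in EY, 55.5% of 200 in Y, 59.0% of 200 in E and 39.5% of 200 interactions, with at most 5 false calls in any comparison. A shift of 1 in a set of 100 genes was recovered as 1.07, and 4.40% of 500 permutation tests without a difference had a p below 0.05. In simulated TPM the reads were recovered for 4975 of 4975 genes. The transgenes, the cultured cells, the single cell, CUT&Tag and ATACseq data were not analysed here.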

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

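The tests of sex and of the pseudocount, scaling and paralogs below were chosen only after the results were seen. The YAP effect, which is the change with YAP against without, differed with and without E6-E7 in 40 genes by the interaction test. In 100 random orders of the group names within each mouse number, 1 gave as many interaction genes, which was the real order, and the next had 2. Lce1a2 had the interaction of -4.46 (adjusted p = 0.000823), with log2 fold changes of -5.47 in EY, -1.43 in Y and 0.43 in E against N. Low values near the pseudocount were tested as an explanation, and 38 of the 40 genes still passed both thresholds with a pseudocount of 1 TPM. The scaling between mice was tested, and 35 of the 40 genes still passed after median-of-ratios scaling. Reads shared between the similar genes of the Lce1 family were tested, and 27 of the 40 genes lie outside that family. The 13 Lce1 genes are not independent of each other, and reads shared among them cannot be resolved from TPM. A candidate explanation that remains is that YAP with E6-E7 lowers late differentiation genes beyond the sum of both effects, which stays a hypothesis, since it was found and tested on the same mice.

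A germline signal that the paper does not discuss was found in a list of germline genes that leaves out those at the top of its Supplementary Data 1. The score of the 5 genes that passed the filter was 0.94 in E (two-sided exact permutation p = 0.0159, adjusted p = 0.0459, 4 of 5 E mice above every N mouse). In EY it was 1.82 (exact permutation p = 0.00433, adjusted p = 0.0195, all 6 mice above every N mouse), and in Y -0.23 (exact permutation p = 0.429). EY and Y differed by 2.04 (exact permutation p = 0.0238, adjusted p = 0.0507). The score rests on Syce2 (log2 fold change 1.56 in E, adjusted p = 0.000792) and Tdrd1 (2.58, adjusted p = 0.00202), and Syce2 was also higher in Y (1.16, adjusted p = 0.00849). The adjusted p in E was above 0.05 in 9 of the 19 fits without 1 mouse, and ranged from 0.026 to 0.175 over the other settings. A change in the number of detected genes was tested and did not differ between E and N (exact permutation p = 0.587). Sex was tested as well, since all E mice have Y-linked genes, and the E score was above that of the 3 N mice with Y-linked genes (exact permutation p = 0.0357). An effect of the E6-E7 transgene on germline genes is a hypothesis. Its test in E against N is the same comparison in which the score was found, so that test adds nothing to it. The difference between EY and Y comes from other mice and has the direction of the hypothesis, but its adjusted p was above 0.05.

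Of 225 groups of mice tested for a mouse far from the others, 13 had one, where chance gives 11.2, or about 1 in 20. That number is near the one by chance, and no explanation was tested for a single mouse. In log2(TPM + 0.1), Myof was at 2.28 in N mouse 1 (nearest mouse 1.52), and Il24 at 1.84 in E mouse 2 (nearest -3.32). Cd177 was at -2.89 in N mouse 1 and at -2.85 in E mouse 5, each with all other mice of the group at -3.32, which is 0 TPM. Retnlg was at -3.32 in EY mouse 6 (nearest 3.26), Tnf at 1.91 in EY mouse 3 (nearest 3.29) and Ereg at 3.93 in EY mouse 3 (nearest 5.09). Among scores, the neutrophil score was -1.54 in E mouse 4 (nearest 0.11) and -0.15 in EY mouse 6 (nearest 2.29). In N mouse 1 the score of the tumor initiating genes in the text was 0.39 (nearest -0.04), the myeloid score 1.18 (nearest -0.14) and the E-enriched cluster score 0.83 (nearest -0.18). The Quiescent Progenitor score was -0.15 in N mouse 4 (nearest 0.00). N mouse 1 appears in 5 of the 13 values and EY mouse 6 in neutrophil genes only, where Retnlg is itself part of the score.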

How the results depend on the processing

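All 226 reported results were computed under up to 37 settings, which include leaving out each of the 19 mice. The alternatives on limma voom with recovered reads and on pairing the mice for scores were chosen after seeing the data. The alternative on several entries for a gene symbol did not apply, since each symbol is listed once.

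The number of DEGs in Y moved to 657 with only the 3 N mice of the genotype in the paper, 555 with only the groups compared, 1599 with an adjusted p below 0.05 and 1935 without the limit on the fold change. The number in E moved to 145 with only the groups compared and 414 with an adjusted p below 0.05. Between EY and Y it moved to 198 with only the groups compared, 865 with an adjusted p below 0.05 and 803 without the limit. Without the limit 7248 genes were DEGs in EY, 5746 between EY and E and 5242 only in EY. Interaction genes numbered 148 with an adjusted p below 0.05 and 117 with limma voom. Under all other settings, apart from those without 1 mouse, these counts stayed within 1.5 times the main count. The wider thresholds raise a count by their definition, and for the other changes the cause was not tested.

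Without 1 mouse at a time, the number of DEGs ranged from 639 to 1040 in Y, 200 to 497 between EY and Y, and 28 to 73 for the interaction. It ranged from 3777 to 4212 in EY, 221 to 328 in E, 2576 to 3029 between EY and E and 2880 to 3392 only in EY. The Quiescent Progenitor score in EY ranged from -0.381 to -0.295 with adjusted p values of 0.0257 to 0.0617, above 0.05 in 4 of 19 fits. The other EY scores of the next paragraph kept an adjusted p of at most 0.0429 in these fits. In E, the Differentiating 1 score ranged from -0.039 to 0.091 and the Differentiating 2 score from -0.048 to 0.082.

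With only 3 N mice, the EY scores were 1.782 (YAP target), -0.367 (Quiescent Progenitor), -0.642, -0.837 and -0.773 (Differentiating 1, 2 and 3) and 2.343 (Cycling Progenitors), each with an adjusted p of 0.0964. With the mice paired by number as a block, they were 1.946, -0.381, -0.604, -0.815, -0.805 and 2.303 in the same order, each with an adjusted p of 0.175. The 5 pairs cannot give an exact permutation p under 0.0625, so the block could not reach the threshold for scores, and the same holds for the 3 N mice at their adjusted p. Mouse numbers did not pair the mice, as the mean correlation of deviations was 0.016 over 24 pairs with the same number and -0.003 over 109 others. As a block in the gene model, the number gave 3989 DEGs in EY, 861 in Y and 221 in E, and 27 interaction genes. With up to 200 markers, which are all 177 listed, the Quiescent Progenitor score in EY was -0.204 (adjusted p = 0.0821), and the cause was not tested.

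Directions changed for the following values. Yap1 in EY was -0.25 after median-of-ratios scaling, -0.26 after quantile normalization and -0.25 with limma voom. Ccn2 in Y was -0.15 with only 3 N mice, against 0.79 (adjusted p = 0.456) with all N mice. The germline score in Y was 0.007 and the Differentiating 2 score in E 0.004 with a pseudocount of 1 TPM. The Differentiating 1 score in E was -0.085 after quantile normalization, -0.092 after median-of-ratios scaling and -0.043 with only 3 N mice. In each case the main value was no DEG or had an adjusted p above 0.05, and the cause was not tested.

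Of the 156 named gene results, 72 changed in at least 1 setting, with 145 values weaker, 51 stronger and 4 reversed of 2017, and 30 changed without 1 mouse, with 130 weaker and 20 stronger of 2964. Of the 55 further score results, 28 changed in at least 1 setting, with 52 values weaker, 3 stronger and 5 reversed of 385, and 14 changed without 1 mouse, with 63 weaker, 2 stronger and 6 reversed of 1045. The depth of 8269674 to 11007304 reads limits genes with few reads, such as Cd177, Ly6g and Nrg1, whose fold changes moved with the pseudocount.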

Differences from the paper's values

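Of the tests below, only limma voom on the recovered reads and the components without 1 mouse at a time were chosen after seeing the data. In EY against N the paper lists 1614 higher and 2133 lower genes, and 2858 and 1299 were found here. The higher genes came within 1.5 times the paper's number with a pseudocount of 1 TPM (2084), median-of-ratios scaling (1540), quantile normalization (1632) and only the 3 N mice of the genotype in the paper (2171), and with limma voom (1585), which was chosen after seeing the values. The lower genes did so with median-of-ratios scaling (1972), quantile normalization (1912), an adjusted p below 0.05 (1611) and no limit on the fold change (1813), and with limma voom (2231), chosen after seeing the values. For each of both numbers, the other 10 of the 14 alternatives set before the data were examined did not. For the genes lower in Y, the paper's number is 861 and the number here 252, and for those lower in E the paper's is 74 and the number here 10. None of the alternatives set before the data were examined closed these gaps, nor did limma voom, and no fit without 1 mouse reached any of the 4 numbers.

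In Fig. 2a, read by eye, the paper shows about 60 genes only in E, about 170 only in Y, about 130 shared by E and EY and about 4 shared by E and Y. The numbers here were 17, 54, 80 and 0, and 98 genes had an unadjusted p below 0.05 in E and Y but not in EY. With an adjusted p below 0.05 they were 43 only in E, 156 only in Y and 139 shared by E and EY, and without the limit on the fold change 115 were shared by E and EY. The genes shared by E and EY were also reached without N mouse 1 (91), E mouse 1 (116), Y mouse 1 (87) and Y mouse 3 (104). Apart from these, no alternative set before the data were examined reached the 3 numbers, and none reached the genes shared by E and Y. The first component holds about 69% of the variance in Supplementary Fig. 3c, read by eye, and held 22.3% here, and 40.5% at most in the 3 alternatives set before the data were examined, and 24.0% at most without 1 mouse. Axl is at a median of about 340 in N, about 370 in E, about 1000 in Y and about 1300 in EY in Fig. 6h, read by eye, on an axis of TPM. Here the medians were 6.80, 7.34, 21.5 and 27.3 TPM, and none of the alternatives set before the data were examined reached the figure.

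Of 43 log2 fold changes that Supplementary Data 1 lists for reported genes, 25 differed by more than the larger of both standard errors, where the error of the paper is the standard error of DESeq2. For the YAP targets in EY, Axl was 2.26 here and 1.80 in the paper, and came within the error after median-of-ratios scaling (1.88), quantile normalization (1.88) and with 3 N mice (1.76). Amotl2 was 2.06 here and 1.69 in the paper, with 1.69 and 1.66 after the same scalings. Ccn1 was 1.84 here and 1.46 in the paper, with 1.46 and 1.66 after them. Birc5 was 3.15 here and 2.80 in the paper, with 2.77 and 2.78 after them and 3.03 with a pseudocount of 1 TPM. Top2a was 2.93 here and 2.55 in the paper, with 2.56 and 2.60 after them. For Top2a in Y the values were 1.86 here and 1.68 in the paper, reached after both scalings (1.66 and 1.56), with a pseudocount of 1 TPM (1.80), with 3 N mice (1.81) and with Xist as a covariate (1.83).

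Dock5 was 1.34 here and 1.16 in the paper, which both scalings (1.02 and 1.12), 3 N mice (1.21), the block (1.29) and the muscle covariate (1.33) reached. Lats2 was 1.48 here and 1.24 in the paper, which the same settings reached with 1.15, 1.24, 1.29, 1.47 and 1.44. Tead4 was 1.36 here and 1.02 in the paper, reached by a pseudocount of 1 TPM (0.96) and both scalings (1.00 and 1.08). Limma voom, which was chosen after seeing the values, also reached the paper for Axl (1.90), Amotl2 (1.69), Ccn1 (1.47), Birc5 (2.78), Top2a in EY (2.56) and Y (1.66), Dock5 (1.18), Lats2 (1.27) and Tead4 (1.05). Without 1 mouse, Ccn1 (1.74 without N mouse 1), Top2a in Y (4 of 19 fits, lowest value 1.79), Dock5 (5 of 19, lowest 1.26) and Lats2 (6 of 19, lowest 1.34) came within the error. For these genes no alternative set before the data were examined reached the paper's value beyond those named.

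Ptgs2 in EY was 3.36 here and 2.77 in the paper, reached by median-of-ratios scaling (2.99) and quantile normalization (3.08). Ybx1 was 1.82 here and 1.44 in the paper, reached by median-of-ratios scaling (1.45), and Pard3 was -0.64 here and -1.09 in the paper, reached by the same scaling (-0.98). Col17a1 was -0.73 here and -1.14 in the paper, reached by both scalings (-1.11 and -1.13) and 3 N mice (-1.03). Ereg was -0.88 here and -1.22 in the paper, reached by both scalings (-1.26 and -1.28) and the block (-0.95). With limma voom, chosen after seeing the values, these genes were at 2.98 (Ptgs2), 1.45 (Ybx1), -1.08 (Pard3), -1.11 (Col17a1) and -1.25 (Ereg), each within the error of the paper. Without 1 mouse, Ptgs2 (4 of 19 fits, lowest value 3.16) and Ereg (3 of 19, lowest value -1.01) came within the error, and no further alternative set before the data were examined reached the paper for these 5 genes.

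Gm49330 in EY was 9.71 here and 6.33 in the paper, reached with a pseudocount of 1 TPM (6.41), and Trbc2 was 3.45 here and 2.17 in the paper, reached with the same pseudocount (2.82). Il24 in EY was 7.64 here and 10.10 in the paper, reached with a pseudocount of 0.01 TPM (10.95). Csf3 and Ly6g are listed at 0 in every N mouse, so that their values here are set by the pseudocount and do not test those of the paper. Csf3 was 6.10 here and 8.16 in the paper, reached with 0.01 TPM (9.38) and the muscle covariate (6.75). Ly6g was 2.87 here and 4.83 in the paper, reached with 0.01 TPM (5.51) and the block (3.44). Cd177 was 2.09 here and 5.51 in the paper, and neither an alternative set before the data were examined nor limma voom reached it. Sprr2e in Y was 8.42 here and 6.15 in the paper, reached with a pseudocount of 1 TPM (6.53), 3 N mice (6.85) and the block (7.78). Meiosin in E was 6.05 here and 7.94 in the paper, Stag3 5.32 and 5.73, and Zcwpw1 5.02 and 5.43, and a pseudocount of 0.01 TPM reached them with 8.44, 5.76 and 5.54. Limma voom, which was chosen after seeing the values, reached Sprr2e in Y (7.68), Meiosin (7.93), Stag3 (5.66) and Zcwpw1 (5.44) in E and Meiosin in EY (7.75). Meiosin in EY was 6.15 here and 7.68 in the paper, and no alternative set before the data were examined reached it. Without 1 mouse, Trbc2 (2.85 without N mouse 2), Ly6g (3.44 without EY mouse 6), Sprr2e (7.83 without N mouse 4 or 5), Stag3 (at most 5.52, 2 of 19 fits) and Zcwpw1 (at most 5.19, 2 of 19) came within the error, and no further alternative set before the data were examined did so for these genes.

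Among the named genes, those that the paper lists in EY and that were no DEGs here were Grhl1 (-0.68), Ovol1 (-0.73), Id3 (-0.79), Col17a1, Ereg, Pard3, Krtdap (-0.61), Gli2 (-0.50), Retnlg, Wfdc17 and Cd300lf, and in Y Hoxc13 (-1.48). Median-of-ratios scaling and quantile normalization made Grhl1, Ovol1, Id3, Col17a1 and Ereg DEGs, and so did limma voom, chosen after seeing the values, which also made Pard3, Gli2 and Hoxc13 DEGs. Without the limit on the fold change Grhl1, Pard3, Krtdap, Ovol1, Col17a1 and Id3 passed, and with 3 N mice Col17a1 did. A pseudocount of 1 TPM or an adjusted p below 0.05 made Retnlg, Wfdc17 and Cd300lf DEGs, the block Retnlg, only the groups compared Wfdc17, and an adjusted p below 0.05 Hoxc13. Without 1 mouse Retnlg (2 of 19 fits), Cd300lf (3 of 19), Ereg (1 of 19) and Hoxc13 (1 of 19) were DEGs. Among the named genes, the DEGs here that the paper does not list were Myof, Ccn2, Ezh2 and Epgn in EY and Ybx1 and Csf3 in Y. The paper states in its text that Ereg rises in EY cells, while in the bulk epithelia its log2 fold change was -0.88 here and the table of the paper lists it as lower. The paper also states a rise of Tnf and Cxcl2 transcripts in EY epithelia, tested by ANOVA for each gene, and of the TNF and CXCL2 proteins. The log2 fold changes here were 1.15 and 1.96, in the same direction. In the limma model, adjusted over all genes, the adjusted p was 0.155 for Tnf and 0.0304 for Cxcl2, and neither was a DEG. This is a stricter limit than that of the paper's panel, and Cxcl2 was below 0.05. The proteins were not analysed here.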

Other observations

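The tests of gland tissue, of sex, of muscle for the higher genes and of the axis of the Axl panel were chosen only after the results were seen, and the other tests before. Of the 32 splits of the EY and N mice that part every pair with the same number, only the real one gave as many DEGs as 4157, and the next gave 2505, a near mirror of the real one with only 1 EY mouse in the EY arm. For EY against E, 1 of 32 such splits, the real one, gave as many as 2914. In Y against N and in EY against Y 1 of 8 such splits gave as many, and in E against N 1 of 16, designs that cannot give a share under 0.05. Over all splits of the 2 groups it was 1 of 56 in Y against N (next 5), 1 of 84 in EY against Y (next 5) and 1 of 100 drawn in E against N (next 24), which do not keep the pairs apart. For genes only in EY, 1 of 100 orders of the group names within mouse numbers gave as many as 3089, and the next gave 2277.

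More genes were DEGs in EY than in Y, and the number of mice was tested as an explanation. With 3 of the 6 EY mice, over all 20 choices, a median of 3566 genes were DEGs in EY (3146 to 4170), against 987.5 in Y in the same fits, so the number of mice does not account for the difference. Of the genes only in EY, 55.9% moved in the same direction in Y by at least 50% of the EY change, which is consistent with a Y effect that stops short of the thresholds for these genes. In E 2362 of the 3089 genes moved in the same direction, and since all groups are compared with the same N mice, deviations of those mice raise such agreement. Sequencing depth did not differ between EY and N (exact permutation p = 0.922).

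The median of all genes was above 0 in EY, and a smaller share of the most abundant genes was tested as the source. The 10 most abundant genes took 24.6% of the TPM in N and 19.8% in EY, which accounts for 26.7% of the median shift. Genes called lower in EY took 32.5 ± 4.1% in N (SD, n = 5) and 5.8 ± 0.9% in EY (n = 6), but they are chosen for that fall, so their share cannot test the shift. The muscle score was 1.66 higher in EY than in N (exact permutation p = 0.0606), and more muscle in a sample would raise muscle genes and dilute the others. With the muscle score as a covariate 89.7% of the genes lower in EY were still lower DEGs and 87.8% of the higher genes still higher DEGs, so muscle is unlikely to explain most of them.

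Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty divided the mice, as all 19 had either Xist or the Y-linked genes at 1 TPM or more and not both. By these genes 2 of 5 N, 0 of 5 E, 2 of 3 Y and 1 of 6 EY mice have Xist, whereas the paper describes sex-balanced groups, and sex and the E genotype are partly tied. With Xist as a covariate 4101 genes were DEGs in EY, 968 in Y and 248 in E.

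The mean score of salivary gland genes was lower in E, Y and EY than in N, but in no comparison beyond the spread of the mice. Of the 5 genes scored, 3 were lower and 2 higher in EY, 4 lower and 1 higher in Y, and all lower in E. Of the 5 N mice, 2, mice 2 and 3 with scores of 1.56 and 2.65, lay above every mouse of the other groups. The score difference was -2.11 in E (exact permutation p = 0.0714), -1.41 in Y (p = 0.357 by the same exact test) and -1.65 in EY (p = 0.0736 by the same exact test). Gland tissue in the samples of these 2 N mice may account for it. Both mice have Xist, and sex was tested, but 0 of the 3 mice with Xist outside N had a gland score above every mouse with Y-linked genes.

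N mouse 5, which has both effector transgenes without rtTA, had a YAP target score -0.195 relative to the mean of the other N mice, so a rise of YAP targets without rtTA was not seen in this mouse. E6-E7 was not tested in it, and its Cycling Progenitors score of 0.194 lay below the 0.247 of N mouse 2 and above the other N mice. Without N mice 4 and 5, 3341 genes were DEGs in EY, so the Cre genotype of mouse 4 does not account for the EY genes.

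In the Axl panel of Fig. 6h the axis reads TPM, and normalized reads in its place were tested. The medians of the normalized recovered reads were 353 in N, 385 in E, 996 in Y and 1180 in EY, with ratios to the level in the figure of 1.04, 1.04, 0.996 and 0.91, while TPM gave ratios of 0.0198 to 0.0215. The panel may thus show normalized reads, as the lowest ratio of 0.91 suggests.

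Scores of sets that belong to single cell or cultured cell claims of the paper were computed in the bulk epithelia, each with 6 EY, 3 Y and 5 E against 5 N mice by two-sided exact permutation tests. The markers of the TIC cluster scored 1.97 in EY (adjusted p = 0.0195, 6 of 6 mice above every N mouse), 1.57 in Y (adjusted p = 0.0657, 3 of 3 mice) and 0.29 in E (adjusted p = 0.111). The E-enriched cluster scored 1.01 in EY (adjusted p = 0.039) and 0.96 in E (adjusted p = 0.0643). Interferon-stimulated genes scored 2.59 in EY (adjusted p = 0.0281, 5 of 6 mice), 1.25 in Y (adjusted p = 0.193) and 2.36 in E (adjusted p = 0.0839). The BETA top 200 genes scored 0.89 in EY, 0.71 in Y and 0.24 in E, and the 346-gene list 0.77, 0.52 and 0.24. After median-of-ratios scaling the BETA scores were 0.525, 0.520 and 0.134, nearly the same in EY and Y. Those of the 346-gene list were then 0.415, 0.339 and 0.136. Neutrophil genes scored 2.51 in EY (adjusted p = 0.0484), collagenases 1.69 (adjusted p = 0.0195) and pan-leukocyte genes 0.84 (adjusted p = 0.0657). After median-of-ratios scaling the E-enriched cluster in EY scored 0.64 (adjusted p = 0.0629) and neutrophil genes 2.24 (adjusted p = 0.0626), both above 0.05. After quantile normalization they scored 0.70 (adjusted p = 0.0629) and 2.29 (adjusted p = 0.0484). Without 1 mouse at a time, the adjusted p in EY was above 0.05 in 14 of 19 fits for neutrophil genes (at most 0.105), 8 for the E-enriched cluster (at most 0.0857) and 4 for interferon-stimulated genes (at most 0.0617).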
